# A comparative genomic analysis of targets of Hox protein Ultrabithorax amongst distant insect species

**DOI:** 10.1038/srep27885

**Published:** 2016-06-14

**Authors:** Naveen Prasad, Shreeharsha Tarikere, Dhanashree Khanale, Farhat Habib, L. S. Shashidhara

## Abstract

In the fruitfly *Drosophila melanogaster*, the differential development of wing and haltere is dependent on the function of the Hox protein Ultrabithorax (Ubx). Here we compare Ubx-mediated regulation of wing patterning genes between the honeybee, *Apis mellifera*, the silkmoth, *Bombyx mori* and *Drosophila*. Orthologues of Ubx are expressed in the third thoracic segment of *Apis* and *Bombyx*, although they make functional hindwings. When over-expressed in transgenic *Drosophila*, Ubx derived from *Apis* or *Bombyx* could suppress wing development, suggesting evolutionary changes at the level of co-factors and/or targets of Ubx. To gain further insights into such events, we identified direct targets of Ubx from *Apis* and *Bombyx* by ChIP-seq and compared them with those of *Drosophila*. While majority of the putative targets of Ubx are species-specific, a considerable number of wing-patterning genes are retained, over the past 300 millions years, as targets in all the three species. Interestingly, many of these are differentially expressed only between wing and haltere in *Drosophila* but not between forewing and hindwing in *Apis* or *Bombyx*. Detailed bioinformatics and experimental validation of enhancer sequences suggest that, perhaps along with other factors, changes in the cis-regulatory sequences of earlier targets contribute to diversity in Ubx function.

Transcription factors (TFs) of Hox family govern segment specific identity across the phyla by regulating diverse developmental pathways. The functional significance of Hox family proteins in shaping morphological traits is well documented. However it remains to be determined as to how the intrinsic (i.e. alterations in the orthologous protein sequence) and extrinsic (i.e. additional cofactors, changes in activity etc.) factors are coordinated to ultimately orchestrate evolution of morphological features. Here we address this question in the context of evolution of wing number and morphology in insects. Insects are the first to evolve flight appendages. Most insects have four wings (all directly contribute to the flight), while beetles and flies have only one pair of wings. In beetles (such as *Tribolium castenum*), forewing is modified into thick protective organ called elytra. In dipterans, such as the fruitfly *Drosophila melanogaster*, the hindwing is modified into haltere, which functions as a balancing organ. Except in few early insect groups, all four-winged insects also display differences in the forewing and hindwing morphology (such as size, shape and decorative patterns).

In *Drosophila*, the differential development of wing and haltere is dependent on the function of Ultrabithorax (Ubx) in haltere primordia^1^, a member of Hox family of TFs. Intriguingly, it has been shown that *Tribolium* Ubx functions to suppress elytra development and to specify wing identity in T3^2^. In the lepidopteran insect, *Precis coenia* (or *Junonia coenia*), Ubx is required to generate differences in the eyespots between fore- and hindwings^3^. Thus, Ubx likely functions to diversify T2 and T3 appendages in all insect species. This makes Ubx function central to studies on the evolution of wing number and morphology amongst the diverse insect groups.

Although there are significant differences in Ubx sequences between *Drosophila* and crustacean Arthropods^4^,^5^, ectopic-expression of Ubx derived from a non-winged arthropod, such as Onychophora, is sufficient to induce wing-to-haltere transformations in *Drosophila*^6^. Assuming that this is true amongst diverse insect groups, it is likely that Ubx may have acquired new targets and/or new cofactors in *Drosophila* lineage to repress wing development and specify haltere development. Bioinformatics and experimental validation of all these possibilities needs identification of direct targets of Ubx from diverse insect species. In this study we have employed comparative genomics to postulate the mechanisms used by functionally similar Ubx to favor the development of morphologically different organs in T3 segment. Hox proteins bind to ‘TAAT’ core sequence, although the precise mechanism by which Hox genes recognize and regulate their targets is poorly understood. We have, therefore, undertaken experimental identification of targets of Ubx from other insect species, to complement the bioinformatics based analysis of different genomes. In earlier studies, others and we have reported identification of putative direct targets of Ubx in the haltere discs of *Drosophila*^7^,^8^,^9^. In this study, we identified putative direct targets of Ubx by ChIP-seq from two different insect species, which have been diverging from *Drosophila* for nearly 300 million years. We chose the honeybee, *Apis mellifera* (http://hymenopteragenome.org/beebase/), a member of Hymenoptera and the Silkmoth, *Bombyx mori* (http://sgp.dna.affrc.go.jp/index.html and http://silkworm.genomics.org.cn/), a member of Lepidoptera, both of which represent two major divergences that resulted in separation of Dipterans from the other Endopterygotes (Fig. 1A)^10^. Unlike *Drosophila*, they both have two pairs of wings: one each on second and third thoracic segments. Their genome sequences have also been reported^11^,^12^,^13^. We compared the putative targets of Ubx in *Apis* and *Bombyx* to the previously reported lists of targets in *Drosophila*^7^,^8^ to understand the events downstream of Ubx as focus for molecular evolution leading to haltere specification in dipterans. While only about 15–20% of the putative targets of Ubx in *Apis* and *Bombyx* were common to those in *Drosophila*, a large proportion of these common targets are known to function during wing development in *Drosophila*. Interestingly, several of these common targets are differently expressed between wing and haltere in *Drosophila*, while the same targets are not differentially regulated between fore- and hindwings in *Apis* and *Bombyx*. Thus, rather than binding of Ubx per se, these dissimilarities are likely an outcome of differences in the binding of other TFs near Ubx-binding regions. Ubx protein may collaborate with such cofactors to regulate the expression of target genes. To assess this idea, we identified and experimentally tested one of the enhancers of *vestigial (vg*) from *Apis*, which is equivalent to the quadrant enhancer of vg in *Drosophila*. When expressed in transgenic *Drosophila*, unlike its fly counterpart, the *vg* enhancer from *Apis* is expressed in both wing and haltere discs. Thus, our observations suggest that, changes in the modes of regulation of earlier targets are one of the factors that may contribute to the evolution of Ubx function.

## Results and Discussion

### Expression pattern of Ubx in *Apis* is different from that of *Bombyx* and *Drosophila*

All the Hox proteins as well as several non-Hox TFs share highly conserved homeodomains, while N-terminal sequences show much divergence (Suppl. Fig. 1A). To avoid cross-reactivity due to such homologous sequences between different proteins, we raised polyclonal antibodies against N-terminal regions specific to *Apis* Ubx and *Bombyx* Ubx for our study. The antibodies against Ubx from *Apis* or *Bombyx* did not cross-react with Ubx from *Drosophila* (Suppl. Fig. 1B–F). Using these antibodies, we first determined the patterns of Ubx expression in fore- and hindwing buds of *Apis* and *Bombyx*. We observed that Ubx is expressed in both forewing and hindwing buds in *Apis*, although expression is stronger in hindwing buds (Fig. 1B,C). In *Bombyx* forewing buds, Ubx expression is restricted to the peripodial membrane, whereas it is strongly expressed in developing hindwing buds (Fig. 1D,E). In *Drosophila* too, Ubx is expressed only in the haltere discs (Fig. 1F,G). While it is expressed in the peripodial membrane of wing discs, it has no role in wing development. Earlier reports suggest that in butterflies too Ubx expression is restricted to hindwing buds, although they have not reported it expression in the peripodial membrane for the fore- or hind-wing buds^13^,^14^. We did not detect any peripodial membrane in *Apis*. As the expression pattern of Ubx in *Bombyx* is similar to its expression pattern in *Drosophila*, it is likely that restriction of Ubx expression to T3 and subsequent posterior segments may have evolved after the divergence of hymenopterans (such as *Apis*) from other endopterygotes (in the coleopteran *Tribolium* too, Ubx is expressed only in the third thoracic segment^2^). The characteristic expression pattern of Ubx across the three systems further validated our choice to analyze and compare the transcriptional targets of Ubx.

### Ubx from *Apis, Bombyx* and *Tribolium* can suppress wing development in *Drosophila*

A comparison of amino acid sequence of Ubx from *Apis*, *Bombyx*, *Tribolium* and *Drosophila* is shown in Suppl. Fig. 1G. In addition to the respective homeodomains, several other regions are conserved amongst these four species. By contrast, most of the differences are concentrated within the N-terminal regions alone. To assess whether the Ubx proteins between different species are functionally conserved we undertook ‘*in vivo*’ trans-heterologous assays. To this end, we generated transgenic *Drosophila* strains that enabled ectopic-expression of Ubx derived from *Apis* and *Bombyx* and tested the ability of respective transgenes to suppress wing development and induce wing-to-haltere transformations. As no information is available regarding the function of Ubx during wing development in *Apis* or *Bombyx*, as a positive control we also included Ubx from *Tribolium*, whose function has been genetically examined in a similar assay. Interestingly, the *Tribolium* homolog of Ubx is involved in conferring the wing identity to the third thoracic segment^2^. When over-expressed in *Drosophila* however, *Tribolium* Ubx behaved similarly as *Drosophila* Ubx, although this was examined only at the level of suppression of leg development^4^. We observed that ectopic-expression of Ubx from all three insect species caused suppression of wing development, to a similar degree caused by the ectopic-expression of *Drosophila* Ubx (Fig. 2; Suppl. Fig. 2). With *Apis* Ubx, we also observed change in trichome size and/or organization that resembled wing-to-haltere transformations (Fig. 2C). For more precise analysis of effects of ectopic-expression of different Ubx proteins, we monitored the expression patterns of Wingless (Wg) and Vestigial (Vg), the two well-characterized targets of Ubx. Wg is expressed only in the anterior compartment of haltere discs, while it is expressed in both anterior and posterior compartments of wing discs. For Vg, we used its quadrant enhancer reporter transgene strain, which is expressed in wing discs, but not in haltere discs^14^,^15^. We observed wing-type to haltere-type transformation in the expression of patterns of Wg for Ubx of all the four insect species (Fig. 2G; Suppl. Fig. 2). They also caused moderate to strong suppression of Vg expression in wing discs (Fig. 2J; Suppl. Fig. 2). As the levels of expression from different transgene are not the same, we couldn’t ascertain if there is any difference in the function of Ubx from different species. Nevertheless, the fact that ectopic expression of Ubx from all the four species cause repression of Wg expression only in the posterior compartment of wing discs supported earlier prediction that Ubx protein itself has not evolved amongst these diverse insect groups^6^.

### Ubx targets similar developmental functions in *Apis, Bombyx* and *Drosophila*

The ability of Ubx from *Apis*, *Bombyx* and *Tribolium* to suppress *Drosophila* wing development in the transgenic assay suggests that evolution of halteres in dipterans could be ascribed to changes in the events downstream or parallel of Ubx. To test this idea, we identified putative direct targets of Ubx in the progenitors (wing buds) of both fore- and hindwing of *Apis* and *Bombyx* by ChIP-seq analyses. We used a strain of *Apis* being maintained in the laboratory of M Beye at Dusseldorf, Germany. We used larvae from a single hive seeded by a single-male inseminated queen to reduce the variations in ChIP-seq data. Genomic sequence of this strain is identical to the published sequence. For *Bombyx*, several pure-breed/isogenic strains are available, which are being used for commercial purposes. We identified the one, Daizo, which had least deviations from the published genome (of the race Daizo50T).

Most studies related to patterning events during *Drosophila* wing development use wandering third instar larval wing to ascertain expression patterns of various genetic factors. This is mainly due to the fact that this developmental stage marks the end of patterning events and beginning of morphogenesis. Identification of putative direct targets of Ubx in *Drosophila* was also performed using wandering third instar larval wing and haltere imaginal discs^7^,^8^,^9^. We therefore, first, determined equivalent stage in *Apis* and *Bombyx* by studying the expression patterns of key wing patterning genes. An earlier report suggests that expression patterns of several wing-patterning genes in hymenopteran wing buds are similar to those in *Drosophila* wing discs^16^. We determined the expression patterns in *Apis* wing buds of Cut (Ct), Spalt (Sal), Extradenticle (Exd) and Engrailed (En) by RNA *in situ* and/or by immuno-histochemistry using antibodies against the *Drosophila* proteins. They all showed similar expression patterns in *Apis* wing buds as in *Drosophila* wing discs (Fig. 3A–F; Suppl. Fig. 3A–G). Based on the expression patterns of these genes, in particular that of Spalt and Ct (which are targets of A/P and D/V signaling centres), we identified early fifth instar larval stage in *Apis* as equivalent to wandering third instar larval stages in *Drosophila*. In the case of *Bombyx*, expression patterns reported earlier for Wg, Nubbin and Dll^17^, suggest that 4^th^ instar larval stage is equivalent to wandering third instar larval stages in *Drosophila*.

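Chromatin from fore- and hindwing buds of early 5th instar *Apis* larvae was immunoprecipitated with anti-Ubx antibodies or, as the negative control, with pre-immune IgG. The paper's Suppl. Text gives 100 forewing buds or 120 hindwing buds for each replicate, and 5 μg of antibody for the chromatin aliquots. There were 2 replicates of each immunoprecipitation in each wing bud, which made 8 libraries. The authors called peaks in each library separately with MACS 1.4.0rc2, against the input DNA of the same wing bud and replicate, at a p-value threshold of 1e-05. Positions are on the scaffolds of the Amel_2.0 genome build. For each peak the authors deposited the start, end and summit, the count of tags, a p-value score, the fold enrichment over input and the FDR in percent. The tags were 36 bp long. The forewing anti-Ubx libraries had 16028790 tags in replicate 1 and 10568777 in replicate 2, and the hindwing anti-Ubx libraries had 16613264 and 18891164. MACS then removed duplicate tags, keeping at most 3 at any position in every library but hindwing pre-immune replicate 1, where it kept at most 2. After this step 2087840 and 5558124 tags were left in forewing replicates 1 and 2 and 2763634 and 3671249 in hindwing replicates 1 and 2. The removed share was between 47.4% and 87.0% in the anti-Ubx libraries. Each pre-immune library kept fewer tags than the anti-Ubx library of the same wing bud and replicate, 942268 and 3921314 in forewing and 897301 and 1551062 in hindwing, after 71.1% to 90.4% were removed. From the anti-Ubx libraries, 12523 and 17064 peaks were called in forewing replicates 1 and 2 and 18371 and 18875 in hindwing replicates 1 and 2. From the pre-immune libraries, 16021 and 7114 peaks were called in forewing and 5891 and 7859 in hindwing. These lists were the starting point here. Anti-Ubx peaks that overlapped a pre-immune peak of the same wing bud by 1 bp or more, in either replicate, were removed. Peaks with an FDR of at most 1% and a fold enrichment greater than 10 were kept, and peaks left in both replicates, with an overlap of 1 bp or more, were called common and counted as replicate 1 peaks. The order of subtraction, the thresholds and the way of counting common peaks could each change the counts. No peak list was a copy of another, since no peak had the same position, tags and fold enrichment in any pair of libraries.

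**Figure D1:**
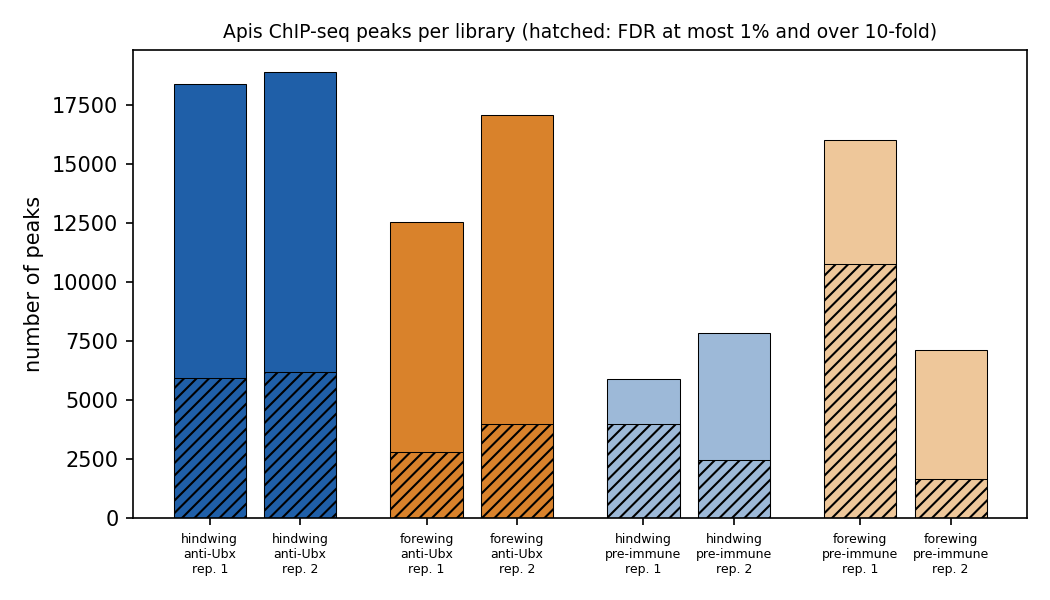
Number of peaks called in each *Apis* library, with bars grouped by wing bud and antibody and 1 bar per replicate. The hatched part of each bar holds the peaks with an FDR of at most 1% and a fold enrichment over 10, which numbered 5939 and 6168 in the hindwing and 2782 and 3973 in the forewing anti-Ubx replicates.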

For both *Apis* and *Bombyx*, we carried out ChIP-seq (in 2 replicates each) on chromatin extracted from both fore- and hindwing buds using polyclonal antibodies against the N-terminal fragment of corresponding Ubx (see Suppl. Text and Suppl. Figs 4 and 5 for details). Genes nearest to the immunoprecipitated chromatin fragments were identified as putative targets of Ubx see Suppl. Text for details). For Ubx in *Apis*, large numbers of genes were identified as putative targets in both forewing (583) and hindwing (1396) buds (Suppl. Fig. 5A). 

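The peaks behind these genes were counted, and genes were not assigned to them here. After subtraction of the pre-immune peaks and the thresholds on FDR and fold enrichment, 2310 peaks were common to both replicates in hindwing buds and 901 in forewing buds. These numbers were compared with random placements of the replicate 2 peaks on their own scaffolds. The placed peaks gave on average 266 common peaks in hindwing and at most 326. In forewing they gave 73.6 on average and at most 104. The observed overlap exceeded every placement in both wing buds (one-sided permutation test, p = 0.0001, the smallest that the placements can give). The hindwing common peaks had a median fold enrichment over input of 14.8 in replicate 1 and 15.0 in replicate 2. For the forewing common peaks the medians were 14.0 and 15.5. Their median length was 658.5 bp in hindwing and 771 bp in forewing. Scaffolds not placed on a linkage group (GroupUn) held 21.8% of the hindwing and 21.0% of the forewing common peaks. Hindwing buds had 2.56 common peaks for each forewing common peak. A fold enrichment greater than 20 in place of 10 lowered the counts most, to 230 in hindwing and 113 in forewing, and leaving out this threshold raised them most. With the replicate number as a block, where only the same-numbered pre-immune library was subtracted from each anti-Ubx replicate, the counts were 2327 and 909. Whether the numbers pair the pre-immune with the anti-Ubx lists was not settled by their overlap, since the lists of both numbers overlapped pre-immune replicate 1 more than replicate 2. In forewing the shares were 20.1% and 15.8% of the anti-Ubx replicate 1 peaks, and 15.0% and 12.3% of the replicate 2 peaks. The hindwing shares were 13.6% and 11.1% in replicate 1, and 11.2% and 9.93% in replicate 2.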

As expected, since Ubx is expressed in both the fore- and hindwing buds, a very large number of them were common to both the tissues (305; Suppl. Fig. 5C). 

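At the level of peaks, 511 of the forewing common peaks overlapped a hindwing common peak by 1 bp or more. These were 56.7% of the forewing common peaks. Counted from the other side, 514 hindwing common peaks overlapped a forewing common peak, 22.3% of the hindwing set. When the hindwing common peaks were placed at random on their own scaffolds, 37.4 forewing common peaks were overlapped on average and 63 at most (one-sided permutation test, p = 0.0001, the smallest possible). The shared number was lowered most, to 30, when a fold enrichment greater than 20 was asked for in both replicates of both wing buds, and raised most without this threshold. It was 394 when the overlap had to cover 50% of both peaks. With the replicate number as a block in the pre-immune subtraction, 518 peaks were shared. The paper's genes common to both tissues were counted with an annotation that was not used here.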

The larger number of hindwing-specific peaks observed in *Apis* could be possibly attributed to the differences in the levels of Ubx expression between the two wing buds. 

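The number of peaks per anti-Ubx library was higher in hindwing than in forewing buds in both replicates. The difference in mean log2 number of peaks was 0.35, larger than the pooled SD between replicates of 0.22 (n = 2 per wing bud). An exact two-sided permutation test gave p = 0.333, the smallest p that 2 libraries against 2 can give. Among peaks past the FDR and 10-fold thresholds the log2 difference was 0.86 (exact permutation test, p = 0.333). With the replicate number as a block, the mean log2 difference between same-numbered libraries was again 0.35 (exact permutation test over 4 sign assignments, p = 0.5). It was 0.55 in replicate 1, where both libraries came from the same sequencing run, and 0.15 in replicate 2, where they came from different runs. Fold enrichment was then compared over the 4520 regions with a peak in all 4 anti-Ubx libraries. The median log2 difference between hindwing and forewing was 0.22, with a pooled SD between the library medians of 0.12. In limma with Benjamini-Hochberg adjustment, 2 regions differed at an adjusted p-value under 0.05 (smallest adjusted p = 0.0490), and both were higher in hindwing. Without adjustment 336 regions were higher in hindwing and 30 in forewing at a p-value under 0.05. If no region differed, a share of 0.05 of the 4520 regions would still be expected under this threshold. With each library centred on its median log2 fold enrichment, 138 regions were higher in hindwing and 105 in forewing without adjustment. The imbalance between the wing buds thus depended largely on the scale of the libraries. Such centring also removes a true shift shared by all regions. With the replicate number as a block no region passed the adjusted threshold (smallest adjusted p = 0.325 from limma) and 386 passed without adjustment. The same-numbered libraries of the 2 wing buds deviated together only weakly from their group means, with a correlation over regions of 0.17. The correlation for libraries with different numbers was -0.17, which the 2 by 2 design fixes. In simulated data with the spread of these regions, limma found 100 of 100 regions changed by a log2 value of 4 and 6 of 100 changed by 1. Of the hindwing common peaks, 1796 did not overlap a forewing common peak. At the same place, 880 of these (49.0%) had a forewing anti-Ubx peak in both replicates before subtraction and thresholds, 766 (42.7%) in 1 replicate and 150 (8.35%) in neither. Of the 390 forewing common peaks without a hindwing common peak, 336 had a hindwing peak in both replicates, 49 in 1 and 5 in neither. For the larger number of hindwing peaks, the paper proposes a difference in the level of Ubx expression between the wing buds.

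**Figure D2:**
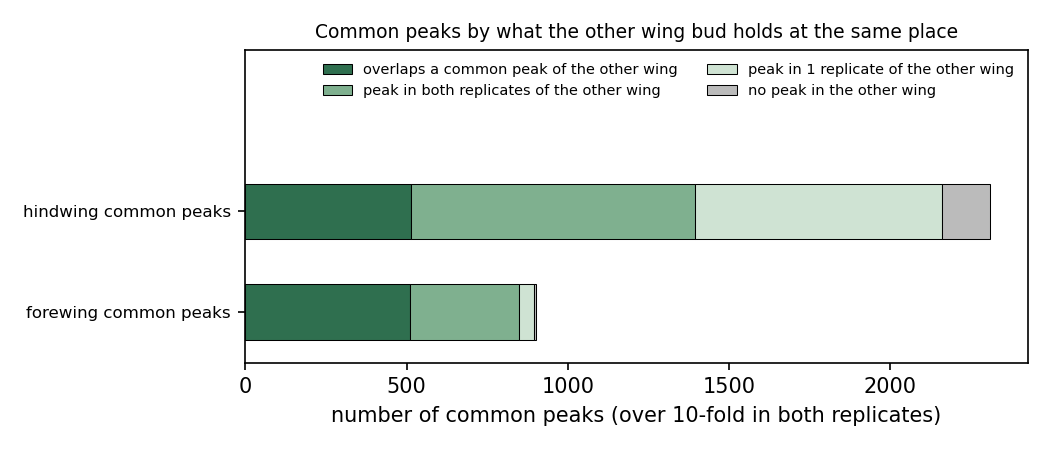
Hindwing and forewing common peaks by what the anti-Ubx libraries of the other wing bud hold at the same place, as number of peaks on the horizontal axis. The darkest part of each bar is the common peaks shared by both wing buds, the next parts have a peak in both or in 1 replicate of the other wing bud, and the grey part, 150 hindwing and 5 forewing peaks, has none.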

In *Bombyx*, wherein Ubx is expressed only in the developing hindwing, we identified 871 genes as putative targets of Ubx in hindwing buds as opposed to 245 genes in the forewing buds (Suppl. Fig. 5B). Only a small fraction of these (43 genes) was overlapping between the two wing buds (Suppl. Fig. 5D). The forewing-specific peaks of Ubx in *Bombyx* could be due to its expression in the peripodial membrane (and not the forewing proper). For comparison of function of Ubx between the three species, we only considered those putative targets that have *Drosophila* orthologues. Of 1396 putative targets in *Apis* hindwing buds, 1182 have orthologues in *Drosophila*. Amongst 871 putative targets of Ubx in the *Bombyx* hindwing buds, 548 have orthologues in *Drosophila* (Suppl. Fig. 5A,B).

Choo *et al*.^8^ have reported 1147 genes as putative targets of Ubx in *Drosophila*, identified by ChIP-chip analysis of haltere discs expressing Ubx::YFP transgene. Agrawal *et al*.^7^ have reported 570 genes as putative targets of Ubx in *Drosophila*, identified by ChIP-chip analysis of Cbx wing discs using anti-Ubx antibodies specific to the N-terminal region of the protein. 219 of these targets were common to those reported by Choo *et al*.^8^ (Suppl. Fig. 6A). In yet another study, Slattery *et al*.^9^ have reported 3400 genes as putative targets of Ubx identified ChIP-chip analysis using antibodies against the full-length protein. As in this study, there is a possibility that non-Ubx homeodomain-containing proteins may have also been pulled down, we only used datasets reported by Agrawal *et al*.^7^ and Choo *et al*.^8^ for all comparative analyses.

Not only that many putative targets are common to all the three species (three-way comparison between *Apis*, *Bombyx* and two studies of *Drosophila*) (Suppl. Fig. 6), several important regulators of wing development in *Drosophila*, such as En, Hh, Vg and Legless, are amongst them (Suppl. Table 1). However, owing to different methods of identifying targets of Ubx in *Drosophila*^7^,^8^ and in *Apis*/*Bombyx* reported here, these comparisons might not be comprehensive. We therefore, investigated if there is a common pattern (or species-specific differences) in the functional groups of genes that are identified as putative targets of Ubx. We examined the distribution of various gene ontological groups amongst the putative targets of Ubx (using DAVID^18^). The distribution of targets across various ontological groups and their relative proportions (for example, how many targets amongst the total are cell-cycle regulators or cell-adhesion proteins) were very similar across all the three species suggesting that no new functional group has evolved as a target of Ubx in any lineage including the Diptera (Fig. 4A).

We then examined relative distribution of ontological groups between targets that are specific to a given species and that are common between two species. Main purpose was to identify those functional groups that are specifically enriched in targets that are specific to *Drosophila* and/or amongst targets that are common to *Drosophila* and *Apis*/*Bombyx*. In all the three pairwise comparisons of putative targets of Ubx (*Apis*-*Bombyx*; *Apis*-*Drosophila* and *Bombyx*-*Drosophila*), targets that are common to the two species had several ontological groups over-represented than in species-specific targets (Fig. 4B,C; Suppl. Fig. 7A–E). It is particularly interesting and relevant that genes implicated in such specialized function as wing development are over-represented by more than 4-fold amongst the targets that are common between *Apis/Bombyx* and *Drosophila* when compared to *Drosophila*-specific targets (Fig. 4C). This suggests their positive selection during evolution as targets of Ubx rather than any other non-causal associations.

### Common targets of Ubx are modulated in different ways in different insects

Although it is remarkable that several important wing-development-related genes are common targets of Ubx for nearly 300 million years, what is more relevant is the effect of binding of Ubx on their regulation. It is important to assess the functional relevance as mere binding or physical association does not ensure transcriptional activity. We thus investigated if there are differences in their expression patterns. First, we compared putative targets of Ubx that are common between *Apis* and *Drosophila*, between *Bombyx* and *Drosophila* and *Drosophila*-specific targets with the list of differentially expressed genes between wing and haltere determined by genome-wide microarray studies^19^,^20^. We found that a higher proportion of common targets are represented in the microarray data compared to the *Drosophila*-specific targets (Fig. 5A,B). This suggests that these common targets are indeed relevant to Ubx function, at least, in *Drosophila*.

Next, we examined the expression patterns in *Apis* and *Bombyx* of few selected orthologues of those genes of *Drosophila*, which are differentially regulated between wing and haltere. We noticed that genes such as Spalt, Cut and Extradenticle (we used antibodies against their *Drosophila* orthologues) are not differentially expressed between developing forewing and hindwing buds in *Apis* (Fig. 3C–F; Suppl. Fig. 3B). This was also true for *vg*, *Distal-less* and *wg* as detected by RNA *in situ* on *Apis* wing buds (Suppl. Fig. 3D–F). This supports earlier reports on identical expression patterns between fore- and hindwing buds of Wg in the ant (hymenopteran^16^) and Wg and Dll in *Bombyx*^17^,^21^. Furthermore, preliminary transcriptome analysis for fore- and hindwing buds in *Bombyx* suggested near identical patterns (Suppl. Fig. 8A). Only 241 genes showed a minimum of 2 fold difference in their expression levels between fore- and the hindwing buds. Of this only 10 are common to putative direct targets of Ubx in the hindwing as determined by ChIP-seq (Suppl. Fig. 8B). This suggests that mere binding of Ubx (as determined by ChIP analysis here) is not an indication of their regulation. Earlier reports suggest that while binding of *Drosophila* Ubx to its targets is instructive, it is not necessarily sufficient to confer regulation^7^. It is, therefore, possible that Ubx has acquired ability to regulate expression of certain genes that are important for wing development only in the dipteran lineage. As Ubx protein itself has not evolved to acquire this ability and it actually binds to these targets *in vivo* in four-winged species too, a most likely possibility is differences in enhancer sequences of those targets.

### Comparison of putative regulatory sequences of targets of Ubx across the three species

In the preceding sections we have shown that genes implicated in wing development in *Drosophila* are specifically enriched amongst the putative targets of Ubx that are common to *Drosophila* and *Apis* or *Bombyx* (Fig. 4B,C). Moreover, relatively higher proportion of these are differentially expressed in *Drosophila* (Fig. 5A,B), while many of these are not differentially expressed in *Apis* and *Bombyx*. Taken together these observations suggest that evolutionary changes that have resulted in the differential regulation of these genes in dipterans could be one of the major factors in the evolution of diversity in Ubx function. It is possible that evolutionary changes that have accrued in these genes over 300 million years may have made them more responsive to Ubx regulation.

Several kinds of changes in cis- and trans-factors may drive evolution of gene expression patterns. These include promoters, enhancers, insulator elements, transcriptional cofactors, miRNA, long non-coding RNA etc. We examined the putative cis-regulatory sequences to identify changes near Ubx-binding regions that may throw light on possible evolutionary changes that have made these genes more sensitive to Ubx binding. While changes could have happened anywhere in non-coding regions, we chose to map binding sites for TFs around Ubx-binding sites (determined by ChIP-seq). The rationale for this was, one: for our understanding of haltere evolution, regulation by Ubx is more important than stand-alone regulation by any other TF. Two: identification of true enhancer sequences (which evolve at a faster rate due to low selection pressure) across species is difficult. In this context, experimentally determined (by ChIP) Ubx-binding sites serve as reference points to compare equivalent regions.

We first carried out macro-analysis of all ChIP-pulled down sequences using MEME^22^ and Weedersuite^23^ for common motifs across all species. Earlier work suggested that in *Drosophila*, the Ubx binding sequence – ATAATG/C – is not specifically enriched in ChIP-pulled down sequences when compared to the rest of the non-coding part of the genome. Instead, sequences that are recognized by other TFs such as GAF, ADF-1, TCF, MAD, etc. were found significantly enhanced^7^. This and additional experimental evidence suggested that Ubx functions by identifying and interacting with certain TF complexes regulating gene expression during wing development^7^. We observed similar scenario for the putative targets of Ubx in both *Apis* and *Bombyx*. ChIP-pulled down sequences did not show enrichment for Ubx-binding motifs, instead, they showed significant enrichment for motifs to which various other TFs (such as GAF, ADF-1, c-MYC, MAZ etc.) bind and regulate gene expression during development (Fig. 6A,B; Suppl. Fig. 9A–C). Both Ubx binding motifs and other motifs (thought to be recognition sequences of other TFs) were, however, based on studies in *Drosophila* and the information was extrapolated to *Apis* and *Bombyx* genomes. We next carried out similar analysis amongst different groups of targets (*Drosophila*-specific targets, common to *Drosophila* and *Apis* (or *Bombyx*) or specific to *Apis* (or *Bombyx*) targets. The list of potential co-factors or co-TFs and the frequency of occurrence of their binding sites around Ubx-binding sites were similar, although not identical between the three species (Suppl. Fig. 9D,E). Overall, we did not find any clue in these analyses on the nature of differences in the sequences around the regions bound by Ubx in *Apis, Bombyx* and *Drosophila*. While these observations may explain retention of certain genes as targets by Ubx in different insect lineages, it fails to explain acquisition of large number of new targets in a specific lineage. This requires further detailed investigation of non-coding sequences, which may include comparison amongst several members within a lineage.

### Enhancer of *vestigial* from *Apis* is resistant to Ubx regulation unlike its counterpart from *Drosophila*

Next, we specifically focused on why certain common targets are differentially expressed in *Drosophila*, but not in *Apis* or *Bombyx*. Enhancers of certain *Drosophila* genes such as *Dll, Spalt, vg*, *CG13222* etc. are well studied in the context of regulation of their expression during wing development as well as their regulation by Ubx during haltere specification. As identifying equivalent enhancers from other distant species is difficult, we decided to employ following three criteria

1. The enhancer sequence should be conserved amongst the closely related species.
2. The enhancer sequences are embedded within introns and thus are readily searchable
3. enhancer sequences are relatively less spread out, preferably a one contiguous short fragment regulating gene expression, albeit partially.

Based on these three criteria, we short-listed *vg* for such comparative analysis. In *Drosophila*, *vg* has two enhancers, the D/V boundary enhancer (present within the 2^nd^ intron^24^) and the non-DV boundary quadrant enhancer (present with in the 4^th^ intron^25^). Both are intronic and are well characterized. They drive reporter gene expression in transgenic experiments in a pattern identical to that of the endogenous protein. Importantly, while the expression pattern of the D/V enhancer is identical between wing and haltere, the quadrant enhancer of *vg* is expressed only in the wing disc and Ubx suppresses its expression in the haltere disc (Weatherbee *et al*., 1998; Shashidhara *et al*., 1999). We decided to directly compare the ability of enhancer/s from *Apis* to regulate gene expression during wing and haltere development in a transgenic context in *Drosophila*. At the time of this analysis the *Bombyx* genome assembly was incomplete and not many closely related genomes are yet to be sequenced, so we decided to carry out this analysis only for *Apis*.

We identified a putative quadrant enhancer within the 4^th^ intron (see Suppl. Text for details) of *vg* gene of *Apis*, which is highly conserved amongst hymenopteran species, whose genome sequences are available (Suppl. Fig. 10). This harbors Ubx-binding sites and was detected as a positive peak in the ChIP-seq for Ubx targets. 

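The paper places this Ubx-bound region of *Apis vg* on scaffold Group12.16 of Amel_2.0, from 1354425 to 1355183, a length of 759 bp. A peak was called there in both hindwing anti-Ubx replicates. In replicate 1 it ran from 1354360 to 1355183 with 67 tags and a fold enrichment over input of 11.4. In replicate 2 it ran from 1354425 to 1355452 with 243 tags and a fold enrichment of 12.8. The summits were at 1354787 and 1354830. Both peaks were past the thresholds on FDR and fold enrichment. In forewing replicate 1 a peak from 1354382 to 1355077 had 35 tags and a fold enrichment of 6.42, below the 10-fold threshold. No peak was called in the region in forewing replicate 2, whose nearest peak was 441 bp away (1355624 to 1356559, fold enrichment 7.06). None of the 4 pre-immune libraries had a peak in the region, and their nearest peaks were at least 13332 bp away.

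**Figure D3:**
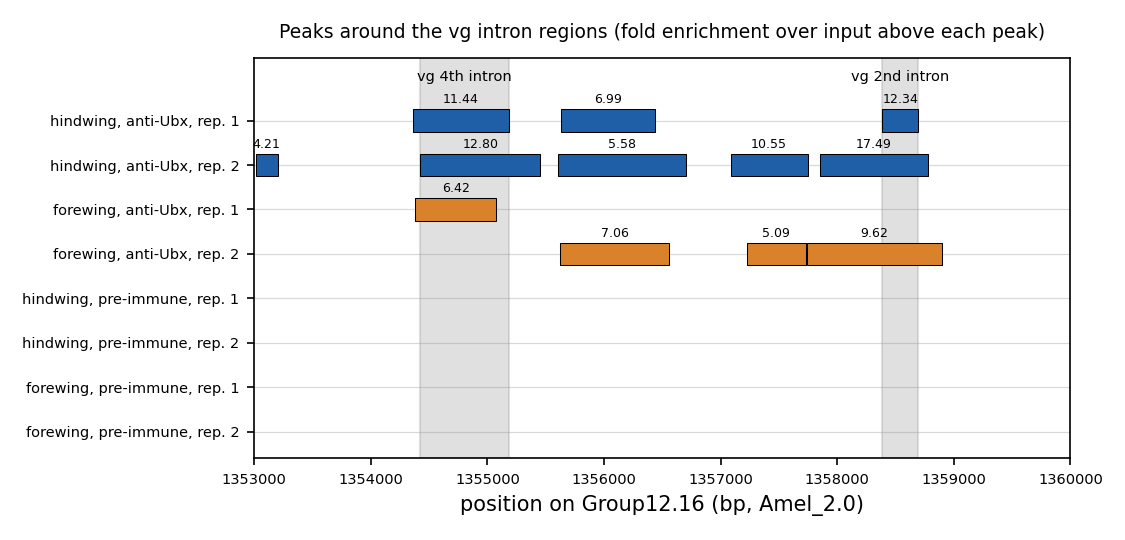
Peaks of the 8 *Apis* libraries along Group12.16 (position in bp, Amel_2.0), 1 line per library, with the fold enrichment over input above each peak. The shaded spans are the Ubx-bound regions that the paper gives for the 4th and the 2nd intron of *vg*. Both hindwing anti-Ubx replicates have a peak in each span, and the pre-immune lines are empty.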

We generated transgenic flies driving the expression of GFP using this enhancer (hereafter referred to as *Apis vg*-Q GFP). While such transgenics are reported earlier for the quadrant enhancer of *Drosophila vg* (Kim *et al*., 1996; Fig. 7A,B), for a better comparison we also generated new GFP-tagged enhancer transgenic strains (hereafter referred to as *vg*-Q GFP). Interestingly, although the two species have diverged for nearly 300 million years, *Apis vg*-Q GFP and *vg*-Q GFP showed comparable expression patterns in *Drosophila* wing discs (Fig. 7C,E). Similar to *vg*-Q GFP, *Apis vg*-Q GFP is not expressed in the D/V and A/P boundary cells. This confirms that the intronic DNA fragment tested here is likely a true enhancer of *vg* in *Apis* and is regulated during wing development in a pattern similar to its counterpart in *Drosophila*. However, while *vg*-Q GFP was completely repressed in haltere discs, *Apis vg*-Q was found expressed in both wing and haltere discs, at similar levels and patterns (Fig. 7D,F). *Apis vg*-Q was also resistant to ectopic expression of Ubx (both *Drosophila* and *Apis* Ubx; Fig. 7G,H) in wing discs unlike its *Drosophila* counterpart^14^,^15^. These observations confirm functional differences in the enhancers of *vg* between *Drosophila* and *Apis*. It is likely that *Drosophila* variant may have evolved an additional feature(s) enabling Ubx-mediated repression through this enhancer.

### Enhancers of some common targets show subtle differences in the array of binding sites for transcription factors

To get deeper insight into the sequence elements in *Drosophila vg*-Q that are responsible for its repression by Ubx, we carried out detailed comparison of enhancer sequences from both the species at single nucleotide resolution. We observed that *vg*-Q has very similar array of TF binding sites around Ubx-binding regions in both *Apis* and *Drosophila* (Fig. 6C,D). In *Drosophila vg*-Q, there is a motif, ‘TGGCTGCCGTCGCGAT’, which is predicted as recognition sequence for Adf-1. This motif is conspicuously absent in *Apis vg*-Q. GCCGTCGC, a motif present within the putative Adf-1 binding sequence, also serves as recognition sequence for MAD1. 

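The enhancer sequences given in the Suppl. Text were searched on both strands, with positions counted from 1 at the first printed base. The printed *Apis* sequence had 576 bp with a GC content of 53.3%, and the *Drosophila vg*-Q sequence had 806 bp with 48.5%. The *Apis* sequence runs a few bases past the paper's cloning primers at each end, so the cloned *Apis vg*-Q is shorter. TGGCTGCCGTCGCGAT was found 1 time in the *Drosophila* sequence, at position 223. It was found 0 times in the *Apis* sequence, where the closest stretch, at position 196, had 6 mismatches over 16 bases. GCCGTCGC was found 1 time in *Drosophila*, at position 228 inside the longer motif. In *Apis* it had 0 exact matches and the closest stretch, at position 188, had 1 mismatch. GCTGCCCGCCGC, a MAD1-binding motif that the paper gives for *Apis*, was found 1 time there, at position 373, and 0 times in *Drosophila*. The homeodomain core TAAT was found 4 times in *Apis* (positions 5, 283, 294 and 296) and 6 times in *Drosophila*. The *Apis* match at position 5 lies before the forward cloning primer and thus outside the cloned fragment. ATAATG and ATAATC, the forms of the Ubx binding sequence that the paper gives, were found 0 times in both. Only exact matches were counted here. The paper mapped binding sites in these enhancers with TRANSFAC and reports Ubx-binding sites in the *Apis* region. The exact search does not test those sites.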

Interestingly, MAD1-binding sites are present in both *Drosophila vg*-Q (Fig. 6C) and *Apis vg*-Q (Fig. 6D). While Ubx-MAD1 interaction has been already demonstrated biochemically^26^, it remains to be tested whether Ubx also interacts with Adf-1. Interestingly, both Ubx^7^ and Adf-1^28^ have been shown to interact with GAF. It is, therefore, possible that presence of Adf-1 binding site/s is the reason for the ability of Ubx to repress *vg* expression in *Drosophila*. To test if presence of Adf-1-binding site in *Drosophila vg*-Q is critical for its repression in haltere discs, we generated transgenic flies in which these sequences were altered. Rationale was to see if this makes them resistant to Ubx and thus show similar patterns of expression between wing and haltere discs.

As *vg* expression in *Drosophila* is dependent on the binding of MAD1 to its quadrant enhancer^27^, we wanted to ensure that MAD1-binding sites remain intact. We generated two transgenic flies. *Drosophila vg*-Q^M1^: Adf-1-binding motif (TGGCTGCCGTCGCGAT) was replaced by MAD1-binding motif found in *Apis* (GCTGCCCGCCGC). *Drosophila vg*-Q^M2^: Adf-1-binding motif (TGGCTGCCGTCGCGAT) was replaced by MAD1-binding motif found in *Drosophila* (GCCGTCGC). These transgenic flies, however, did not show any specific expression pattern of GFP in wing disc itself (neither in haltere discs; Fig. 7I–L). Perhaps those binding sites are required to activate *vg* expression in the *Drosophila* wing pouch. Ubx may repress its expression in the haltere disc by interfering with this MAD/Adf-1 complex. If this is true, then the question arises what activates *vg* in the *Apis* wing discs in the absence of Adf-1 binding sites and how *Apis vg*-Q is able to drive GFP expression in *Drosophila* wing discs. Nevertheless, taken together these data suggest that acquisition of binding sites for additional TFs without altering binding *per se* of Ubx could be a major driving force to generate more diversity in Ubx function.

We also compared enhancer sequences of few other genes. *wg, ct* and *spalt* are differentially regulated between wing and haltere in *Drosophila*, while no detectable differences in their expression patterns were observed between fore- and hindwings in *Apis* (Fig. 3C–F and Suppl. Fig. 3D,F). 

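Suppl. Fig. 11 gives 2 *Apis* regions on Amel_2.0 scaffolds for *wg* and *spalt*. It marks them for both genes together, so neither region is given to a single gene here. In the Group6.26 region, both wing buds had a single peak in each anti-Ubx replicate. The hindwing peaks had a fold enrichment over input of 14.7 (61 tags) in replicate 1 and 21.0 (203 tags) in replicate 2. The forewing peaks at the same place had 5.82 (25 tags) and 5.08 (96 tags), under the 10-fold threshold in both replicates. The hindwing replicates shared the stretch from 1062260 to 1062752. In the Group1.49 region, the strongest hindwing peaks had a fold enrichment of 16.9 in replicate 1 (20978 to 22330) and 13.1 in replicate 2 (20748 to 23479). Here the forewing peaks were also past the threshold, with 13.9 in replicate 1 (21184 to 22055) and 15.8 in replicate 2 (20938 to 23561). With 2 replicates per wing bud, the forewing values of Group1.49 lay within the range of the hindwing values and those of Group6.26 lay below it. No pre-immune library had a peak in either region.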

We compared sequences around Ubx-bound region (as determined by ChIP-seq) near or within these genes. We observed that in spite of divergence for 300 million years, *Apis* and *Drosophila* have very similar array of TF binding sites around Ubx-binding regions (Suppl. Fig. 11). However, we also noticed, a few differences between the two species. For example, in the gene *ct*, *Drosophila* has an En-binding site near the Ubx-binding site, which is absent in *Apis* (Suppl. Fig. 11). Consistent with this, *ct* is repressed only in the posterior compartment of wildtype haltere (Fig. 3A) and is not differentially expressed between fore- and hindwing in *Apis* (Fig. 3C,D). We also compared non-coding sequences around Ubx-binding regions of *vg* of *Drosophila* and *Bombyx*. The putative quadrant enhancer of *vg* of *Bombyx* (which is on 4^th^ intron and is a positive in ChIP-seq analysis) harbors similar array of binding sites for various TFs as in *Drosophila*. In *Bombyx* too, however, the Adf-1 binding sites are absent (Suppl. Fig. 11). We observed similar trends when non-coding sequences around Ubx-binding regions of *E*(*Spl*)*mβ*, *brinker (brk*) and *hedgehog (hh*) were compared between *Drosophila* and *Bombyx* (Suppl. Fig. 11).

In conclusion, comparative genomic analysis reported here suggests that two related yet distinct factors determine the course of evolution of morphological characteristics regulated by Ubx. One, acquisition of new targets. Large number of species-specific targets suggest that in each lineage Ubx may have a somewhat unique function. Second, molecular alterations in the mode of regulation of existing targets. This is supported by the observations that certain targets of Ubx are not differentially expressed between fore- and hindwings in *Apis* and *Bombyx*, while they are differentially expressed between wing and haltere in *Drosophila*. It is possible that both these attributes together may function as major drivers of the evolution of wing morphology in T3 downstream of Ubx. Detailed analyses of similarities and differences in the enhancers that drive *vg* expression in *Apis* and *Drosophila* suggest that evolutionary changes in the enhancer sequences that allow for novel modes of regulation by Ubx may help canalization of Ubx function in the context of diversification of dorsal appendages from T2-type (forewing) to T3-type (haltere) morphology.

## Experimental Methods

### *Drosophila*-related work

#### Fly stocks were obtained from various sources

GAL4 drivers used in this study are *vg*-GAL4^29^ and Ubx-GAL4^30^. UAS lines used are UAS-Ubx_*Drosophila*_^31^, UAS-Ubx_*Apis*_, UAS-Ubx_*Bombyx*_ and UAS-Ubx_*Tribolium*_ (all three generated in this study). Other fly strains that were used are *Drosophila* quadrant *vg*-lacZ^25^, *Drosophila vg*-Q GFP, *vg*-Q GFP^M1^, *vg*-Q GFP^M2^ and *Apis vg*-Q GFP, all four generated in this study).

#### Generation of Transgenic flies

cDNA for Ubx from *Apis* and *Bombyx* were isolated by RT-PCR, sequence-verified and cloned into pUAST-FLAG vector. Full length cDNA for Ubx from *Tribolium* was from SB Carroll, which was further cloned into pUAST-FLAG vector. Enhancers of *Apis vg* and *Drosophila vg* were isolated by genomic PCR, sequence-verified and cloned into pH Stinger vector. The mutant versions of *vg* enhancer of *Drosophila* was generated by PCR using appropriate primers, sequence-verified and cloned into pH Stinger vector. Details of all primers used in this study are provided in the Suppl. Text. Transgenic flies for all constructs were generated by Fly-injection facility at C-CAMP, Bangalore, India.

#### Histology

Immunochemical staining on imaginal discs were performed as described earlier^32^. Antibodies used were rabbit anti-GFP (1:3000; Invitrogen); chicken anti-GFP (1:500; Invitrogen); mouse anti-β-galactosidase (1:500; 40-1a, DSHB); mouse anti-Ubx^33^; mouse anti-Wingless^34^ (1:200) and mouse anti-Cut^35^ (1:10). Monoclonal antibodies against Wingless (Wg), Cut (Ct) and β-galactosidase (βgal) were obtained from DSHB, Iowa, USA. The secondary antibodies conjugated with different fluorophores were obtained from Invitrogen. Fluorescent images were taken using Zeis LSM 710 or Zeiss LSM 780 confocal microscope. Adult wings were processed for imaging as described in Shashidhara *et al*. (1999)^15^.

### *Apis*-and *Bombyx*-related work (see Suppl. Text for additional details)

#### Generation of polyclonal antibody against Ubx of Apis mellifera

cDNAs corresponding to the N- terminal region of Ubx of *Apis* and *Bombyx* (excluding the conserved homeodomain and YPWM motif) were generated cloned into pET15b vector using standard methods. See Suppl. Text for additional details on cloning, expression and purification of the protein and raising of antibodies. The specificity of antibodies was confirmed by immuno-histochemistry on *Apis* (or *Bombyx*) wing buds and by Western Blot hybridization on purified proteins as well as wing bud lysates (Suppl. Fig. 1D–F). They did not cross-react to *Drosophila* Ubx (either the purified protein or the haltere disc lysate).

#### Histology

The method was essentially same as Patel *et al*. (1989)^32^ with certain modifications as described in the Suppl. Text. Following antibodies against *Drosophila* proteins were directly used on *Apis* tissues. Monoclonal anti-Cut^35^ (1:5) 2B10, anti-Extradenticle^36^ (1:5) EXD B11M, anti-Engrailed^32^ (1:5) 4D9 were obtained from DSHB. Anti-Spalt^37^ (1:50) was a kind gift from Tiffany Cook, CCHMC.

Anti-Ubx (*Apis*) antibodies, generated in this study, were used at a dilution of 1: 3000 for antibody staining on *Apis* wingbuds and at a dilution of 1:6000 for Western blot hybridization. Anti-Ubx (*Bombyx*) antibodies, generated in this study, were used at a dilution of 1: 500 for antibody staining on *Bombyx* wingbuds and at a dilution of 1:2500 for Western blot hybridization.

#### Chromatin immune-precipitation (ChIP) and Transcriptome analyses

We used a modified protocol that was used earlier for *Drosophila* wing discs^7^,^38^. All ChIP-Seq and RNA-Seq experiments (described below) and data analyses conform to The Functional Genomics Data Society (http://fged.org/) guidelines. Detailed description is provided in the Suppl. Text.

Raw data is available on http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71847 (for data generated by ChIP-Seq using anti-*Apis* Ubx antibodies), http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71990 (ChIP-Seq using anti-*Bombyx* Ubx antibodies) and http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE71988 (RAN-seq for total RNA isolated from fore- and hindwing buds of *Bombyx* larvae).

## Additional Information

**How to cite this article**: Prasad, N. *et al*. A comparative genomic analysis of targets of Hox protein Ultrabithorax amongst distant insect species. *Sci. Rep.* **6**, 27885; doi: 10.1038/srep27885 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
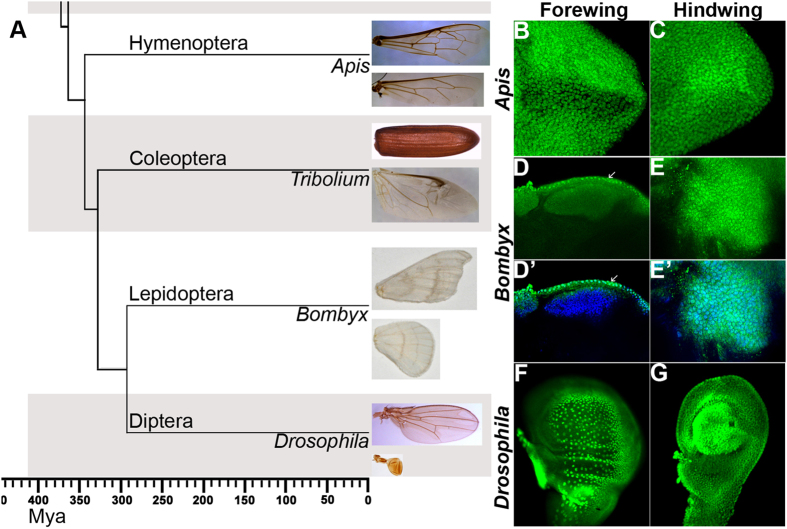
(**A**) Phylogenetic relationship of four major types of endopterygote insects and their wing morphology. The dendrogram was drawn based on the relationship reported in Zdobnov and Bork (2007)^39^. This traces the divergence of 4 major orders of endopterygote insects for nearly 350 million years. Hymenopterans diverged first, then Coleopterans followed by separation of Lepidoptera and Diptera. They are represented by *Apis, Tribolium, Bombyx* and *Drosophila*, respectively. Forewing and hindwing morphology of each insect is shown in the panel on the right side. Note, while *Apis* and *Bombyx* show near identical fore- and hindwings, in *Tribolium*, the forewing is modified into a thick protective organ called elytra. In *Drosophila*, the hindwing is modified into small club shaped organ called haltere. (**B–G**) Expression patterns of Ubx in developing fore- and hindwing in *Apis* and *Bombyx*. (**B,C**) Forewing (**B**) and hindwing (**C**) buds of 5^th^ instar *Apis* larvae stained with anti-Ubx_*Apis*_ antibodies. Note, Ubx is expressed in both the wingbuds, while levels are marginally higher in the hindwing buds. (**D,E**) Forewing (**D**) and hindwing (**E**) buds of 4^th^ instar *Bombyx* larvae stained with anti-Ubx_*Bombyx*_ antibodies. While Ubx is expressed in the hindwing proper, its expression in the forewing bud is restricted to only the peripodial membrane (arrows). D’ and E’ show the same discs as in (**D**) and (**E**), respectively showing both DAPI (blue) and anti-Ubx_*Bombyx*_ (green) staining. (**F,G**) Wing (**F**) and haltere (**G**) discs of 3^rd^ instar *Drosophila* larvae stained with anti-Ubx_*Drosophila*_ antibodies. Ubx is strongly expressed in haltere cells, while its expression in the wing disc is restricted to the peripodial membrane. In (**B–E**), proximal end is shown towards the left and the distal end towards the right. In (**F,G**), anterior is towards left and ventral up.

**Figure 2:**
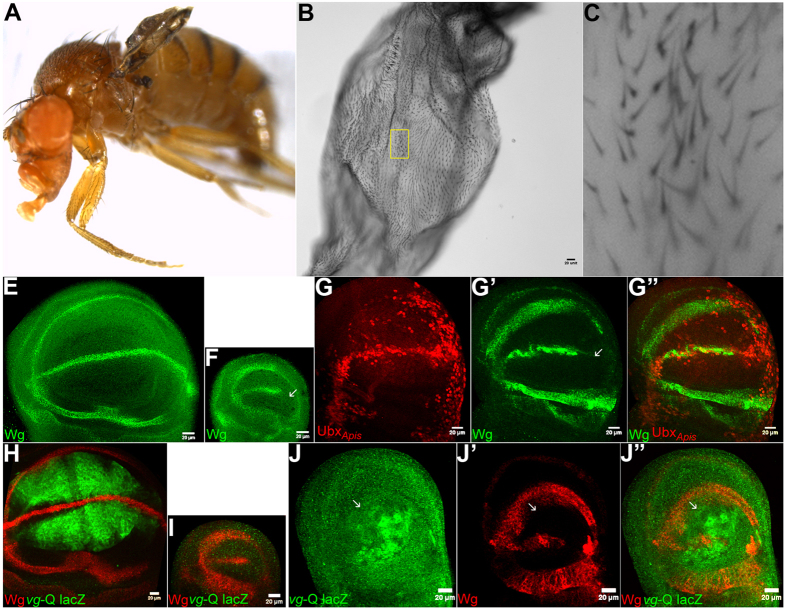
Wing to haltere transformations in *Drosophila* caused by the ectopic-expression of Ubx_*Apis*_. (**A–C**) *vg*-GAL4/UAS-Ubx_*Apis*_ adult fly with reduced and deformed wing. The separated wing is shown at higher magnifications (**B,C**). Note trichomes are shorter and more densely arranged. (**E,F**) Wildtype larval wing (**E**) and haltere (**F**) discs stained for Wg (green). While Wg is expressed in in both anterior and posterior compartments in the wing disc, it is not expressed in the posterior compartment (arrow in **F**) of the haltere disc. (**G**) *vg*-GAL4/UAS-Ubx_*Apis*_ larval wing disc stained for Wg (green) and Ubx_*Apis*_ (red). Note repression of Wg by Ubx_*Apis*_ is only in the posterior compartment (arrow in G’), an indication of homeotic transformation. (**H,I**) *vg* quadrant-lacZ larval wing (**H**) and haltere (**I**) discs stained for lacZ (green). (**J**) *vg*-GAL4/UAS-Ubx_*Apis*_; *vg* quadrant-lacZ larval wing disc stained for lacZ (green) and Wg (red). Note, non cell-autonomous repression of *vg* quadrant-lacZ. Repression of Wg in the posterior compartment is more pronounced in J (arrows) than in G. In all imaginal discs, posterior is to the right and ventral to the top.

**Figure 3:**
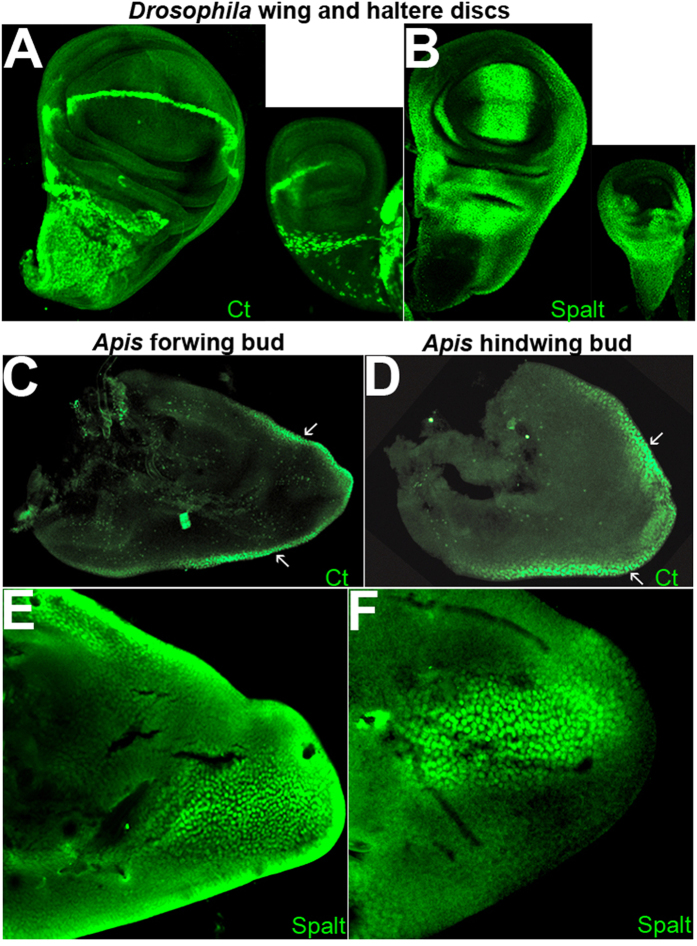
Unlike in *Drosophila* wing discs, many wing-patterning genes are not differentially expressed in *Apis* wing buds. (**A,B**) *Drosophila* wing and haltere discs stained for Ct (**A**) and Spalt (**B**). Note Ct is not expressed in the posterior compartment of the haltere discs, while Spalt is absent from the entire pouch of the haltere. Outside the pouch, the expression of Spalt is comparable between wing and haltere discs. (**C–F**) Forewing (**C,E**) and hindwing (**D,F**) buds of Apis stained for Ct (**C,D**) and Spalt (**E,F**) using antibodies against their *Drosophila* homologues. Their expression patterns in *Apis* are similar to the patterns seen in *Drosophila* wing discs. However, there is no difference between the forewing and hindwing buds in *Apis* unlike wing and haltere in *Drosophila*. Arrows in (**C**) and (**D)** indicate D/V boundary.

**Figure 4:**
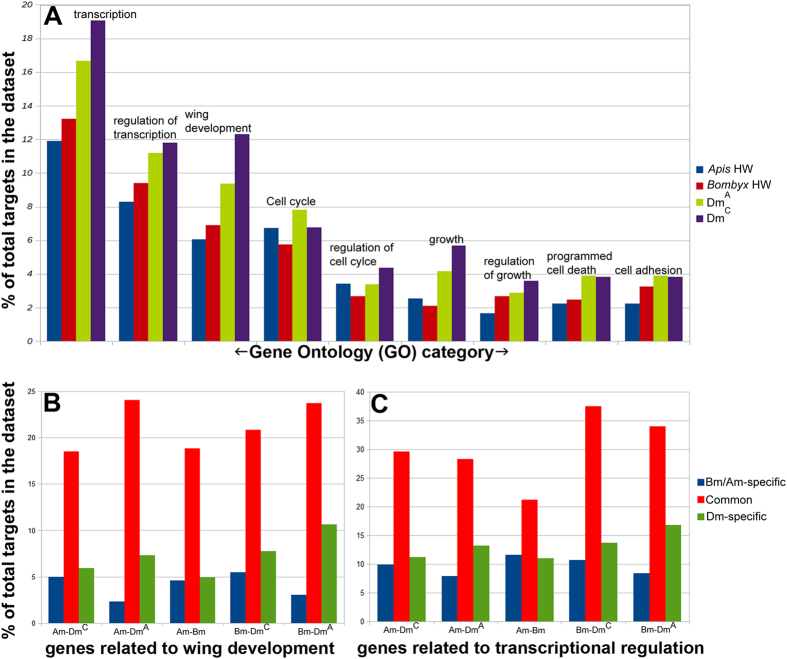
Targets of Ubx in *Drosophila*, *Apis* and *Bombyx* belong to similar functional groups. Bar diagrams here show frequency distribution of various ontological groups in different datasets as labeled. (**A**) Shows gene ontological distribution amongst all targets of Ubx. Note, gene ontological distribution of targets of Ubx is similar across all the species. However, there is an increase in the number of targets within a functional group in *Drosophila* than in *Bombyx* than in *Apis*. Gene ontological groups analysed are as follows (numbers in parenthesis are GO category number): transcription (GO-06350); regulation of transcription (GO-45449); wing development (GO-35220); cell cycle (GO-07049); regulation of cell cycle (GO-51726); growth (GO-40007); regulation of growth (GO-40008); programmed cell death (GO-12501) and cell adhesion (GO-07155). (**B,C**) show proportion of genes implicated in wing development (**B**) or transcriptional regulation (**C**) amongst the targets that are either specific to a given species or common between two species. The proportion of genes implicated in wing development or transcriptional regulation is much higher amongst the genes that are common between any two species compared to species-specific targets. Gene ontology is based on the information available for *Drosophila* genes.

**Figure 5:**
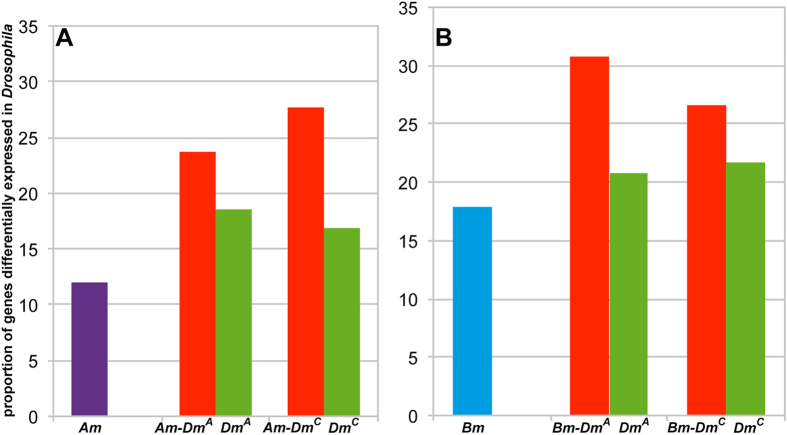
Comparison of targets of Ubx in different species to the genes that are differentially expressed between wing and haltere in *Drosophila*. Fly genes that are considered here as differentially regulated between wing and haltere were pooled from microarray analyses reported by Mohit *et al*.^19^ and Pavlapoulos *et al*. (2007)^20^. They were compared to the targets of Ubx in *Apis* (**A**) and *Bombyx* (**B**) determined in this study by ChIP-seq. Comparisons were also done for those genes that were either specific to a given species or common between two species (as indicated on the images). Marginally higher proportions of targets of Ubx that are common to *Drosophila* and *Apis* or *Bombyx* are differentially expressed between wing and haltere discs in *Drosophila*.

**Figure 6:**
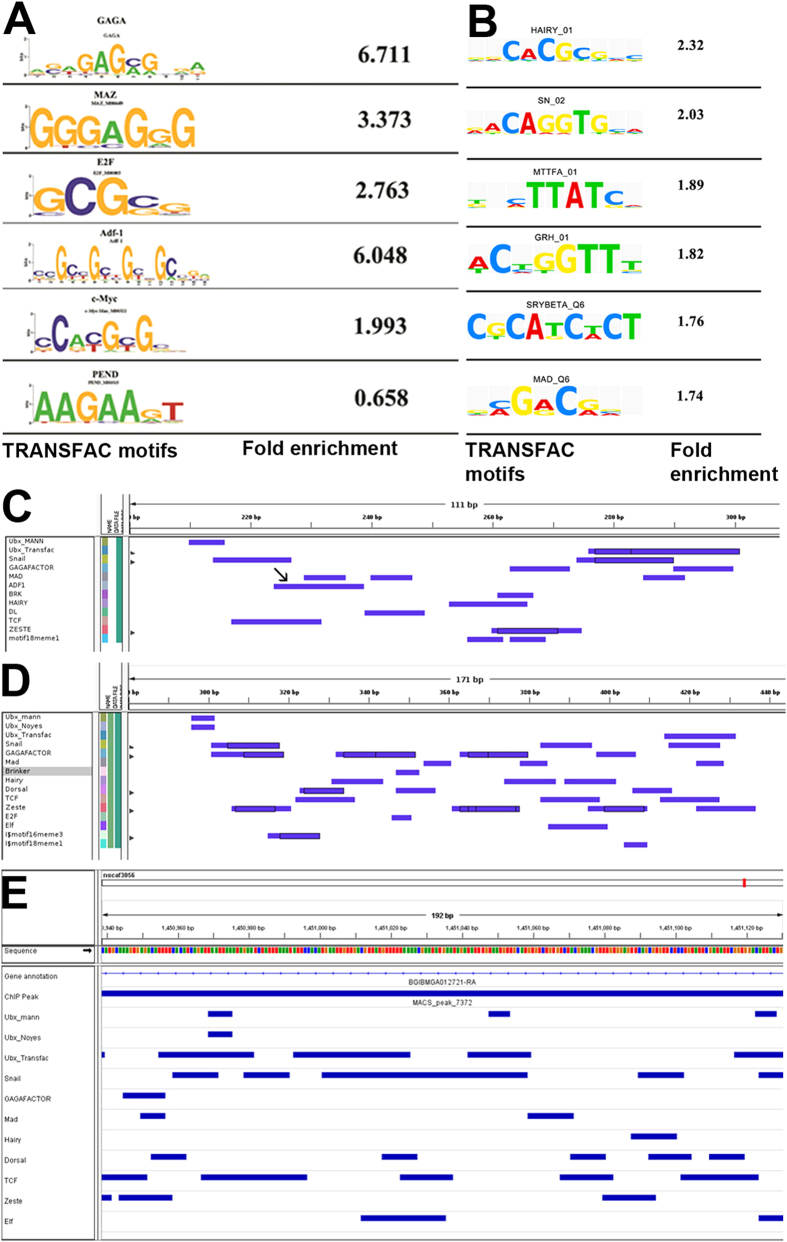
Bioinformatics analyses of putative enhancer sequences of targets of Ubx in *Apis* and *Bombyx*. (**A,B**) Enrichment of binding sites for various TFs in the sequences pulled down by anti-Ubx_*Apis*_ from *Apis* (**A**) and by anti-Ubx_*Bombyx*_ from *Bombyx* (**B**) hindwing buds identified using TRANSFAC. Motifs are based on information available for TFs available in *Drosophila*. These are similar to the ones reported for putative targets of Ubx in *Drosophila*^7^. In both (**A**) and (**B**), numbers indicate fold differences in the frequency of occurrence of a given motif between sequences pulled down by ChIP and non-coding sequences randomly collated from *Apis* or *Bombyx* genome. Similar enrichment for binding sites for GAF, Adf-1, E2F etc. is reported for *Drosophila*^7^. (**C–E**) TRANSFAC analysis of quadrant enhancer of *vg* in *Drosophila* (**C**) to its equivalent region in *vg* gene of *Apis* (**D**) and *Bombyx* (**E**). Note a similar array of TFs bind around Ubx binding sites in all the three species. However, Adf-1 binding site is absence in *Apis* and *Bombyx*.

**Figure 7:**
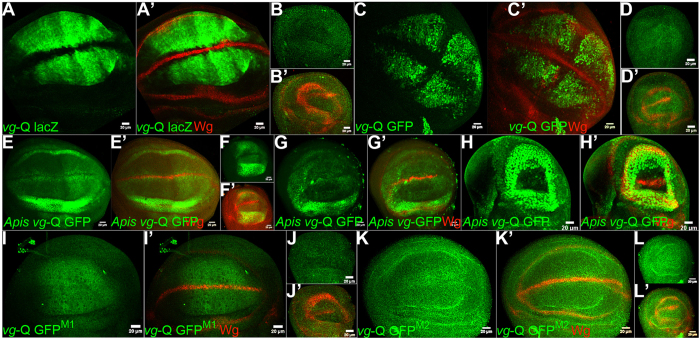
The putative quadrant enhancer of *vg* of *Apis* drives the report gene GFP in transgenic *Drosophila* in a pattern similar to the quadrant enhancer of *vg* of *Drosophila*. (**A,B**) *Drosophila vg*-Q lacZ wing (**A**) and haltere (**B**) discs stained for LacZ (green) and Wg (red). Wg marks the D/V boundary. *Drosophila vg*-Q lacZ is expressed in non-D/V cells of the wing pouch, but is completely absent from the haltere discs. This transgenic line is reported by Kim *et al*. (1996). (**C,D**) *Drosophila vg*-Q GFP wing (**C**) and haltere (**D**) discs stained for GFP (green) and Wg (red). Note, the expression pattern is very similar to *vg*-Q lacZ. (**E,F**) *Apis vg*-Q GFP wing (**E**) and haltere (**F**) discs stained for GFP (green) and Wg (red). Note strong GFP expression in both wing and haltere discs. In both the discs, expression is limited to non-D/V cells of the pouch and in the presumptive hinge. Expression along the A/P boundary is lower, suggestive of quadrant expression pattern similar to the *Drosophila vg*-Q GFP. (**G,H**) *vg*-GAL4/ *Apis vg*-Q GFP; UAS-Ubx_*Drosophila*_ (**G**) and *vg*-GAL4/ *Apis vg*-Q GFP; UAS-Ubx_*Apis*_ (**H**) wing discs stained for GFP (green) and Wg (red). Note there is no change in the expression pattern of *Apis vg*-Q GFP. This is contrary to the severe repression observed for *Drosophila vg*-Q lacZ (Fig. 3J). (**I,J**) None of the two different mutant versions of *Apis vg*-Q GFP show any GFP staining in wing or haltere discs suggesting that mutating Adf-1 binding sites to MAD-binding sites may have resulted in complete loss of its activation during wing development. GFP that is seen in (**I**) is not nuclear and appears to be non-specific. In *Apis vg*-Q GFP^M1^, Adf-1 binding site tggctgccgtcgcgat is replaced with MAD1-binding site (as in the *Drosophila* genome) gctgcccgccgc. In *Apis vg*-Q GFP^M2^, Adf-1 binding site tggctgccgtcgcgat was replaced with MAD1-binding site (as in the *Apis* genome) gccgtcgc.

# Supplementary material for: A comparative genomic analysis of targets of Hox protein Ultrabithorax amongst distant insect species
**Source:** Sci Rep. 2016 Jun 14;6:27885. doi: 10.1038/srep27885
**Supplement:** Supplementary Information

**A comparative genomic analysis of targets of Hox protein Ultrabithorax amongst distant insect species**

Naveen Prasad1#, Shreeharsha Tarikere1$, Dhanashree Khanale, Farhat Habib, LS Shashidhara*

*Correspondence to 

1: co-first authors

**SUPPORTING INFORMATION**

**Experimental Methods**

**P-element constructs for the generation of transgenic flies**

All constructs were sequence-verified before generating the transgenic flies.

1. Primers for amplifying Ubx from total cDNA of *Apis* larvae by RT-PCR

Forward Primer: 5’ TCTCCGTCCTCTCGACAGAT 3’

Reverse Primer: 5’ GGAGGAGGGAAGGATTGAAG 3’

(Submitted to Genbank Accession no. GU169707)

The amplicon was cloned into pGEM-T easy vector. Ubx from this vector was amplified using the following primers and subcloned into pUAST- flag vector.

Forward Primer: 5’ ACGG GGTACC ATGAACTCGTATTTTGAGCAGACTGC 3’

Reverse Primer: 5’ AGGC TCTAGA CTAGTTGGCCCCCTCCGG 3’

2. Primers for amplifying Ubx from total cDNA of *Bombyx* embryos by RT-PCR:

Forward Primer: 5’ ACGG GGTACC ATGAACTCTTACTTCGAGCAGGGTG 3’

Reverse Primer: 5’ ATGC TCTAGA TTAATGTTCGGGGTGTCCCTGG 3’

The amplicon was directly subcloned into pUAST vector.

3. Ubx from *Tribolium*:

The cDNA (in pGEX vector) for ‘a’ isoform of *Tribolium* Ubx was obtained by S Carroll. The insert was amplified using following primers for subcloning into pUAST vector.

Forward Primer: 5’ ACGG GAATTC TATGAACTCTTACTTCGAGCAGAGC 3'

Reverse Primer: 5' AGGC TCTAGA CTAATTCGGGTCCACTTGTGCG 3'

4. *vg* enhancer from *Apis* (*Apis vg-*QGFP)

As the region identified as putative enhancer of *vg* is AT rich, following primers were used to amplify a larger fragment using genomic DNA as template.

Forward primer: 5’ TTCGTCGCTCGAATTCACCA 3’

Reverse primer: 5’ TTACGGCGGTTTGCTTTTGG 3’

The amplicon was subcloned into pGEM T easy vector (Promega). This construct was used as template to amplify the putative enhancer of *vg* using following primers.

Forward primer: 5’ GCTCTAGA CTTCTCGCGAGAAACGAGAGGC 3’

Reverse primer: 5’ CGGGATCC GTGGACAGTGACGAGGACACG 3’

The amplicon was further sub-cloned into pH stinger vector.

5. *vg* enhancer from *Drosophila* (*Drosophila vg*-Q GFP)

Forward primer: 5’ TGCTCTAGAGGAGCTCCCTCCGGAG 3’

Reverse primer: 5’ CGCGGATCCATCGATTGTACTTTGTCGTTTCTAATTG 3’

The amplicon was first sub-cloned into pGEM T easy vector (Promega) then transferred to pH stinger vector using restriction enzymes Xba1 and BamH1.

6. Generation of mutant versions of *Drosophila* quadrant *vg* enhancer

We used a PCR based approach. Briefly, *vg* enhancer in the pEM T easy vector was used as a template and amplification was carried out using primers that had mutations at their 3’ end (as shown below). The amplicon was ligated and used for the transformation of DH5. The positive plasmids were sequenced to confirm the mutation. Finally the mutated fragment in pGEMT easy vector was subcloned into pH stinger vector using restriction enzymes Xba1 and BamH1.

Mutant form of *vg* enhancer from *Drosophila* (*vg*-Q GFPM1: wherein Adf-1 binding site tggctgccgtcgcgat is replaced with gctgcccgccgc)

Forward primer: 5’ CGCCGCTCGACAACTTTGGCCGGC 3’

Reverse primer: 5’ GGCAGCAGCACAAACATTACACATCCCC 3’

Mutant form of *vg* enhancer from *Drosophila* (*vg*-Q GFPM2: (wherein Adf-1 binding site tggctgccgtcgcgat was replaced with gccgtcgc)

Forward primer: 5’ TCGCTCGACAACTTTGGCCGGC 3’

Reverse primer: 5’ CGGCAGCACAAACATTACACATCCCC 3’

***Apis*-related work**

Initial characterization of wing buds of honeybees and antibody staining were carried out on *Apis mellifera* collected from various beekeepers in India. Subsequently honeybee hives of *Apis mellifera* were maintained at IISER, Pune for post-ChIP follow up studies. The bees were fed with sugar solution and pollen substitute. For each replicate of chromatin immune-precipitation (ChIP) studies, larvae were collected from a single hive seeded by a single queen artificially inseminated using semen from a single drone. These bee larvae were collected at Prof. Martin Beye's lab at Heinrich Heine University, Dusseldorf.

*1. Identification of wing buds and histology*

Comparing their shape across different hymenopteran insects, wing buds in honeybee larvae were identified. Their dorsal location in the second and third thoracic segments was also an identification criterion.

The immune-histochemcial method was essentially same as Patel et al. (1989)1 with minor modifications. Fixation was with 4% formaldehyde for 25 minutes at room temperature. Both primary and secondary antibodies were incubated with 0.5% BSA.

*2. Generation of polyclonal antibody against Ubx of Apis mellifera*

DNA fragment corresponding to the N- terminal region of Ubx of *Apis* (excluding the conserved homeodomain and YPWM motif) was generated using RT-PCR from total cDNA of honey bee larvae and cloned into pET15b vector using standard methods. Following primers with recognition sites for Nde1 and BamH1 were used to amplify desired region of Ubx.

Forward Primer: 5’GGG AAT TCC ATA TGT ATT TTG AGC AGA CTG CG 3’

Reverse Primer: 5’CGC GGA TCC GTT GTT GCC AGG ACT CGA 3’

The clone was used to express the recombinant Ubx containing protein in BL21 DE3 strain of bacteria (expression was induced using 1mM IPTG). The expressed protein was purified using Qiagen Ni-NTA matrix according to manufacturer's guidelines. The purified protein (Suppl. Fig. 1B) was used to raise antibodies in rabbit according to standard 90-day protocol for antibody generation. Protein A column (Millipore) was used to purify the anti-Ubx and pre-immune sera. The IgG fractions were concentrated using Amicon Ultra 15 centrifugal device with 30000 NMWL. The concentrated antibodies were stored by stabilising them in 50% glycerol at -70 oC. The specificity of antibodies was confirmed by immuno-histochemistry on *Apis* wing buds and by Western Blot hybridization on purified proteins as well as wing bud lysates (Suppl. Fig. 1D). They did not cross-react to *Drosophila* Ubx (either the purified protein or the haltere disc lysate).

*3. Chromatin immune-precipitation (ChIP):*

We used a modified protocol that was used earlier for *Drosophila* wing discs2,3.

*Preparation of chromatin*

Dissected larval heads with exposed wing buds were fixed in 1.5% formaldehyde (freshly prepared) for 30 minutes at room temperature with gentle rocking. The reaction was stopped by adding one tenth the volume of 1.375M glycine in PBS and shaking it for another 10 minutes. The larval heads were washed three times (10 minutes each) in ice cold PBS to completely wash off formaldehyde. The wing buds were dissected out in cold PBS, pooled in a microfuge tube with 300 µl of swelling buffer (normally 10 times the volume of wingbuds). For each experimental replicate, 100 fore wing buds and 120 hind wing buds were used. They were incubated on ice for 15 minutes and were dounced intermittently to rupture the cell membrane. The ruptured cells were spun at 2000 rpm for 5 min at 4 ºC and the pellet was re-suspended in 300 µl of sonication buffer. The mix was dounced twice and then sonicated in a Diagenode water bath with 30 s ON followed by 30s OFF cycle for 10 minutes at HIGH power. This was the ideal setting to obtain chromatin fragments of size ~500bp (Suppl. Fig. 4A). The sample was centrifuged at 14000 rpm for 15 minutes at 4 oC. Supernatant was removed and flash frozen in liquid nitrogen and subsequently stored in -80 oC.

*Immuno-precipitation*

Equilibrated protein A Sepharose was washed 3 times with sonication buffer. Sepharose was blocked for four hours in sonication buffer containing 1 mg/mL BSA. Chromatin, (earlier stored in -80 oC) was thawed on ice and divided into 100µl aliquots for immune precipitation. The final volume of each aliquot was made to 1 mL using dilution buffer. BSA was added to a final concentration of 1 mg/ mL. The chromatin was pre-cleared by incubating it with protein A sepharose for two hours at 4 oC with gentle shaking. Antibodies (anti-Ubx IgG or pre immune IgG; 5 µg) was added to the respective chromatin aliquots and rotated for 2 hours at 4 oC. 40 µl of protein A sepharose (50% slurry) was then added and incubated overnight with constant rotation at 4 oC. The mix was centrifuged at 3800 g for 5 minutes at 4 oC. Supernatant was removed and the sepharose beads were washed two times with 1 mL sonication buffer, 1 mL wash buffer A, 1 mL wash buffer B and 1mL TE. 100µl elution buffer was added to each of the aliquots and placed on a vortex mixer for 10 minutes. The tube was centrifuged and the supernatant was removed and stored. Another round of elution was carried out with 75 µl of elution buffer. Both the fractions were mixed and saved.

*Reverse Cross linking and isolation of DNA*

The volume of eluate from each aliquot was made to 400 µl. 21µl of 4 M sodium chloride was added to the eluate and incubated at 65 oC for 5 hours. This was incubated with 1 µl of RNaseA (10mg/mL) at 37 oC for 1 hour. 4 µl of 0.5 M EDTA and 2µl of proteinase K (10 mg/mL) was then added and incubated at 42 oC for 2 hours. DNA was extracted using phenol: chloroform: iso amyl (25:24:1) followed by washing using chloroform: iso-amyl alcohol (24:1). DNA was then purified by ethanol purification by adding 1 µl of glycogen (stock 20mg/ml) and 1/20th the volume of 4M sodium chloride (to a final concentration of 0.2 M) and 2.5 volumes cold ethanol. DNA was allowed to precipitate overnight at – 20 oC. It was centrifuged, washed and re suspended in 10mM Tris, pH 8.

Sequencing: The ChIP fragments were sequenced by a commercial service provider Genotypic Technology Pvt. Ltd., Bangalore using Illumina platform using standard protocols provided by the manufacturer.

Raw data is available on <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71847>.

*4. Data analysis and different bioinformatics tools*

The ChIP-seq reads obtained as above were first checked for quality statistics using FastQC program. Model-based analysis of ChIP-Seq (MACS)4 version 1.4 was used to identify peaks from the aligned sequences. DNA isolated directly from the chromatin used for ChIP in each replicate was used as input DNA control. This DNA sample too was sequenced and was used to determine baseline for peak calling.

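The input libraries held few duplicates. After removal of duplicate tags they were larger than the immunoprecipitated libraries, and 24396994 input tags were left in forewing replicate 1, 18668422 in forewing replicate 2, 23671758 in hindwing replicate 1 and 17323703 in hindwing replicate 2. The removed share was between 5.07% and 6.19%. The anti-Ubx and the pre-immune library of the same wing bud and replicate were compared with the same input. MACS scaled the larger library of each pair towards the smaller one, so that the depth of a comparison was set by the immunoprecipitated library.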

The peaks both conditions (i.e. IP using anti Ubx IgG and control i.e. IP using pre immune IgG) were identified against input DNA sequence (Suppl. Fig. 4C). 

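The Suppl. Fig. 4C window on Group8.16 of Amel_2.0 was examined in all 8 lists. Hindwing anti-Ubx replicate 1 had 3 peaks there. The strongest ran from 573359 to 573832 with 106 tags and a fold enrichment over input of 28.2, and the other two had 7.51 (18 tags) and 6.20 (26 tags). Hindwing replicate 2 had a single peak, from 573302 to 573891, with a fold enrichment of 16.4. Forewing replicate 1 had a peak at the same place, from 573112 to 573780 with a fold enrichment of 13.8, and another from 568918 to 569427 with 6.58. In forewing replicate 2 the only peak ran from 573150 to 573847 with a fold enrichment of 12.23. The peak near the middle of the window was thus past the 10-fold threshold in all 4 anti-Ubx libraries. Of the pre-immune libraries only hindwing replicate 2 had a peak, from 569881 to 570367 with 13 tags and a fold enrichment of 7.38, away from it.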

The peaks were filtered with stringent criteria to help reduce false positives. (A) All the pre-immune IgG peaks were subtracted from the anti-Ubx IgG peaks. 

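This subtraction removed 25.3% of the peaks of forewing replicate 1, 19.2% of forewing replicate 2, 17.5% of hindwing replicate 1 and 15.0% of hindwing replicate 2. In numbers, 3172, 3284, 3213 and 2830 anti-Ubx peaks overlapped a pre-immune peak of the same wing bud. With the pre-immune peaks placed at random on their own scaffolds, the average number was 1777, 2083, 1474 and 1595 in the same order (one-sided permutation tests, p = 0.0001 in each library, the smallest possible). The pre-immune replicates also overlapped each other more than by chance. In forewing, 2917 replicate 1 pre-immune peaks overlapped a replicate 2 peak, against 899 on average after placement. In hindwing, 1741 did so, against 418 on average (p = 0.0001 from the same permutation test in both).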

(B) Only those peaks were considered which had an FDR <= 1% and a fold enrichment greater than 10 over input (Suppl. Fig. 5A). (C) The peaks those were common to both the replicates after this filtering was used for subsequent applications.

Bedtools was used for various operations on genomic intervals. Genes were assigned to different peaks using standard bioinformatics approach. Briefly, if a gene was identified within 2 kb on either sides of the peak, or if the peak itself was found in a gene; the gene was considered as a putative Ubx target. Even if multiple genes were found within 2kb of the peak on either side, all of them were considered positive hits. All the peaks that didn’t have any genes within 2kb were searched for genes on either side and the first gene within 5kb on any side was taken as a positive hit. BioMart was used to identify the orthologs of these honeybee genes in *Drosophila* melanogaster. Venny was used as an online bioinformatics tool to determine the common and specific elements between datasets. DAVID was used as a tool to classify the genes based on their biological process and pathways with which they are associated. Motifs in the chipped DNA sequences of *Apis* were identified using MEME and Weeder. Only significant motifs (motifs with e value <= 0.01 in MEME and the most significant motifs reported by Weeder) were chosen for subsequent analysis. STAMP was used to align the motifs and representative motifs of each family was reported and used for further analysis. BedTools was used to generate 300 files of random DNA fragments of *Apis* genome, each containing 2400 fragments of length 1000bp each. MATCH program was used under 'minimise false positive' condition to determine the frequency at which the motifs occurred in the random as well as in chipped DNA sequences. Fold enrichment of motifs was calculated by dividing the occurrence of motifs in the chipped DNA fragment over that in random DNA sequences.

*5. Identification of putative quadrant enhancer of* vg *of* Apis

In *Drosophila*, *vg* has two enhancers, a D/V boundary enhancer present on the 2nd intron and a non-DV boundary quadrant enhancer, which is present on the 4th intron. As the non-DV quadrant enhancer in *Drosophila* shows a differential expression between wing and haltere and is regulated by Ubx, we wanted to identify a comparable enhancer in *Apis*. Using comparative approach, GB14312 was identified as the ortholog in *Apis* of *vg* (FBgn0003975) gene of *Drosophila*. Based on our ChIP-Seq data on *Apis*, we identified two Ubx binding sites in introns of GB14312*.* One on the 2nd intron and the other on the 4th intron. 

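The region in the 2nd intron lies on Group12.16 from 1358386 to 1358695 and is 310 bp long. These positions are also the whole of the peak of hindwing anti-Ubx replicate 1, which had 48 tags, a fold enrichment over input of 12.3 and its summit at 1358540. The peak of hindwing replicate 2 was wider, from 1357851 to 1358779, with 204 tags and a fold enrichment of 17.5. In forewing replicate 2 a peak from 1357741 to 1358900 had 187 tags and a fold enrichment of 9.62, just under the 10-fold threshold. Forewing replicate 1 had no peak there, and its nearest was 3309 bp away. For both introns, the coordinates given by the paper were the stretch shared by the peaks of the hindwing replicates. The gene model of *vg* was not used here, so the intron numbers are the paper's.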

The coordinates of these Ubx bound regions are:

gnl|Amel_2.0|Group12.16 1358386 1358695

gnl|Amel_2.0|Group12.16 1354425 1355183

The 550-bp region around the Ubx-binding site in the 4th intron of *vg* in *Apis* is highly conserved across all the hymenopterans. We hypothesized this to be equivalent of *vg* quadrant enhancer of *Drosophila* (which is also on 4th intron) and chose this region for further experimental validation.

***Bombyx*-related work:**

Silkworms maintained in Centre for Sericulture Research and Training Institute (CSR&TI) at Mysore, India at 25ºC were used for this study. Initially two races (Daizo and C108) were obtained from Central Sericultural Gemplasm Resources Centre (CSGRC), Hosur, India. They were reared on Mulberry (*Morus alba*) leaves as feed. Storing of silkworm eggs, hatching and staging of larvae were as per standard procedures used in silkworm labs world-wide.

Selected intronic and exonic sequences of both the races, Daizo and C108, were compared to the *Bombyx* genome sequence available in the public databases. *Bombyx* homologues of *Drosophila* *Cubitus interrruptus* and Cytoplasmic Actin A4 are well described and their exon, intron, CDS etc are well marked. They were amplified from Daizo and C108 and their sequences were compared to the published genome sequences. While both the races were found to be equally identical to the genome, we used the multivoltine race Daizo (derived from Daizo 50T, whole genome sequence of which has been determined) for all future experiments.

*1. Larval dissection and isolation of wing buds and histology*

The method to isolate larval wing buds in *Bombyx* and their location in the larval body was derived from studies on segmental transplantation of wing buds in fifth instar larvae5. Therefore, initially wing bud isolations were practiced on fifth instar larvae. The dissection was performed by making an incision in the center of the segment 2 for forewing and segment 3 for the hindwing. The wingbuds are attached to the bodywall with the help of a trachea that passes from anterior to posterior. The wingbuds were released by cutting the tracheae with minimal amount of it remaining in the bud. We observed that by the 5th instar stage the wing venations are already well developed and perhaps not appropriate for studying the function of Ubx in pattern formation. The late fourth instar of the *Bombyx* larva was found to be equivalent to the 3rd instar larval stages of *Drosophila* based on the expression patterns of key patterning genes6. We also observed that at this stage the wingbuds are undifferentiated.

The immune-histochemcial method was essentially same as Patel et al. (1989)1 with following modifications. After fixing in 4% paraformaldehyde, the wingbuds were washed in 1ml of 0.5% PBTx for 30 minutes at room temperature (RT). They were then washed three times in PBS with 0.01% Saponine (PBSS) for 10 minutes each at RT. The blocking was by using 500 µl of 1.5% Rocheblocking solution for 30 minutes at RT with continuous mixing. Incubation with primary antibodies was also in PBSS at 4ºC with continuous mixing. After this step, the buds were washed three times in 500 µl PBSS for 20 minutes each at RT with continuous mixing. The wingbuds were incubated in Alexa Fluoranti rabbit 488 secondary at a dilution of 1:100 and 0.5 µl DAPI in 1ml PBSS for 1 hour at RT. They were mounted after washing three times with 500 µl of PBSS for 20 minutes each at RT.

*2. Generation of polyclonal antibody against Ubx of Bombyx mori*

cDNA clone corresponding to the N-terminal region of the Ubx was amplified and cloned into pET15b vector in a two step process. In the first step, primers designed to amplify (from total cDNA) the conserved regions, including the N terminal region and YPWM region and part of the homeodomain. In the second step, using the PCR product of the first step as the template, using the same forward primer, but a different reverse primer only the N-terminal region was amplified.

Primer sets used to amplify the N terminal region of *Bombyx* Ubx

Step 1:

Forward primer: 5’ GGAATTCCATATGCAGGGCGGCGGT 3’

Reverse primer: 5’ GTTGCTGTTAGCGAATGTTACAAAA 3’

Step 2:

Forward primer: 5’ GGAATTCCATATGCAGGGCGGCGGT 3’

Reverse primer: 5’ CGGGATCCGTTCGCTCCTGCTATG 3’

Expression and purification of *Bombyx* Ubx protein and generation, purification and concentrating of antibodies were as described above for *Apis* Ubx. The specificity of antibodies was confirmed by immuno-histochemistry on *Bombyx* wing buds and by Western Blot hybridization on purified proteins as well as wingbud lysates (Suppl. Fig. 1E,F). They did not cross-react to *Drosophila* Ubx (either the purified protein or the haltere disc lysate).

*3. Chromatin immune-precipitation (ChIP):*

We used a modified protocol that was used earlier for *Drosophila* wing discs2,3 and *Bombyx* ovarian follicles7.

80 wingbuds were used for as starting material for ChIP, which approximately equals to 9x106 cells, were used per experiment. Nuclei from wingbuds were separated by hypotonic lysis before fixing in 1% formaldehyde (Sigma) for 12 minutes at room temperature (RT). The fixing was stopped by adding Glycine to a final concentration of 1.25 M for 5 minutes at RT. The nuclei were pelleted and washed with PBS with protease inhibitors.

The ChIP experiment was performed using a modified Invitrogen Magnify ChIP kit protocol with the reagents provided in the kit. The washed nuclei pellet was lysed using nuclei 200µl of Invitrogen Magnify lysis buffer (with Invitrogen Magnify Protease inhibitors). The tubes were left on rotator for 20 minutes at RT for complete lysis to occur and a sample was tested with DAPI stain for complete lysis which was indicated by the absence of intact nuclei. The lysate was sonicated on Diagenode Bioruptor XL for a total time of 15 minutes with 55 sec on /60 sec off cycle at high power. This setting yielded desired size (200-500bp) of chromatin fragments (Suppl. Fig. 4B). The sonicated lysate was centrifuged at 4 °C for 10 minutes at 18000g. The resultant supernatant was the chromatin to be used in the experiment and was divided equally between experiment (anti Ubx) and control (IgG) conditions while retaining 5% as input control.

Antibodies (both control and experiment) were bound to Dynabeads for six hours at 4 °C and washed with dilution buffer provided in the kit. The chromatin was diluted in the dilution buffers and allowed to bind to the antibody-Dynabead complex overnight at 4 °C. The bound chromatin was washed with low salt IP buffer for three times and high salt IP buffer twice for 5 minutes per wash at 4 °C.

After wash, the chromatin bound beads and inputs were resuspended in 50 µl de-crosslinking buffer with 2.5 µg RNAse (Roche) and incubated at 37 °C for two hours. Then the tubes were heated at 65 °C on a thermal block for 8 hours for de-crosslinking. The tubes were vortexed thoroughly to dislodge the complexes and then kept on magnetic rack to aspirate the supernatant that contained the antibody enriched chromatin. This chromatin was treated with 1 µl of Magnify Proteinase K at 55°C for two hours to get rid of the proteins. After this step the tubes were cooled on ice for 5 minutes and subjected for DNA purification. DNA purification was carried out using the magnetic DNA purification bead mixture provided in the kit. The elution was carried out twice, pooled and concentrated to completely elute the precipitated DNA.

Sequencing: The ChIP fragments were sequenced by a commercial service provider Genotypic Technology Pvt. Ltd., Bangalore using Illumina platform using standard protocols provided by the manufacturer.

Raw data is available on <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71990>.

*4. Data analysis and different bioinformatics tools*

Methods of data analysis of the sequences determined as above were essentially as described for *Apis* data. The peaks in experimental (both test and control) were identified against input DNA sequence (Suppl. Fig. 4D). The quality of *Bombyx* genome sequences (in both databases) is much lower compared to *Apis* genome sequences. Only 80% of the genome was used as effective genome size owing to very high levels of repeat sequences. Only those ChIP-seq event that provided at least 15-20 million reads was considered as a valid replicate. The peaks were filtered with following criteria to ensure a good balance between stringency and number of peaks. (A) Only those peaks were considered which had an FDR <= 15% (Suppl. Fig. 5B). (B) All the pre-immune IgG peaks were subtracted from the anti-Ubx IgG peaks. (C) The peaks those were common to both the replicates after this filtering was used for subsequent applications.

*5. Transcriptome analysis*

Wingbuds were isolated from fourth instar *Bombyx* larvae (Daizo race), the same stage that was used for ChIP experiment. Eighty each of fore- and hindwing buds were isolated and the freshly isolated buds were collected into a microcentrifuge tube kept in liquid nitrogen all the time during isolation of wingbuds. The tubes were then immediately transferred to -80ºC before isolation of RNA. The total RNA was isolated by Trizol extraction and checked for quality on a Bio-analyzer. The libraries were prepared and paired end sequencing was done on an Illuminaplatform. Both hindwing and forewing buds were sequenced from both ends with sequence read lengths of 100 bp. Raw data is available on <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71988>.

The reads obtained were then subjected to quality control by FastQC and the reads with low quality were trimmed. The aligner from the Cufflinks Tuxedo tools suite, TopHat 2.0.8b8 was used as the principle mapper to map RNA-Seq reads to the genome. Standard program Cuff links and Cuffdiff were used to assemble the transcripts and to determine differential expression. A fold change of 2 or above was used to determine the genes that considered as differentially expressed between fore- and hindwing buds.

**Nucleotide Sequences of various constructs used in this study:**

1. Full-length cDNA of *Apis* Ubx used to generate UAS-Ubx*Apis*

2. Full-length cDNA of *Bombyx* Ubx used to generate UAS-Ubx*Bombyx*

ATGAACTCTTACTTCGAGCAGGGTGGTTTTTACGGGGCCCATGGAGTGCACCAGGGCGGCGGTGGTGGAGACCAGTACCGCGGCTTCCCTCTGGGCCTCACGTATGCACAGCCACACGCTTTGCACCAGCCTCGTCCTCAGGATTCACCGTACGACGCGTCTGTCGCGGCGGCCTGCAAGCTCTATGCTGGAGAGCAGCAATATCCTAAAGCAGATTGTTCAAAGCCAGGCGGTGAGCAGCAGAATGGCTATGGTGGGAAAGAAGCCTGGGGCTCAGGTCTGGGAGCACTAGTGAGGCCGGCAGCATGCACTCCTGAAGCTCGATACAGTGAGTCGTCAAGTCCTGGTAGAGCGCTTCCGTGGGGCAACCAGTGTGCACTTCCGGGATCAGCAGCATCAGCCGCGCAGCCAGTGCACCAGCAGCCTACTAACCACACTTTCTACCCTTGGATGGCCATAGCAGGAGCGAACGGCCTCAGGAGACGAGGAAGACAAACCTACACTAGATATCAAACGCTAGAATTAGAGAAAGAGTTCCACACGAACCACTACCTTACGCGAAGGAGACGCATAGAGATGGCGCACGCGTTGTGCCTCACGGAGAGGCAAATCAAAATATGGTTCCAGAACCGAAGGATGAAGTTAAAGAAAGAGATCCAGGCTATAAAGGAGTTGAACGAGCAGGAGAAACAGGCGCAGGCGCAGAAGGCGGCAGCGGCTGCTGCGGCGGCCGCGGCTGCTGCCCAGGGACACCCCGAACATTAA

3. Full-length cDNA of *Tribolium* Ubx used to generate UAS-Ubx*Tribolium*

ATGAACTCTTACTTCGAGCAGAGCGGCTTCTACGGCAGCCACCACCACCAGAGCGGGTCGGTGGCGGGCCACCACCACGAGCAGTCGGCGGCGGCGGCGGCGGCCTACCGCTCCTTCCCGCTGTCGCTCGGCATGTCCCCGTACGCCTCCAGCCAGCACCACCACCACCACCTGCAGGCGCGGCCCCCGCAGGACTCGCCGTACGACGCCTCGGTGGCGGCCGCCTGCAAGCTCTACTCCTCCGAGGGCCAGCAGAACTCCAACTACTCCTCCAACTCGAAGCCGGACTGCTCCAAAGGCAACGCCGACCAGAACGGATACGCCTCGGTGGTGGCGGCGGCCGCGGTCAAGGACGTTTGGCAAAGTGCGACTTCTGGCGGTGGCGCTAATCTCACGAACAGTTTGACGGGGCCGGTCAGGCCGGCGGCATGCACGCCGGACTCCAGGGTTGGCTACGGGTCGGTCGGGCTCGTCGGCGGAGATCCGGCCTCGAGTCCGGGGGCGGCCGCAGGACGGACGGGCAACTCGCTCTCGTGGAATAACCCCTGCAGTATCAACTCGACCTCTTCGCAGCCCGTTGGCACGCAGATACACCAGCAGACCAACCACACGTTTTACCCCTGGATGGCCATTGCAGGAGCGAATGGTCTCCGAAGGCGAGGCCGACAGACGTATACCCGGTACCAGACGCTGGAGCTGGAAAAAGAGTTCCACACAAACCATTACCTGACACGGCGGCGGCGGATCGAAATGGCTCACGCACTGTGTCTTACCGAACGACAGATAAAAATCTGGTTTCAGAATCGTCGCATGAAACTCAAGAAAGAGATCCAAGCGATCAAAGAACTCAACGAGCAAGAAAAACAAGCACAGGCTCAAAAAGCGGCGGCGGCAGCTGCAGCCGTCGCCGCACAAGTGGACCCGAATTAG

6. Sequence of putative enhancer region of *vg* from *Apis* genome:

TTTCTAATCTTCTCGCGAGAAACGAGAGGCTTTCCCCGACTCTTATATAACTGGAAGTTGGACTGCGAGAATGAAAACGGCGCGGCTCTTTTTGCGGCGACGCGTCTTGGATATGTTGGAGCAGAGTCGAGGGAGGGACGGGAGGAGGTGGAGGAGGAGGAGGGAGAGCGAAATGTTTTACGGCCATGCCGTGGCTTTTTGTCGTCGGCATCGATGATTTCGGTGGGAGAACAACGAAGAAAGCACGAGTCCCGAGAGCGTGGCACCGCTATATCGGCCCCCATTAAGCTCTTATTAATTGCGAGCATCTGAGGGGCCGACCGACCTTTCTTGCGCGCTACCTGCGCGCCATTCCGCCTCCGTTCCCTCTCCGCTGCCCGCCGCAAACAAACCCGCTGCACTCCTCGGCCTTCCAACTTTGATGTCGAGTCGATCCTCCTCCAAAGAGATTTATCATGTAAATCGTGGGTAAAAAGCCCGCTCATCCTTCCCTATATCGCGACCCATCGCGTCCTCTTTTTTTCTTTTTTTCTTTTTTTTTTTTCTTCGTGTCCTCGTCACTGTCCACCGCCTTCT

7. Sequence of quadrant enhancer region of *vg* from *Drosophila* genome:

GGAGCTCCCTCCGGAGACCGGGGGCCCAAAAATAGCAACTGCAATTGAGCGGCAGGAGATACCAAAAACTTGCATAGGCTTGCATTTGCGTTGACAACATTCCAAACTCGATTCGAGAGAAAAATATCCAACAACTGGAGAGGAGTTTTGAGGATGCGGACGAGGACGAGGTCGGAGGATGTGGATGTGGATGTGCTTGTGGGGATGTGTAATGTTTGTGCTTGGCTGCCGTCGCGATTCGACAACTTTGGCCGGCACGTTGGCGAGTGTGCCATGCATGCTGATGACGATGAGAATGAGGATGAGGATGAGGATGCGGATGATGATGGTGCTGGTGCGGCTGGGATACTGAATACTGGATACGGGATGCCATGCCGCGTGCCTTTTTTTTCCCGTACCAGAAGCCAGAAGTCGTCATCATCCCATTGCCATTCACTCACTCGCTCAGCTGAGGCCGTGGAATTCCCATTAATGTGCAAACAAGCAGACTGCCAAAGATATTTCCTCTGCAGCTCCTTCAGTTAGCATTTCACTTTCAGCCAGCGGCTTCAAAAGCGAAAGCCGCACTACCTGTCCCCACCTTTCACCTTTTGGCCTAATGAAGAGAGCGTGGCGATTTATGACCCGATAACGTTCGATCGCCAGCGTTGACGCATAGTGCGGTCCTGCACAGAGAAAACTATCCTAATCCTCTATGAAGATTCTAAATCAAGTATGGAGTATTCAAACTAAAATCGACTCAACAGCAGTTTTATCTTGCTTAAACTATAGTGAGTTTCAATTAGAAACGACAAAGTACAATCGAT

**Results and Discussion**

*1. ChIP-seq in Apis mellifera*

We performed two identical ChIP experiments using anti-Ubx and pre-immune IgG as described earlier. We found that 8834 peaks were common to both the replicates after subtracting overlapping peaks observed in the negative (ChIP-seq using pre-immune IgG). 

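In hindwing buds, 10791 replicate 1 peaks overlapped a replicate 2 peak by 1 bp or more before the subtraction. After all peaks overlapping a hindwing pre-immune peak of either replicate were removed, 15158 peaks were left in replicate 1 and 16045 in replicate 2. Of these, 8548 replicate 1 peaks (56.4%) overlapped a replicate 2 peak and 8385 replicate 2 peaks (52.3%) overlapped a replicate 1 peak. Counted as the stretches covered by both replicates, they made 8769 segments.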

Out of these, 8036 peaks had a FDR <= 1%. 

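The deposited FDR was 0% for every peak of hindwing replicate 1 and at most 0.66% in hindwing replicate 2. All hindwing peaks were therefore within the FDR threshold of 1%, before and after the pre-immune subtraction. Among the anti-Ubx libraries only forewing replicate 2 had peaks past it, 67 in number, with an FDR of up to 1.05%.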

For further analysis, we decided to use the peaks that had a fold enrichment of 10 or greater over input, leaving us with 2350 peaks, which were used to identify putative direct targets of Ubx in *Apis* hindwing buds. 

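The fold enrichment threshold left 4352 peaks in hindwing replicate 1 and 4947 in replicate 2. Of these, 53.1% and 46.2% overlapped a peak left in the other replicate. A fold enrichment of exactly 10 made little difference. With 10 or greater in place of greater than 10, 2318 peaks were common. The peaks common to both replicates were ranked by the lower of their fold enrichment values. The first lay on GroupUn.196 from 55204 to 55633, with a fold enrichment of 63.3 in replicate 1 and 78.0 in replicate 2. At the same place forewing replicate 2 had 61.7, and no peak was called in forewing replicate 1. The next lay on GroupUn.108 from 53196 to 53782, with 76.1 and 52.6 in hindwing and 60.9 and 36.9 in forewing. The peak after it was on GroupUn.3784 and ended at 2982, with 55.6 and 52.5 in hindwing and 11.0 and 18.4 in forewing. All of them were on unplaced scaffolds.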

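In forewing buds the same steps began with 5940 replicate 1 peaks that overlapped a replicate 2 peak. Subtraction of the forewing pre-immune peaks left 9351 peaks in replicate 1 and 13780 in replicate 2, with 4210 in common. The FDR threshold removed peaks from replicate 2 only, which kept 13732, and left 4168 in common. The fold enrichment threshold then left 1678 peaks in replicate 1 and 2991 in replicate 2, of which 53.7% and 30.5% overlapped a peak of the other replicate. Ranked by the lower fold enrichment of the replicates, the first common peak lay on Group13.13 from 298 to 1056, with 65.3 in replicate 1 and 55.5 in replicate 2. The hindwing peaks at that place had a fold enrichment of 75.7 and 13.7. The next lay on GroupUn.405 from 6890 to 7665, with 69.9 and 53.2 in forewing and 97.6 and 42.7 in hindwing. The peak after it lay on Group10.6 from 121484 to 122495, with 52.8 and 63.3 in forewing and 59.7 and 17.2 in hindwing.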

Similar analysis on forewing buds yielded 927 peaks (Suppl. Fig. 5A).

We identified a total of 1396 genes that are targets of Ubx in the hindwing buds of *Apis*. Out of these, 1182 had known orthologs in *Drosophila* melanogaster (Suppl. Fig. 5A). These 1182 genes were subsequently used for all the future analysis and considered as putative targets of Ubx in hindwing buds of honeybee. To the best of our knowledge, direct target genes of Ubx in honeybee or any other hymenopterans have not been reported. Also, we had no prior knowledge about any fragment in honeybee genome that is bound by Ubx. We therefore could not use any positive controls to validate our ChIP experiment. We, therefore, used a number of parallel approaches that strengthened our observations that the Ubx-bound regions that we have identified in the current study are indeed true targets of Ubx in hindwing buds of *Apis*.

We carried out qPCR on chipped DNA samples of a third independent replicate to look for enrichment of peaks that we have identified using the first two replicates. We found that in anti-Ubx chipped samples, the peaks we identified showed a significant enrichment over input. On the contrary, we found that the fragments pulled down by pre-immune IgG showed poor or no enrichment over input (Suppl. Fig. 5E). This showed that the peaks that we have identified using bioinformatics approach in the two replicates are true peaks or regions bound by Ubx, which are also pulled down in an independent ChIP replicate. We noticed that most pulled down sequences were within 2kb of a coding gene.

*2. ChIP-seq in Bombyx mori*

At 15% cut-off and subsequent filtering as described above, we identified 340 peaks for forewing buds and 1128 peaks for hindwing buds as potential Ubx binding sites in the *Bombyx* genome (Suppl. Fig. 5B). These corresponded to 245 genes and 871 genes, respectively, which were considered as putative targets of Ubx in *Bombyx* (Suppl. Fig. 5B). Only 28 peaks in the hindwing ChIP-seq data were left unassigned.

**References**

1 Patel, N.H., Martin-Blanco, E., Coleman, K.G., Poole, S.J., Ellis, M.C., Kornberg, T. B. and Goodman, C.S. Expression of Engrailed proteins in arthropods, annelids, and chordates. *Cell* **58**, 955–968. (1989).

2 Agrawal, P., Habib, F., Yelagandula, R. and Shashidhara, L.S. Genome-level identification of targets of Hox protein Ultrabithorax in *Drosophila*: novel mechanisms for target selection. *Sci. Rep.* 1:1–10. (2011).

3 Agrawal, P. and Shashidhara, L.S. 2014. ChIP for Hox Proteins from *Drosophila* Imaginal Discs. In Hox Genes. Springer New York. 1196:241–253.

4 Zhang, et al. Model-based Analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137. (2008).

5 Hojyo, T. and Fujiwara, H. Reciprocal transplantation of wing discs between a wing deficient mutant (fl) and wild type of the silkworm, *Bombyx mori.* *Dev Growth Differ.* 39, 599-606. (1997).

6 Kango-Singh, M., Singh, A. and Gopinathan, K.P. The wings of *Bombyx* *mori* develop from larval discs exhibiting an early differentiated state: a preliminary report. *J. Biosci.* 26:167–177. (2001).

7 Papantonis, A. and Lecanidou, R. A modified chromatin-immunoprecipitation protocol for silkmoth ovarian follicular cells reveals C/EBP and GATA binding modes on an early chorion gene promoter. *Molecular Biology Reports* **36**: 733-736. (2009).

8 Trapnell, C. et al. Differential gene and transcript expression analysis of RNA-Seq experiments with TopHat and Cufflinks. *Nature Protocols* **7**, 562–78. (2012).

9 Choo, S. W., White, R. & Russell, S. Genome-Wide Analysis of the Binding of the Hox Protein Ultrabithorax and the Hox Cofactor Homothorax in Drosophila. *PLoS ONE* **6**, e14778, doi:10.1371/journal.pone.0014778 (2011).

**Supplement Table 1**

Putative Targets of *Drosophila* Ubx9 that are common to those in both *Apis* and *Bombyx*.

| **Flybase ID** | **GeneID** | **Symbol** | **Gene name** |
| --- | --- | --- | --- |
| FBgn0000179 | CG3578 | bi | bifid |
| FBgn0000542 | CG2904 | ec | echinus |
| FBgn0000546 | CG1765 | EcR | Ecdysone receptor |
| FBgn0000568 | CG8127 | Eip75B | Ecdysone-induced protein 75B |
| FBgn0000577 | CG9015 | en | engrailed |
| FBgn0002643 | CG8118 | mam | mastermind |
| FBgn0003079 | CG2845 | phl | pole hole |
| FBgn0003415 | CG9936 | skd | skuld |
| FBgn0003975 | CG3830 | vg | vestigial |
| FBgn0004644 | CG4637 | hh | hedgehog |
| FBgn0004893 | CG10021 | bowl | brother of odd with entrails limited |
| FBgn0004907 | CG17870 | 14-3-3zeta | 14-3-3zeta |
| FBgn0005771 | CG4491 | noc | no ocelli |
| FBgn0010575 | CG5580 | sbb | scribbler |
| FBgn0014037 | CG32217 | Su(Tpl) | Su(Tpl) |
| FBgn0016977 | CG18497 | spen | split ends |
| FBgn0020257 | CG9952 | ppa | partner of paired |
| FBgn0029114 | CG6890 | Tollo | Tollo |
| FBgn0030065 | CG12075 | CG12075 | - |
| FBgn0032120 | CG33298 | CG33298 | - |
| FBgn0035101 | CG1212 | p130CAS | p130CAS |
| FBgn0037120 | CG11247 | CG11247 | - |
| FBgn0037305 | CG12173 | CG12173 | - |
| FBgn0039907 | CG2041 | lgs | legless |
| FBgn0041094 | CG7590 | scyl | scylla |
| FBgn0086899 | CG34412 | tlk | Tousled-like kinase |
| FBgn0260635 | CG12284 | th | thread |
| FBgn0261383 | CG3125 | IntS6 | Integrator 6 |
| FBgn0262127 | CG33967 | kibra | kibra ortholog |
| FBgn0262656 | CG10798 | dm | diminutive |
| FBgn0262719 | CG43163 | CG43163 | - |
| FBgn0262735 | CG1691 | Imp | IGF-II mRNA-binding protein |
| FBgn0263396 | CG16901 | sqd | squid |

**Figures and Figure Legends**

**Suppl. Figure 1**

**
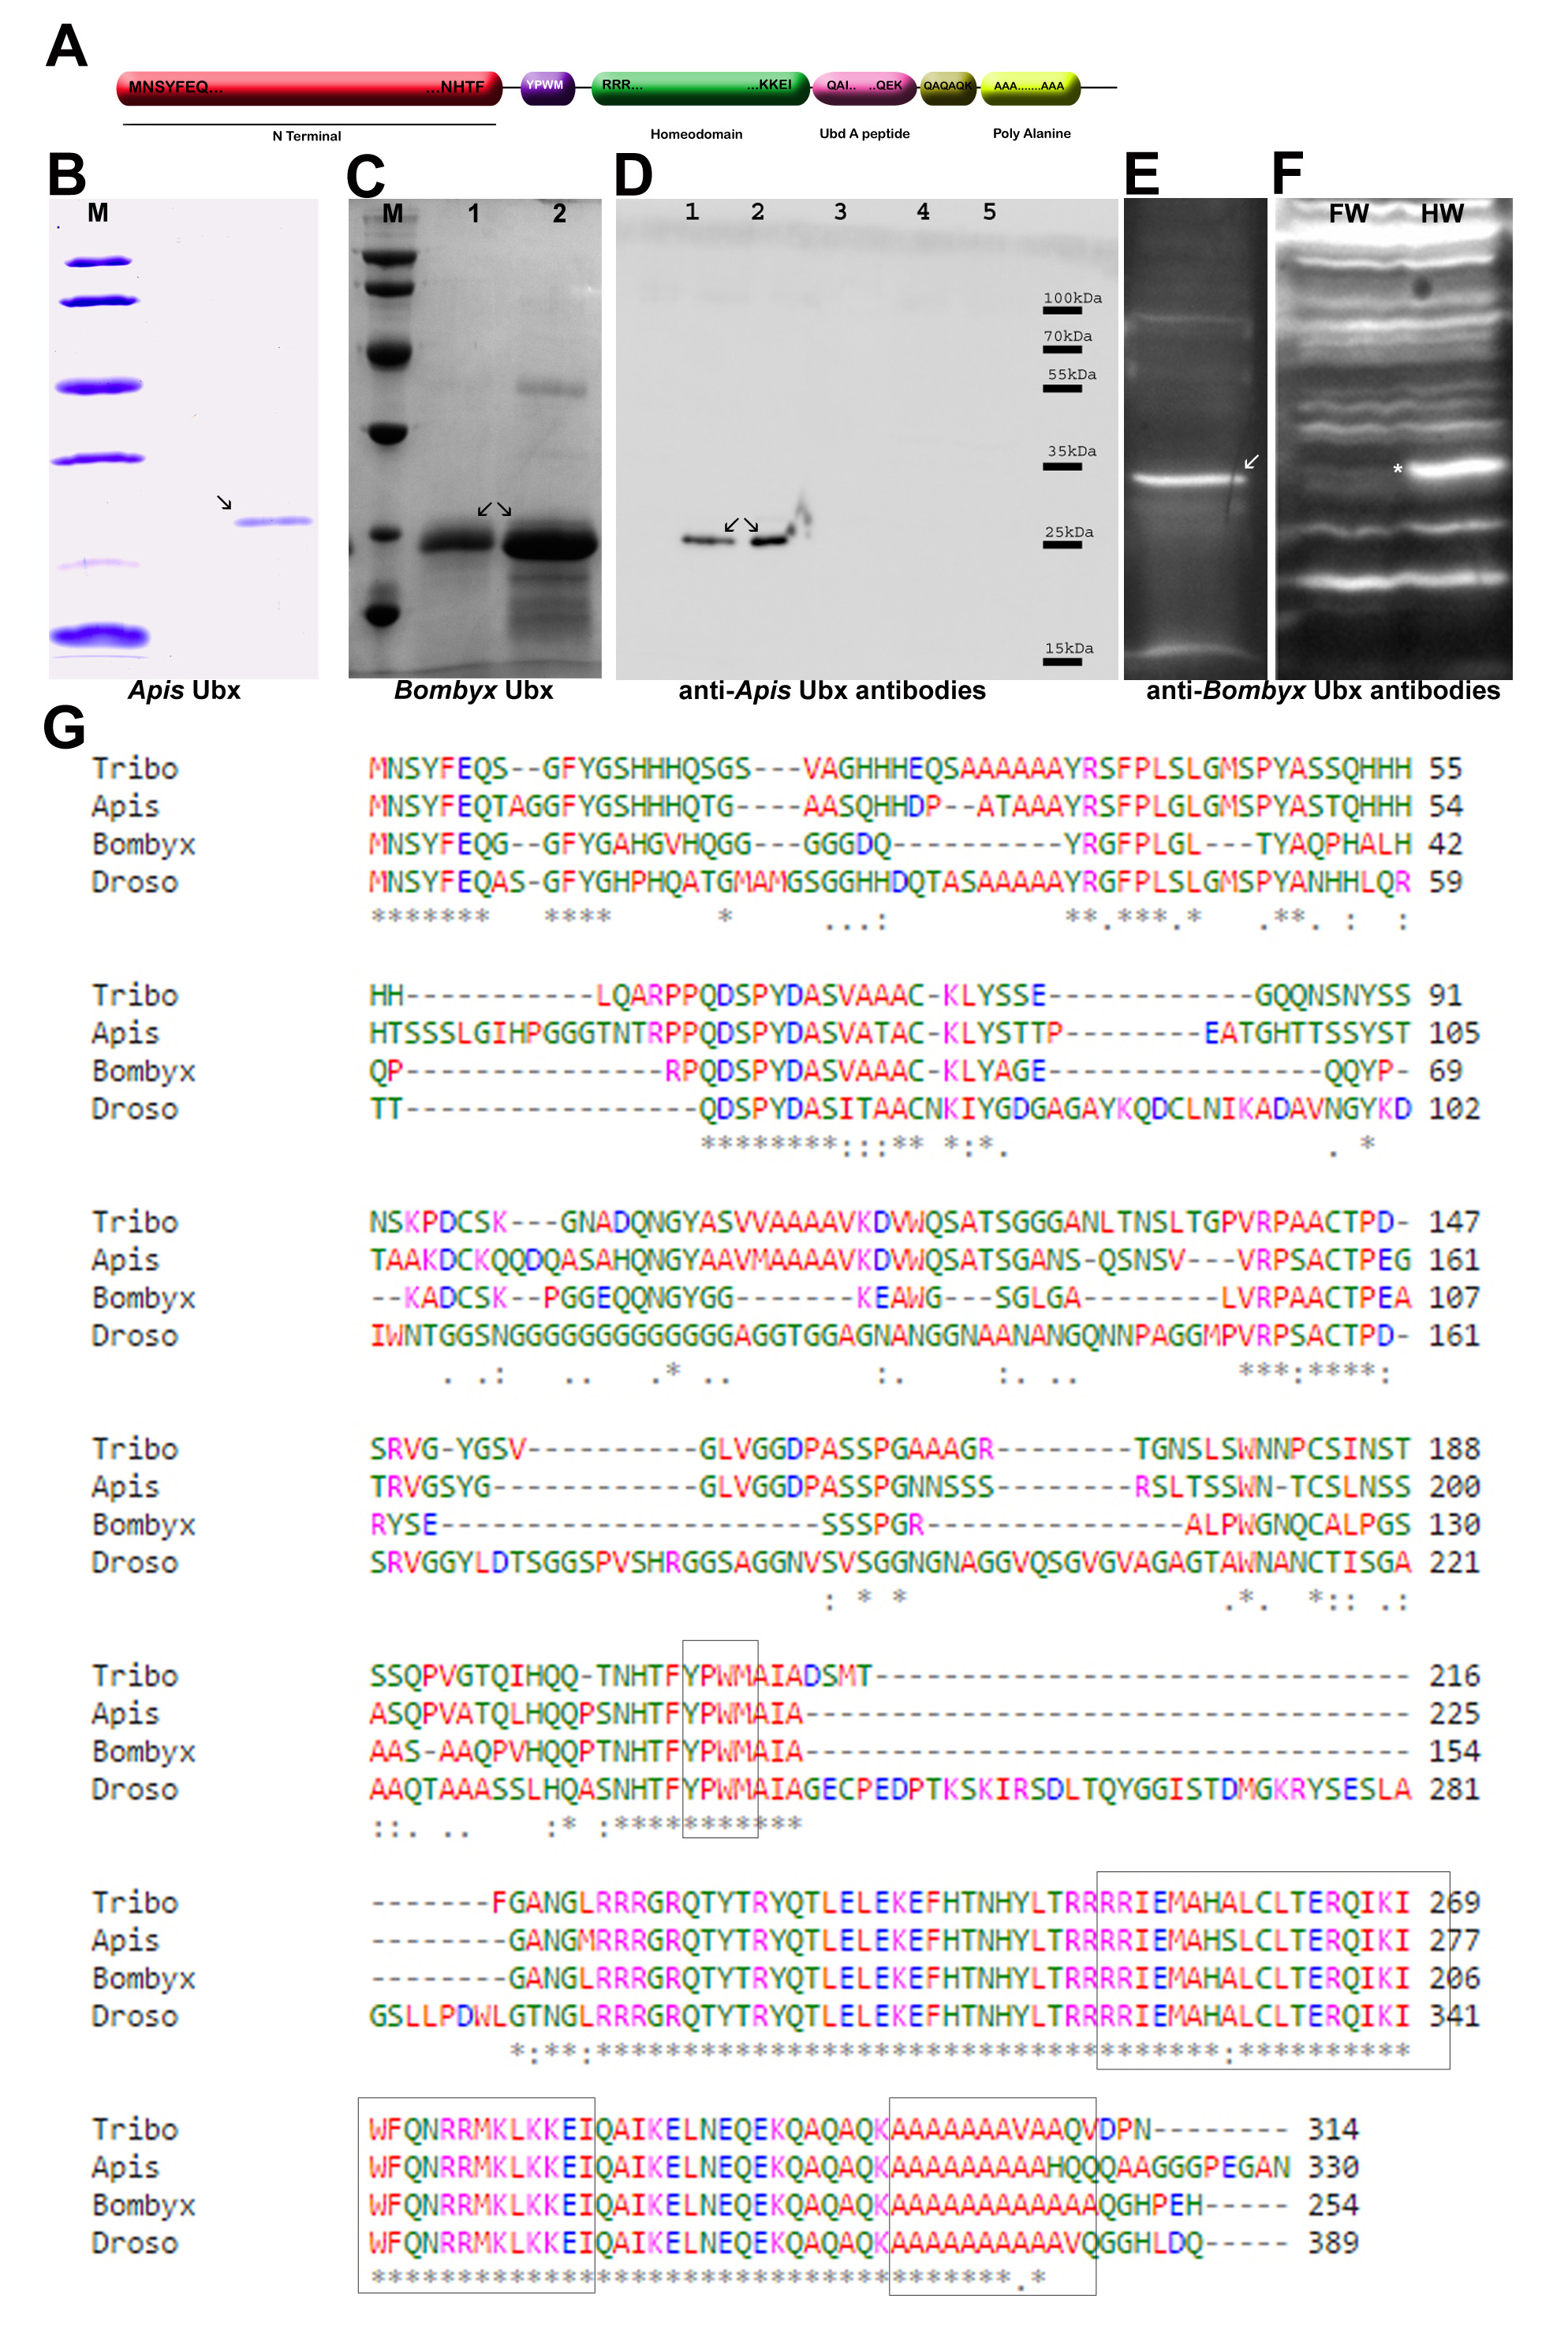
**

**Suppl. Figure 1:** (A) Schematic drawing of various functional domains in *Drosophila* Ubx. This domain structure if very similar to both *Apis* and *Bombyx* Ubx. The N-terminal region is unique to Ubx, while the homeodomain is conserved with other Hox and some non-Hox TFs. (B-C) Expression and purification of N-terminus fragment of *Apis* (B) and *Bombyx* (C) Ubx. The Ubx band of expected size is shown using arrows. In C, lane 1 and lane 2 correspond to two different purification batches. Purified protein of lane 1 was used for generating antibodies. (D-F) Western blot Hybridization using antibodies raised against *Apis* Ubx (D) or *Bombyx* Ubx (E,F). In D, lane 1 and 2: *Apis* embryonic lysates, lanes 3-4: *Drosophila* embryonic lysates and lane 5: protein molecular weight markers. In E, *Bombyx* larval lysate. In F, lysates of *Bombyx* forewing (FW) and hindwing (HW) buds.

**Suppl. Figure 2**

**
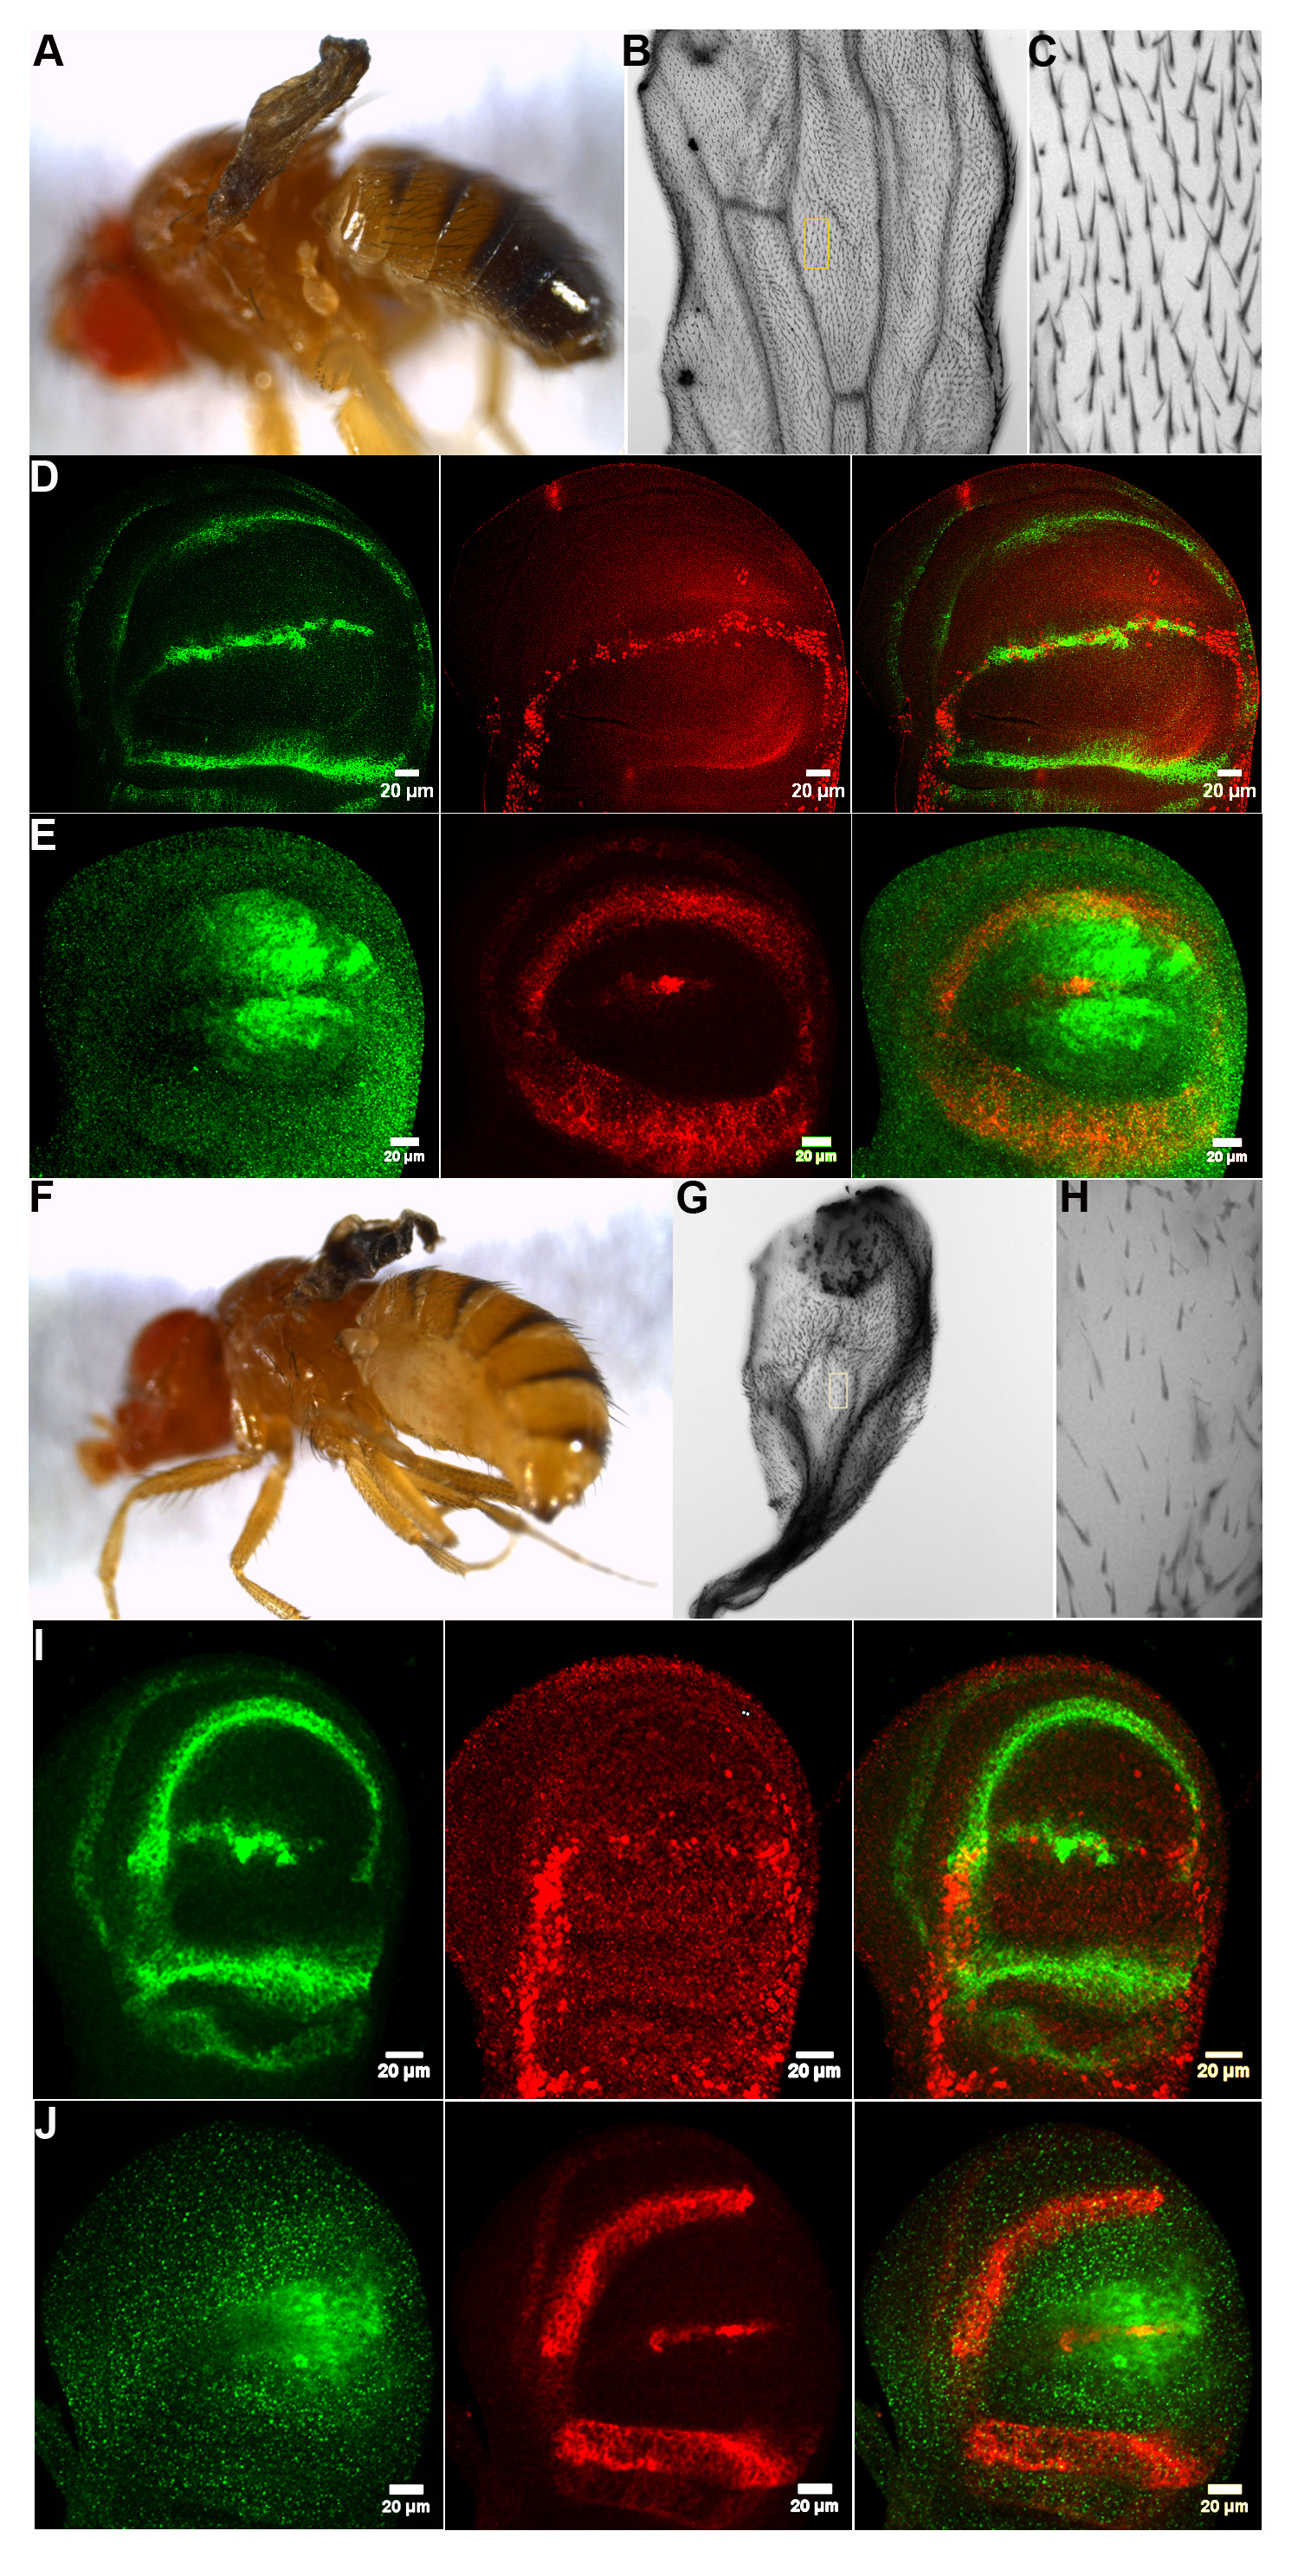
**

**Suppl. Figure 2:** Wing to haltere transformations in *Drosophila* caused by the over-expression of Ubx*Bombyx* or Ubx*Tribolium*. (A-C) *vg*-GAL4/UAS-Ubx*Bombyx* adult fly with reduced and deformed wing. The separated wing is shown at higher magnifications (B,C). Unlike with Ubx*Apis* (Fig. 3), no significant transformation at the trichome-level was observed. (D) *vg*-GAL4/UAS-Ubx*Bombyx* larval wing disc stained for Wg (green) and Ubx*Bombyx* (red). Note repression of Wg by Ubx*Bombyx* is only in the posterior compartment, an indication of homeotic transformation. (E) *vg*-GAL4/UAS-Ubx*Bombyx* larval wing disc stained for *vg* quadrant-lacZ (green) and Wg (red). Note non cell-autonomous repression of *vg* quadrant-lacZ. Repression of Wg in the posterior compartment is more pronounced in E than in D. (F-H) *vg*-GAL4/UAS-Ubx*Tribolium* adult fly with reduced and deformed wing. The separated wing is shown at higher magnifications (G,H). Trichomes are much shorter, although they are sparsely arranged as in wing blades. (I) *vg*-GAL4/UAS- Ubx*Tribolium* larval wing disc stained for Wg (green) and Ubx*Tribolium* (red). Note repression of Wg by Ubx*Tribolium* is only in the posterior compartment, an indication of homeotic transformation. (J) *vg*-GAL4/UAS-Ubx*Tribolium* larval wing disc stained for *vg* quadrant-lacZ (green) and Wg (red). Note non cell-autonomous repression of *vg* quadrant-lacZ. In all imaginal discs, posterior is to the right and ventral to the top.

**Suppl. Figure 3**

**
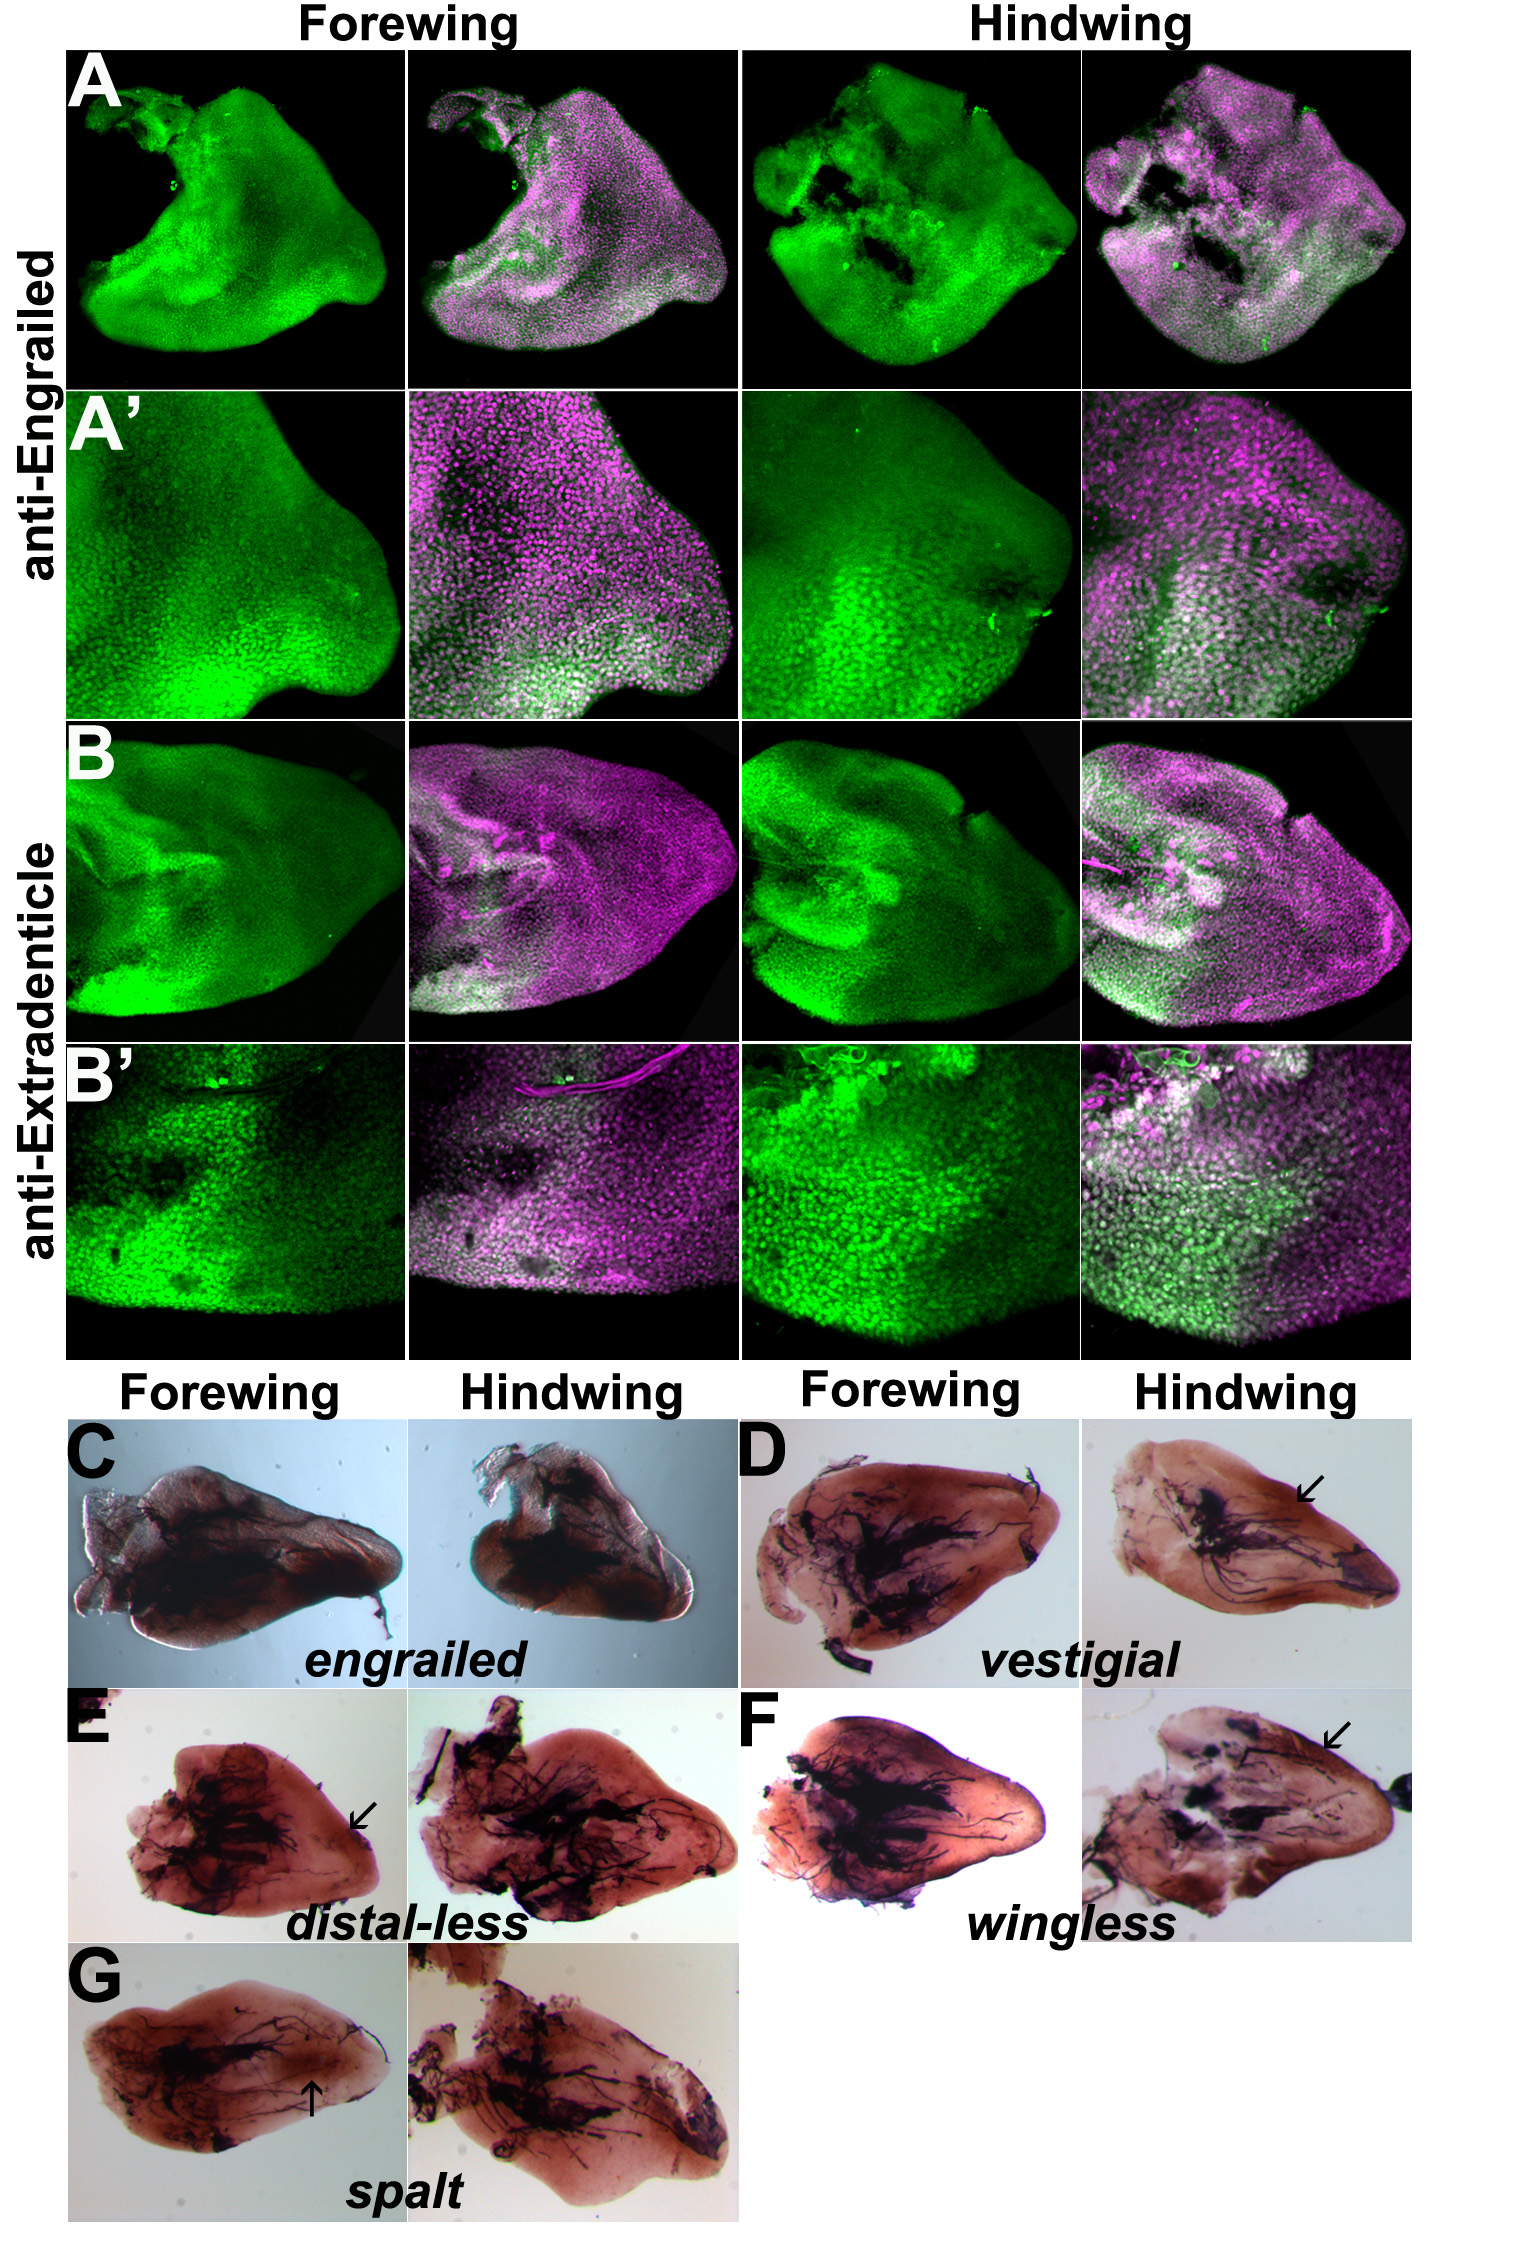
**

**Suppl. Figure 3:** Many wing-patterning genes are expressed in *Apis* wing buds in the same pattern as in *Drosophila* wing discs. (A,B) Forewing and hindwing buds of *Apis* stained for En (A) and Extradenticle (B) using antibodies against their *Drosophila* homologues. Their expression patterns in *Apis* are similar to the patterns seen in *Drosophila* wing discs. (C-G) Forewing and hindwing buds of *Apis* stained for transcripts of *en* (C), *vg* (D), *Distal-less* (E), *wg* (F) and *spalt* (G) by RNA in situ. Note while the signal is weak and there is much interference by large trachea, patterns (arrows) are similar to what one would see in *Drosophila* wing discs. RNA in situ for *en* and *spalt* confirmed the expression patterns detected by immunohistochemistry using antibodies against their counterparts in *Drosophila*. *en* is expressed only in the posterior compartment. Unlike in Lepidoptera, where two posterior compartments have been predicted, *Apis* wing buds show only one posterior compartment. In all images, proximal end is shown towards the left and the distal end towards the right. Posterior end is shown towards the bottom.

**Suppl. Figure 4**

**
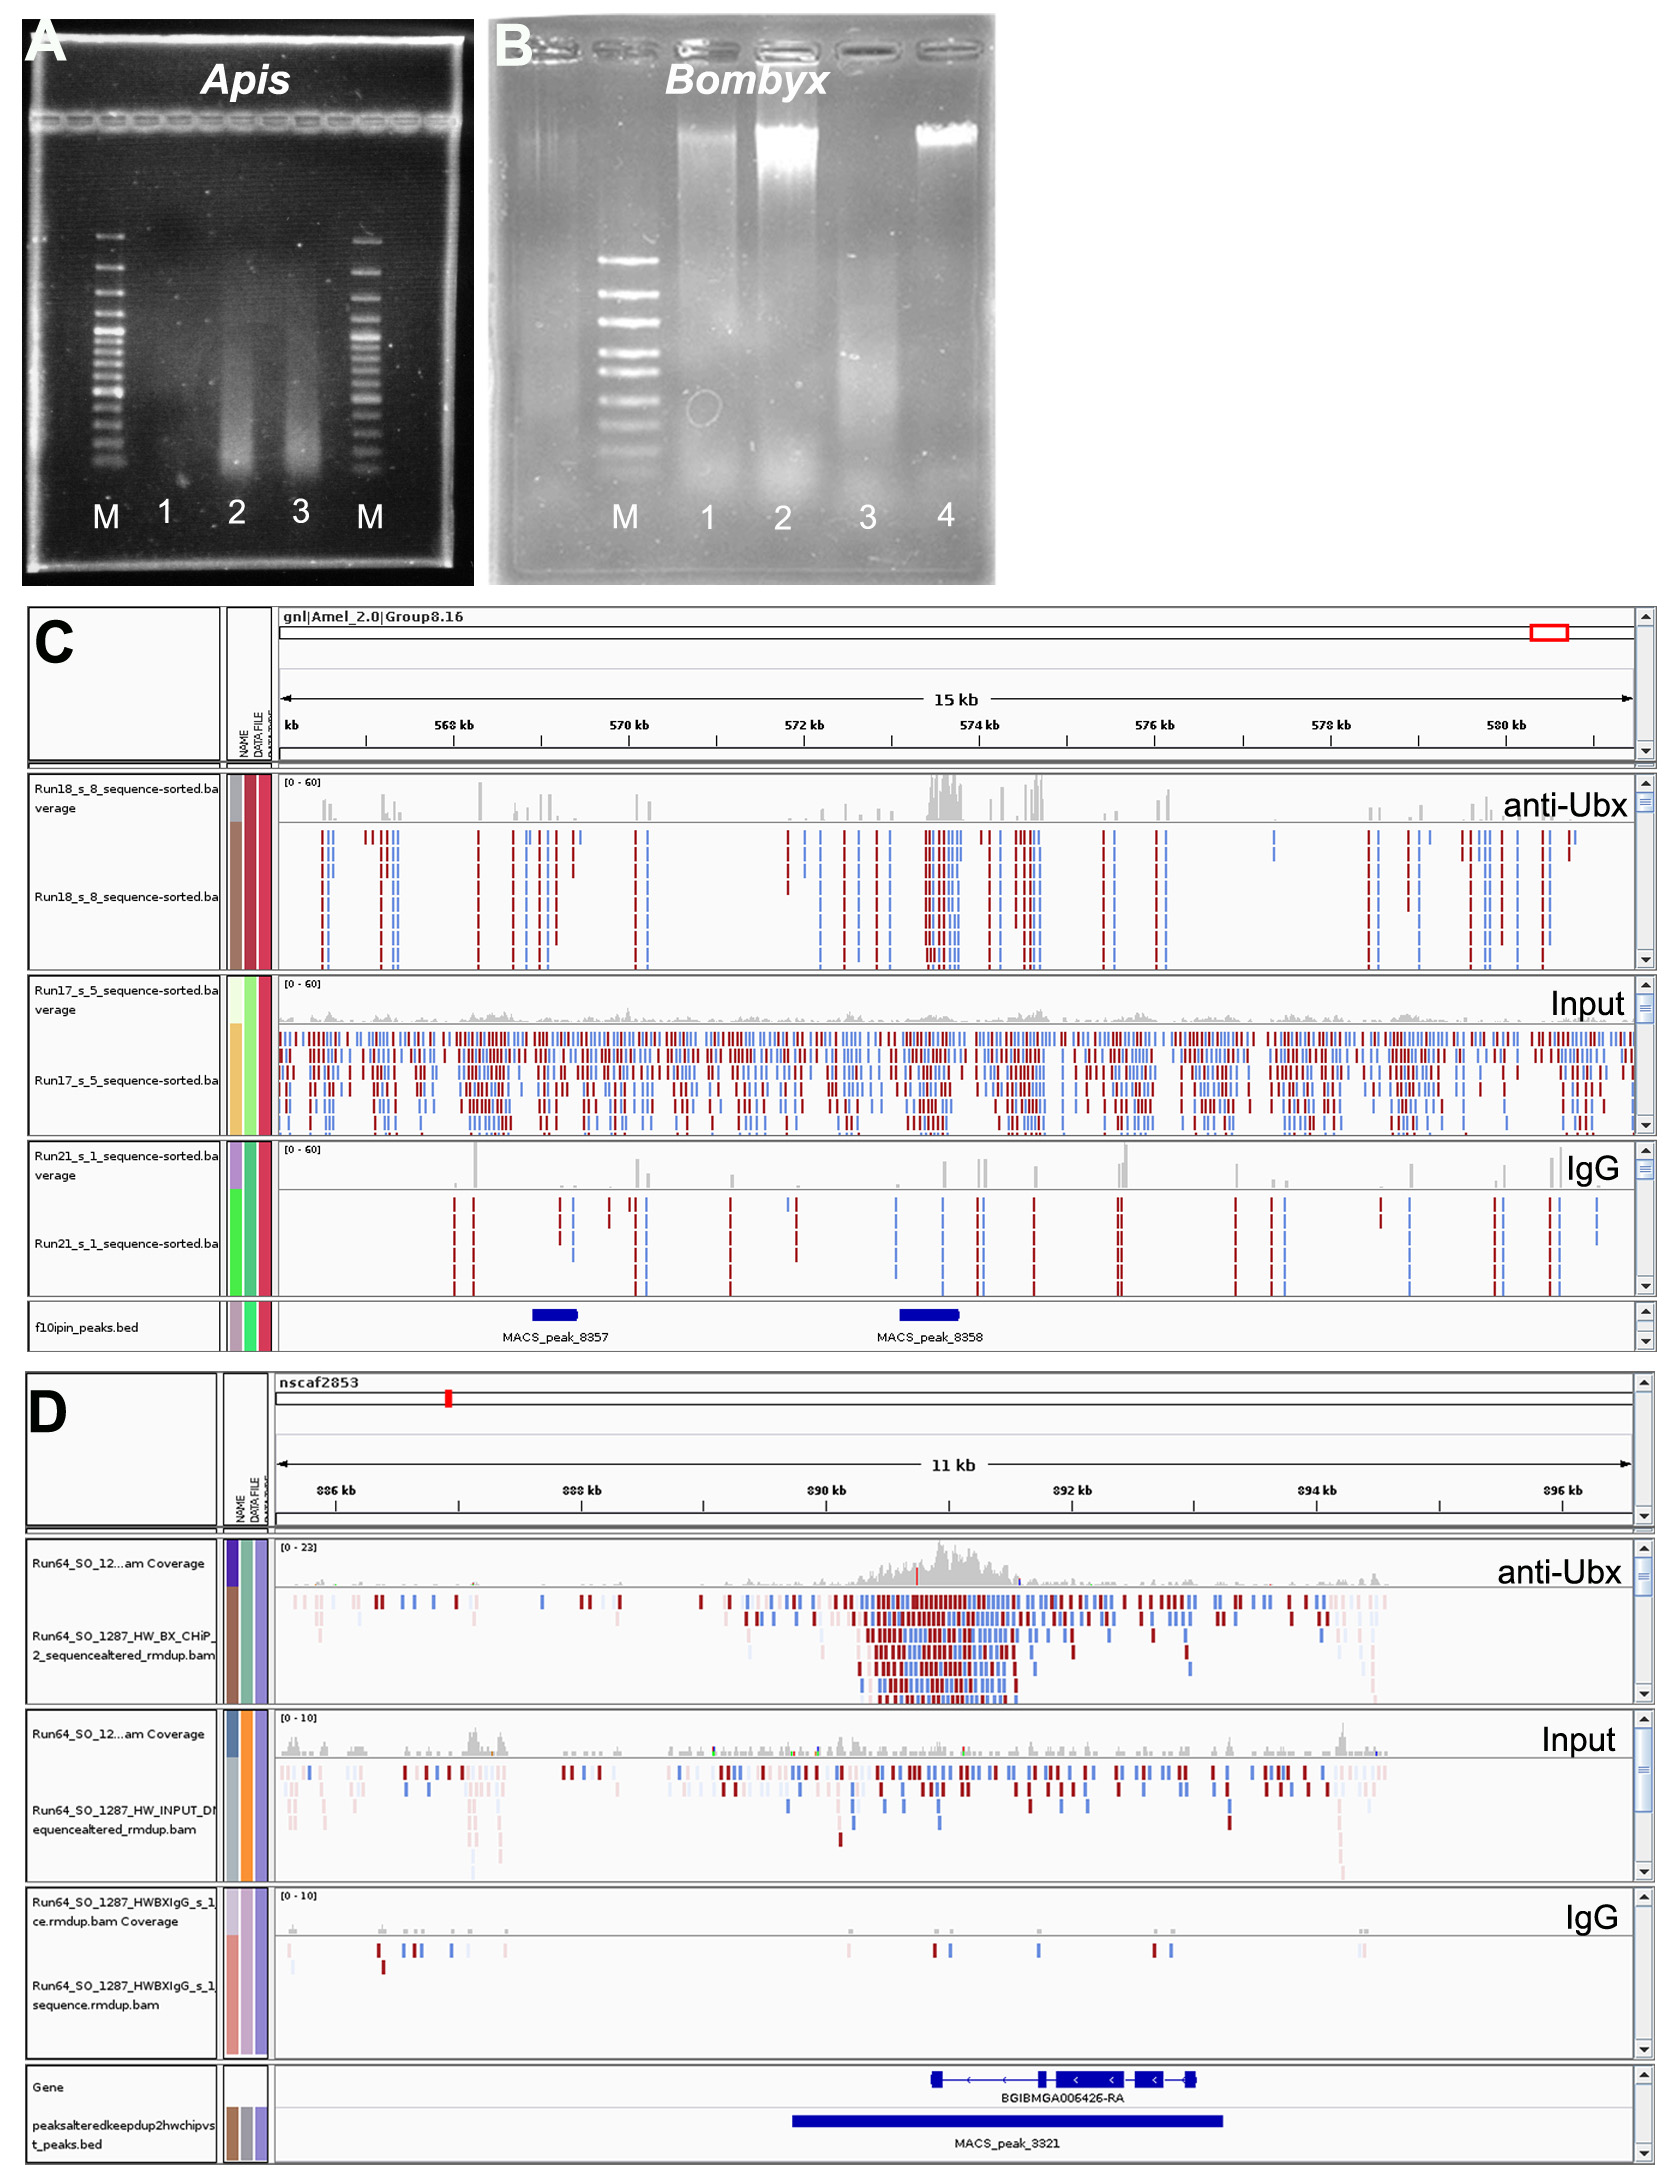
**

**Suppl. Figure 4:** ChIP standardization and data analysis. (A) Standardization of sonication time to shear the chromatin from *Apis* wing buds to 200-500bp long fragments. Lane 1: blank, Lanes 2,3: 10 and 20 min of sonication. Subsequent experiments were with 10min sonication. (B) Standardization of sonication time to shear the chromatin from *Bombyx* wing buds to 200-500bp long fragments. Lanes 1,2,3: 5, 10, 15 min of sonication. Subsequent experiments were with 15min sonication. Lane 4: genomic DNA without any sonication. (C,D) Representative images showing the filtering steps used for identifying peaks from raw sequence files using MACS. Peaks of sequences of fragments pulled down using specific antibodies were compared to peaks obtained for input control and pre-immune IgG control. Only those peaks, which were specific to the experimental ChIP were considered as positive peaks.

**Suppl. Figure 5**

**
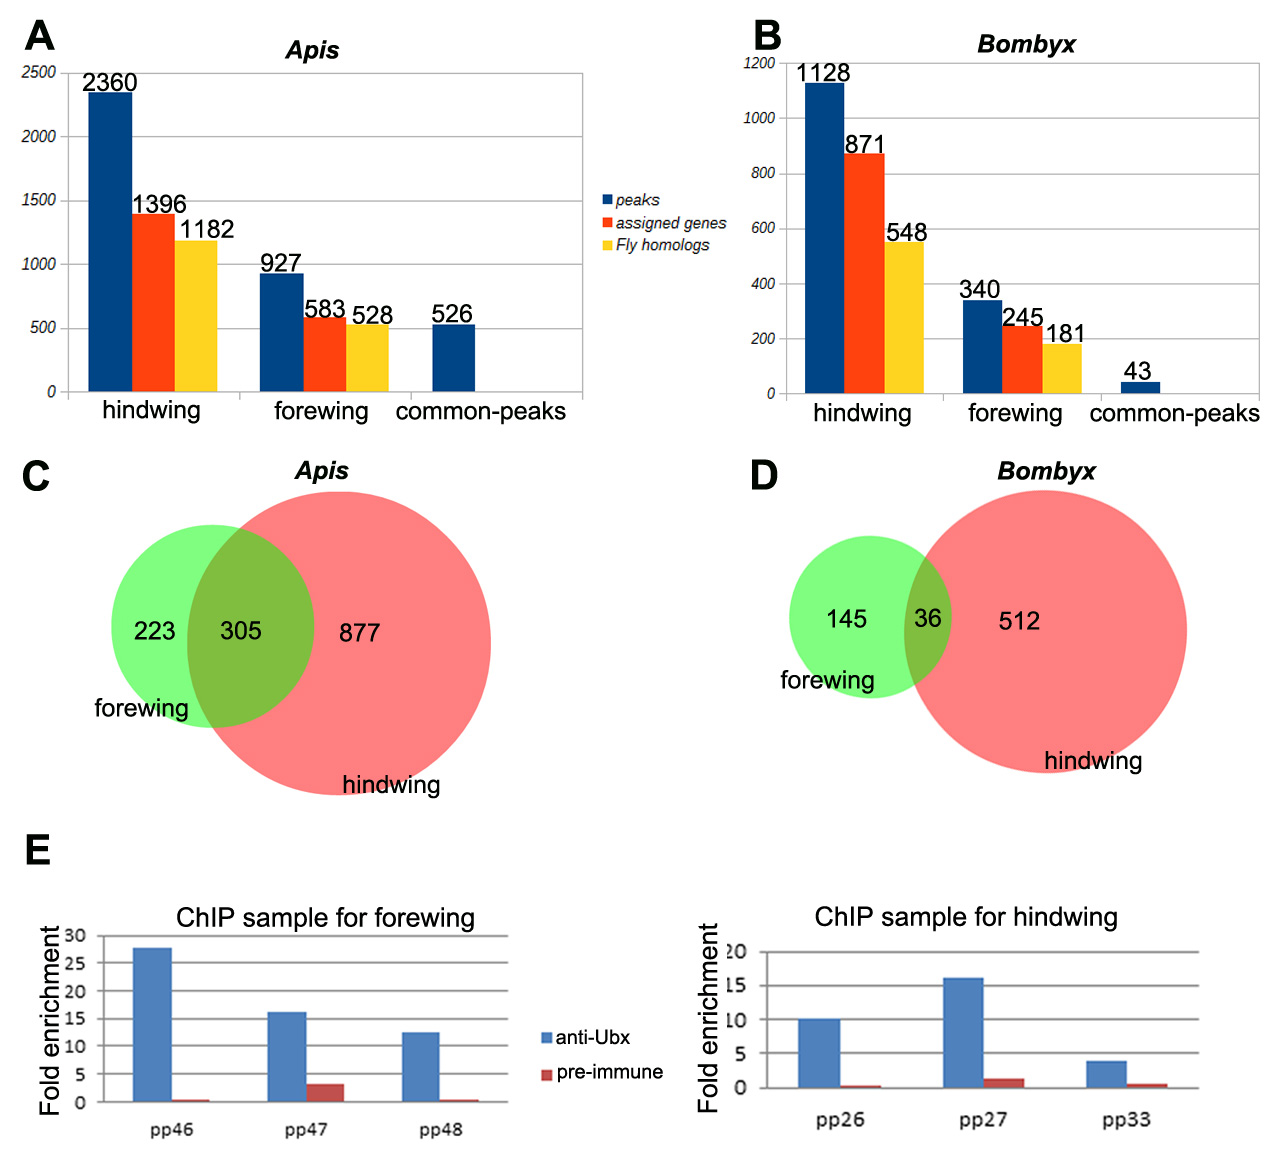
**

**Suppl. Figure 5:** Preliminary analysis of ChIP-seq data. (A, B) Peaks to genes conversion for *Apis* hindwing and forewing (A) and *Bombyx* hindwing and forewing (B). While peaks/corresponding genes common to forewing and hindwing are substantial for *Apis*, they were much fewer for *Bombyx*. (C,D) Venn diagrams showing comparison of targets of Ubx between forewing and hindwing buds of *Apis* (C) and *Bombyx* (D). (E) Validation of few positives of ChIP-seq in *Apis* by ChIP-qPCR. Note all genes show considerable enrichment in DNA fragments in ChIP using anti-Ubx*Apis* antibodies compared to pre-immune control.

**Suppl. Figure 6**

**
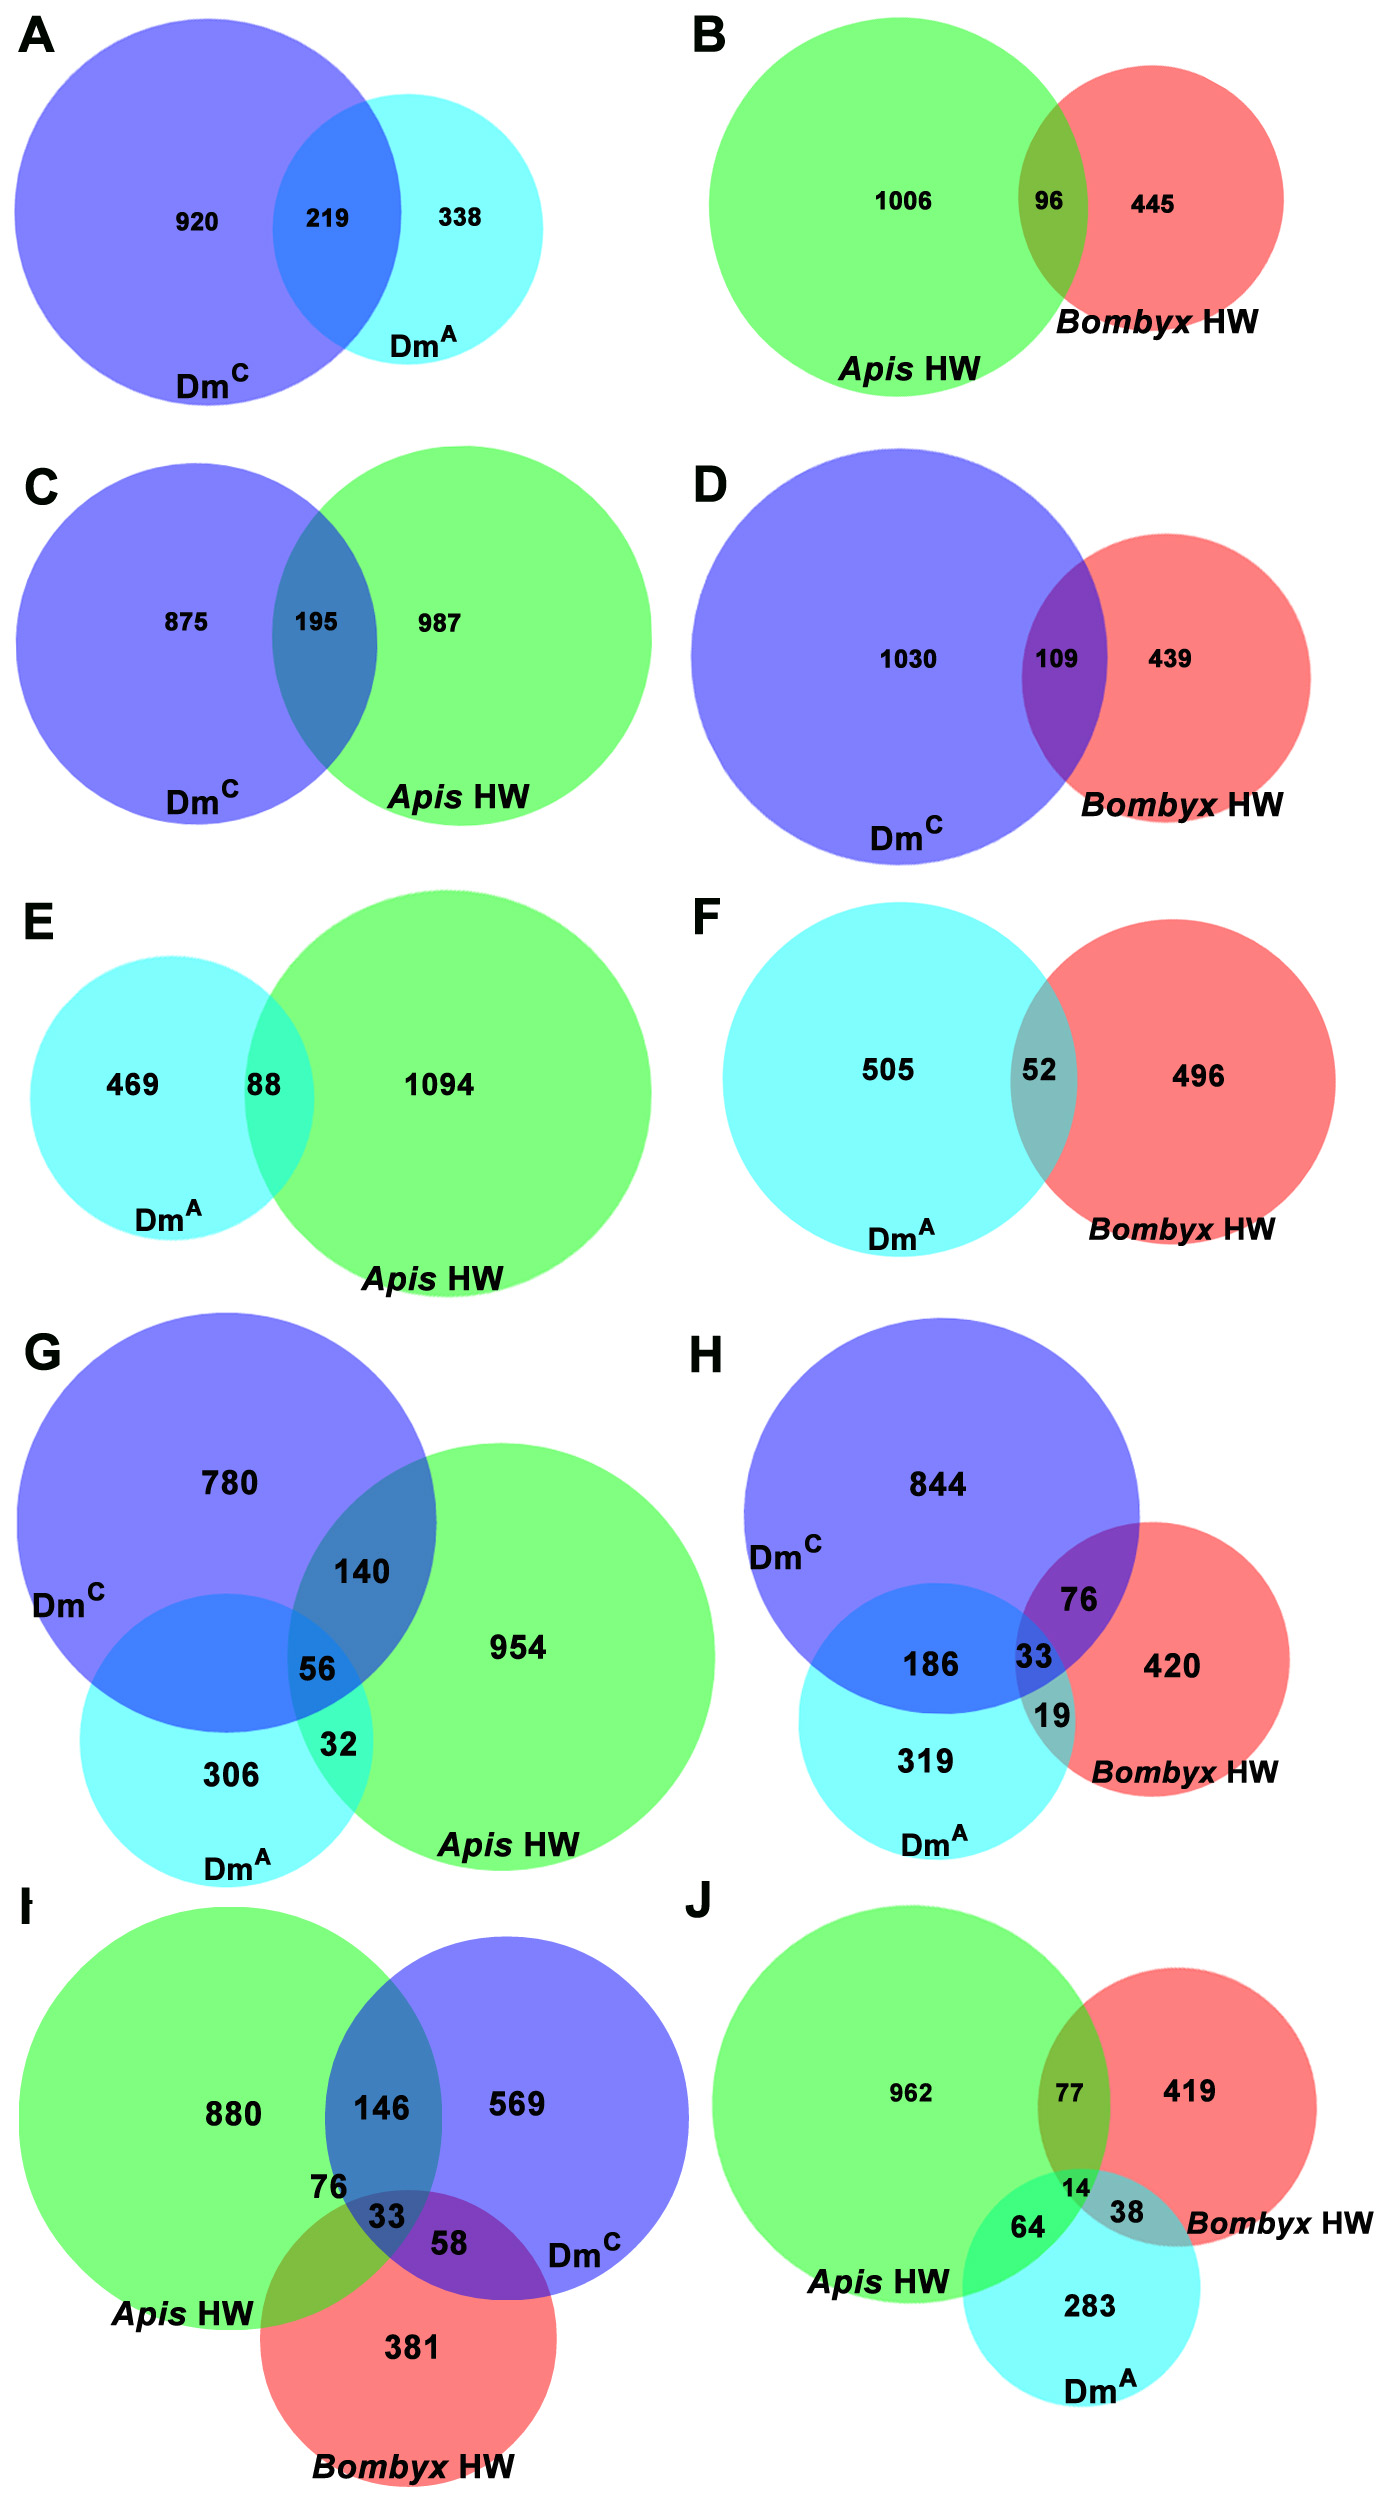
**

**Suppl. Figure 6:** Venn diagrams of comparison of targets of Ubx in *Drosophila*, *Apis* and *Bombyx*. (A) Comparison targets of *Drosophila* Ubx between two studies, Choo et al. (2011; DmC) and Agrawal et al. (2011; DmA). (B) Comparison targets of Ubx in *Apis* and *Bombyx* hindwing buds. (C,D) Comparison between targets of Ubx in *Drosophila* (DmC) and those identified in this report for *Apis* (C) and *Bombyx* (D) hindwing buds. (E,F) Comparison between targets of Ubx in *Drosophila* (DmA) and those and in *Apis* (E) and *Bombyx* (F) hindwing buds. (G,H) Three-way comparisons of targets of Ubx from two studies in *Drosophila* (DmC and DmA) and in *Apis* (G) and *Bombyx* (H) hindwing buds. (I,H) Three-way comparisons of targets of Ubx in *Apis* and *Bombyx* hindwing buds and those in *Drosophila*, either DmC (I) or DmA (H). Numbers of species-specific or common targets are shown on the diagrams. 15-20% of targets of Ubx in *Drosophila* wing disc are common to those in *Apis* and *Bombyx* hindwing buds. Only those targets of Ubx in *Apis* and *Bombyx* hindwing buds, for which orthologues exist in *Drosophila* genome are considered for all comparisons including between *Apis* and *Bombyx*.

**Suppl. Figure 7**

**
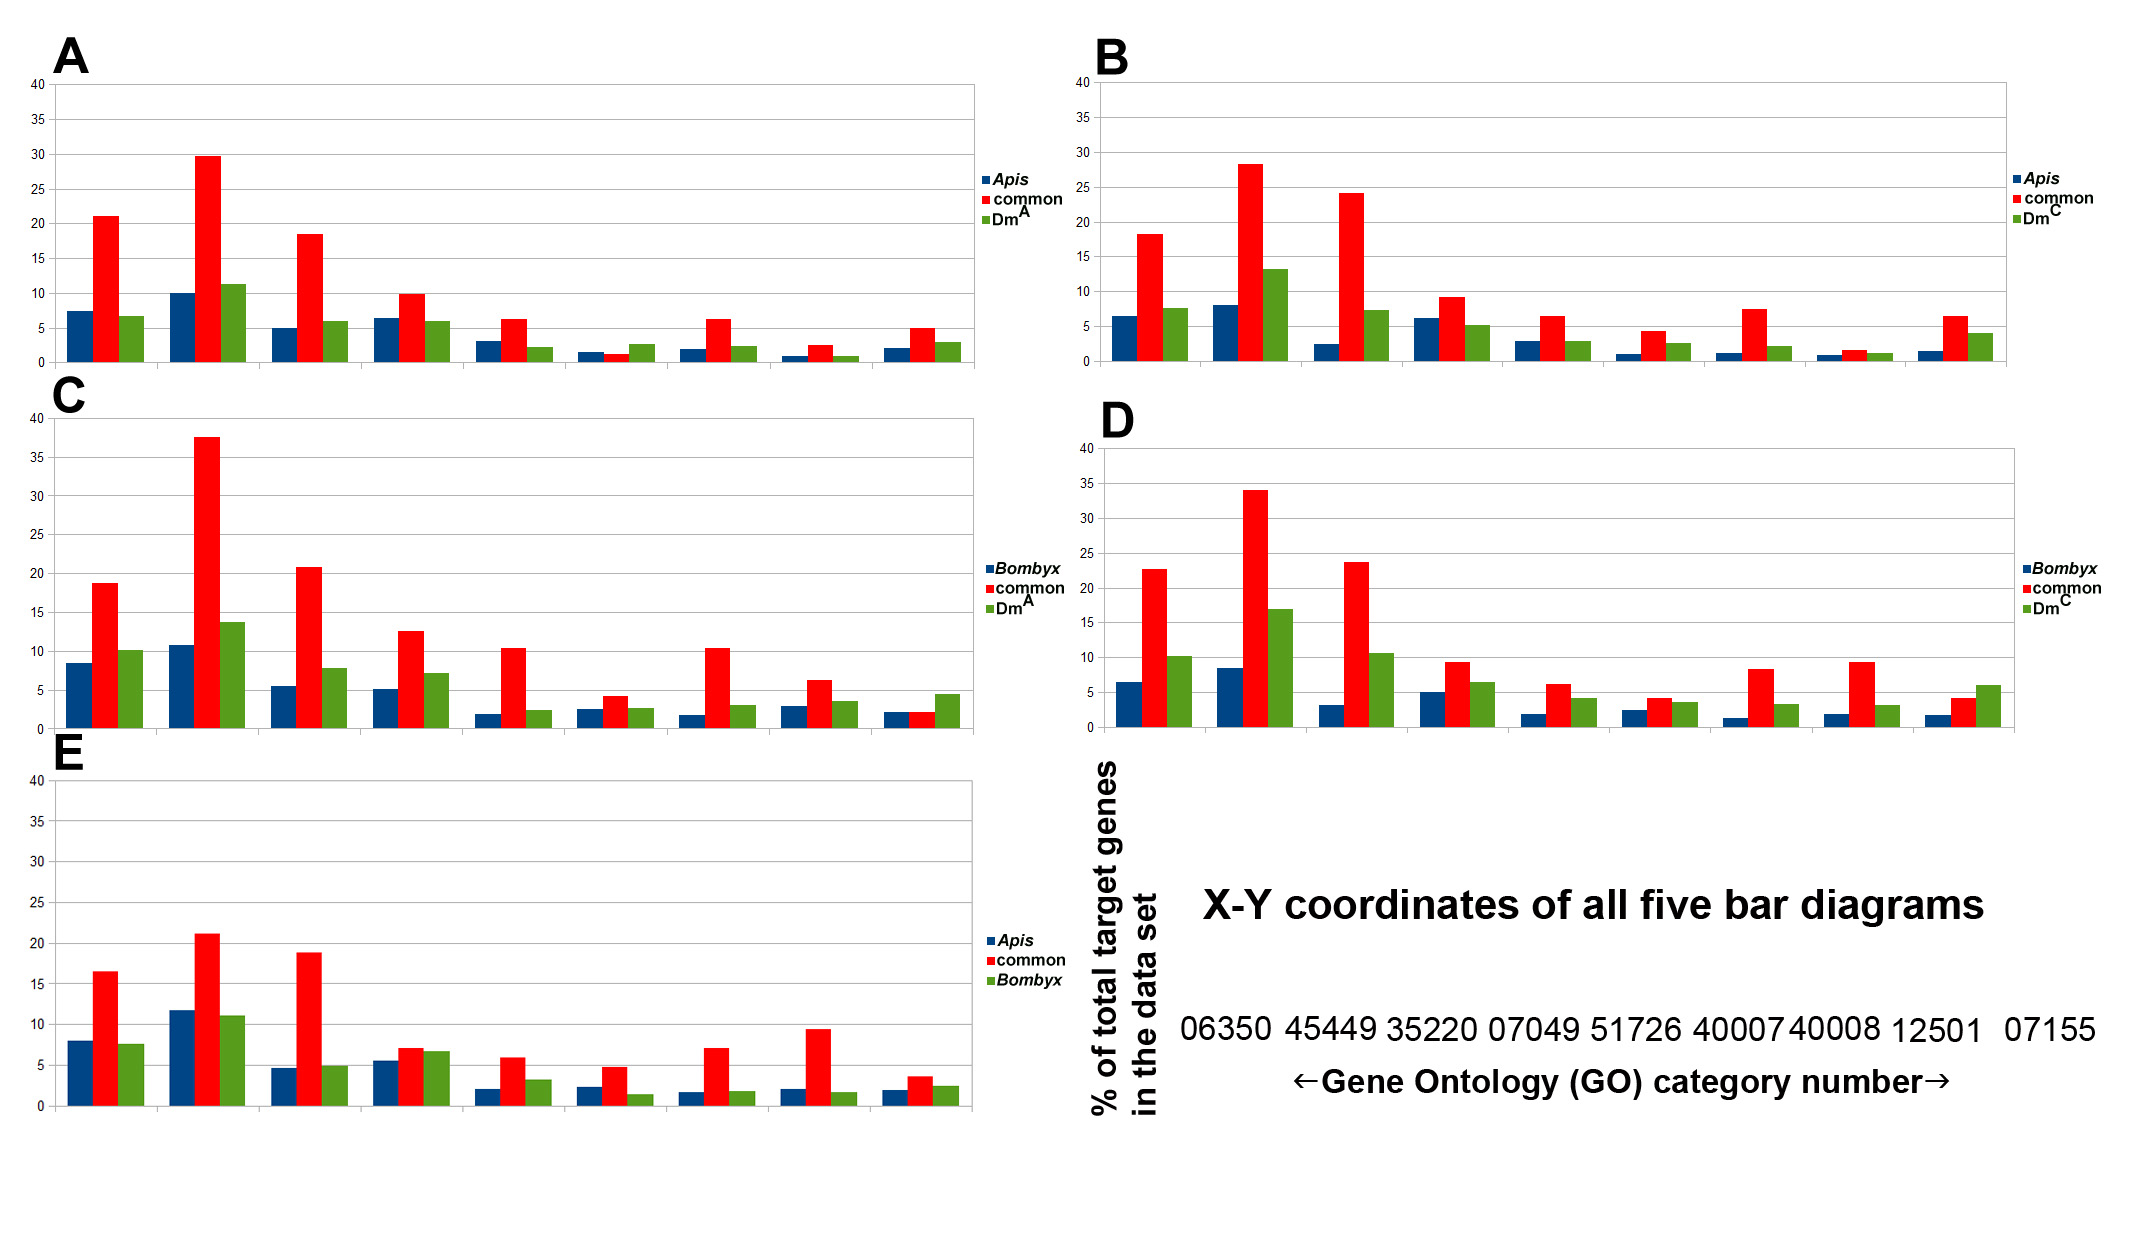
**

**Suppl. Figure 7:** Bar diagrams showing proportion of genes for a given ontological group amongst the targets that are either specific to a given species or common between two species (as indicated on the images). DmC corresponds to targets identified by Choo et al. (2011)9. DmA corresponds to targets identified by Agrawal et al. (2011)2. (A-B) Comparison between *Apis* and *Drosophila*. (C-D) Comparison between *Bombyx* and *Drosophila*. (E) Comparison between *Apis* and *Bombyx*. Gene ontological groups analysed are as follows: GO-06350- transcription; GO-45449- regulation of transcription; GO-35220- wing development; GO-07049- cell cycle; GO-51726 – regulation of cell cycle; GO-40007- growth; GO-40008- regulation of growth; GO-12501- programmed cell death; GO-07155- cell adhesion. Note, proportion of genes implicated in all the functional groups shown here are much higher amongst the genes that are common between any two species compared to species specific targets. Gene ontology is based on the information available for *Drosophila* genes.

**Suppl. Figure 8**

**
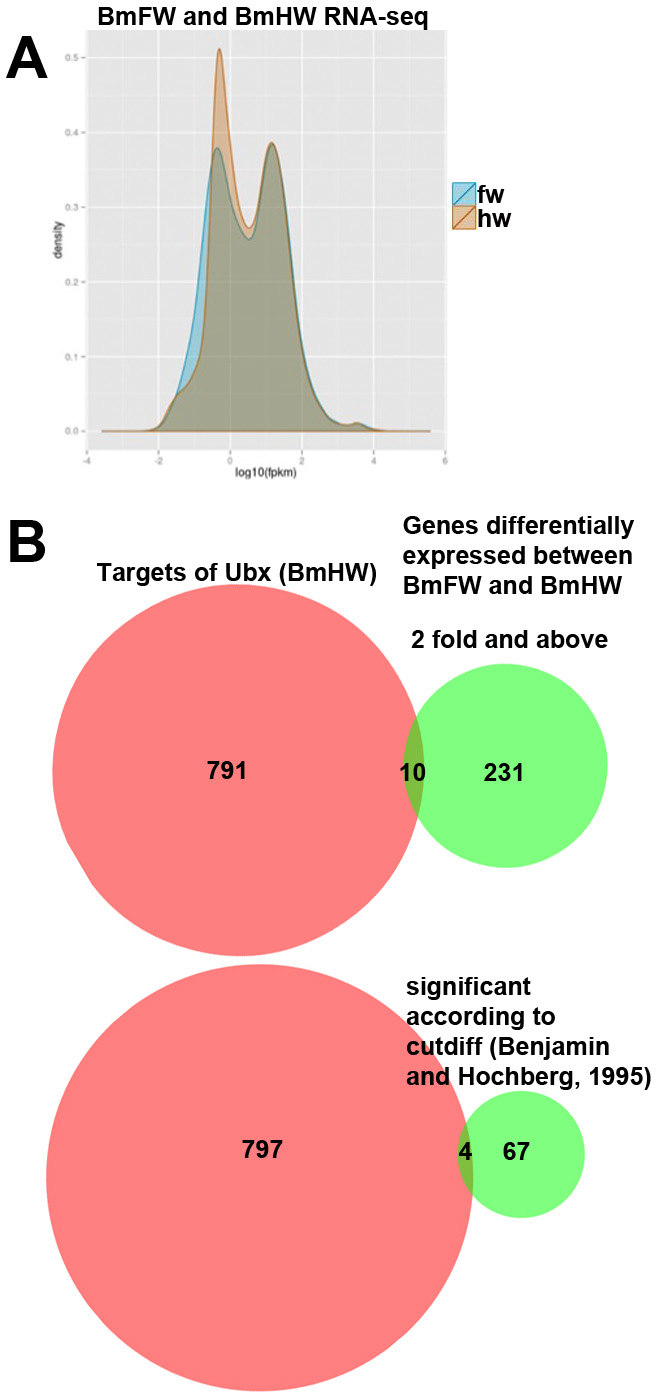
**

**Suppl. Figure 8**: Transcriptome analysis of *Bombyx* forewing and hindwing buds suggests near-identical expression profile of genes between the two wing buds. (A) Graphical representation of total transcripts that are different between forewing (fw) and hindwing (hw) buds. Number of transcripts that show different levels between the two wing buds are marginal. (B) Venn diagrams showing the overlap between direct targets of Ubx identified in this study by ChIP-seq and genes that are differentially expressed between forewing and hindwing buds as determined in this study by RNA-seq. Two different statistical methods were used by the RNA-seq analysis program to identify transcripts (and corresponding genes) whose expression levels are significantly different between the two wing buds.

**Suppl. Figure 9**

**
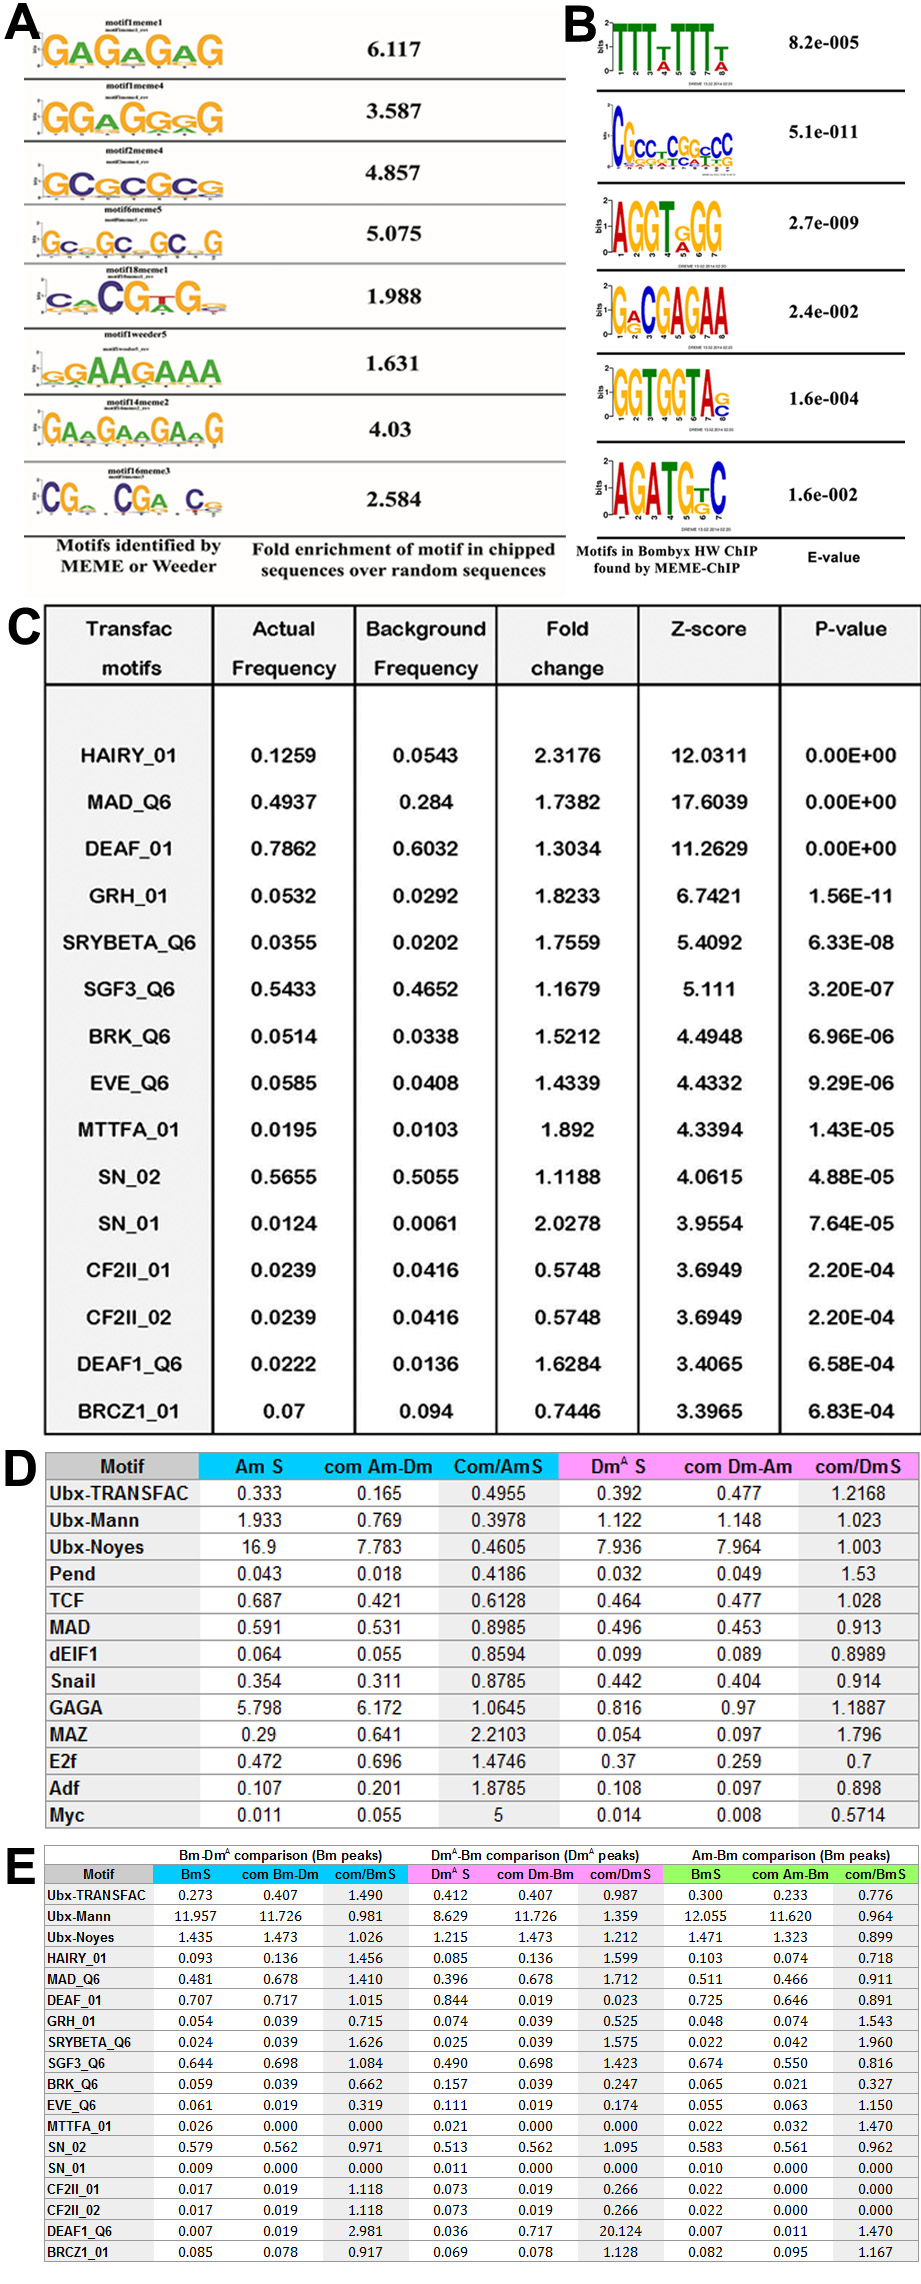
**

**Suppl. Figure 9:** Analyses of putative enhancer sequences of targets of Ubx in *Apis* and *Bombyx* at the levels of motifs recognized and bound by various other TFs, which may function in concert with Ubx. (A) Frequently occurred motifs in the sequences pulled down by anti-Ubx*Bombyx* from *Bombyx* hindwing buds identified by MEME, a de novo method. (B) Enrichment of binding sites for various TFs in the sequences pulled down by anti-Ubx*Bombyx* from *Bombyx* hindwing buds using TRANSFAC. Motifs are based on information available for TFs available in *Drosophila*. Both the methods show enrichment of similar motifs. (C) TRANSFAC analysis done as in B is shown in tabular form. Similar enrichment for binding sites for GAF, Adf-1, E2F etc. is reported for *Drosophila*2. (D,E) Frequency of binding sites for various TFs identified using TRANSFAC as above in the non-coding sequences of targets of Ubx that are *Apis*-specific or *Drosophila*-specific or common to both (D) or *Bombyx*-specific or *Drosophila*-specific or common to both (E). Similar comparison between *Bombyx* and *Apis* is shown in E. All the three datasets for both the insects showed similar frequencies of occurrence of a given TF in the regulatory regions of the targets of Ubx.

**Suppl. Figure 10**

**
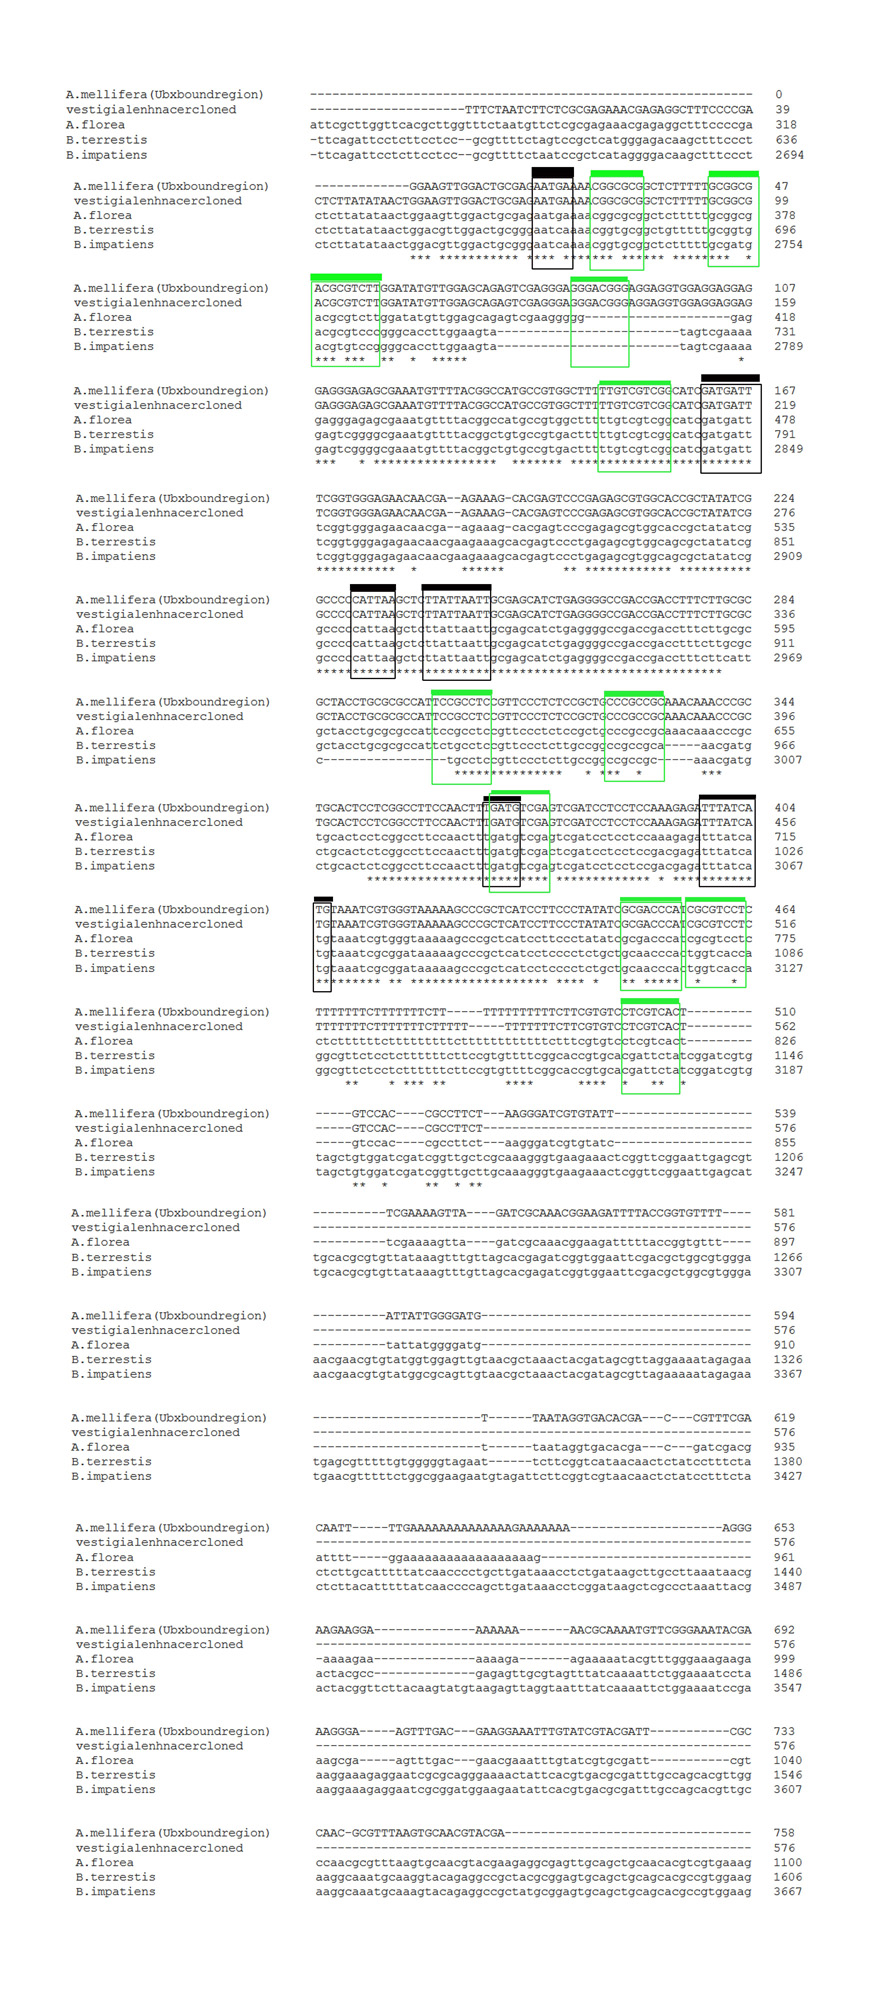
**

**Suppl. Figure 10:** Comparison of sequences of Ubx-bound region in the 4th intron of *vg* gene of different hymenopterans (*A. florea*, *B. terrestis* and *B. impatiens*). A. mellifera_Ubx bound region is the fragment bound by Ubx (as detected by our ChIP-seq study). Vgenhancercloned is the sequence of *vg* enhancer that was cloned and tested experimentally in transgenic flies. Note very high degree of homology of these non-coding sequences amongst the hymenopteran insects. Ubx-binding sites are shown in black and MAD-binding sites in green.

**Suppl. Figure 11**

**
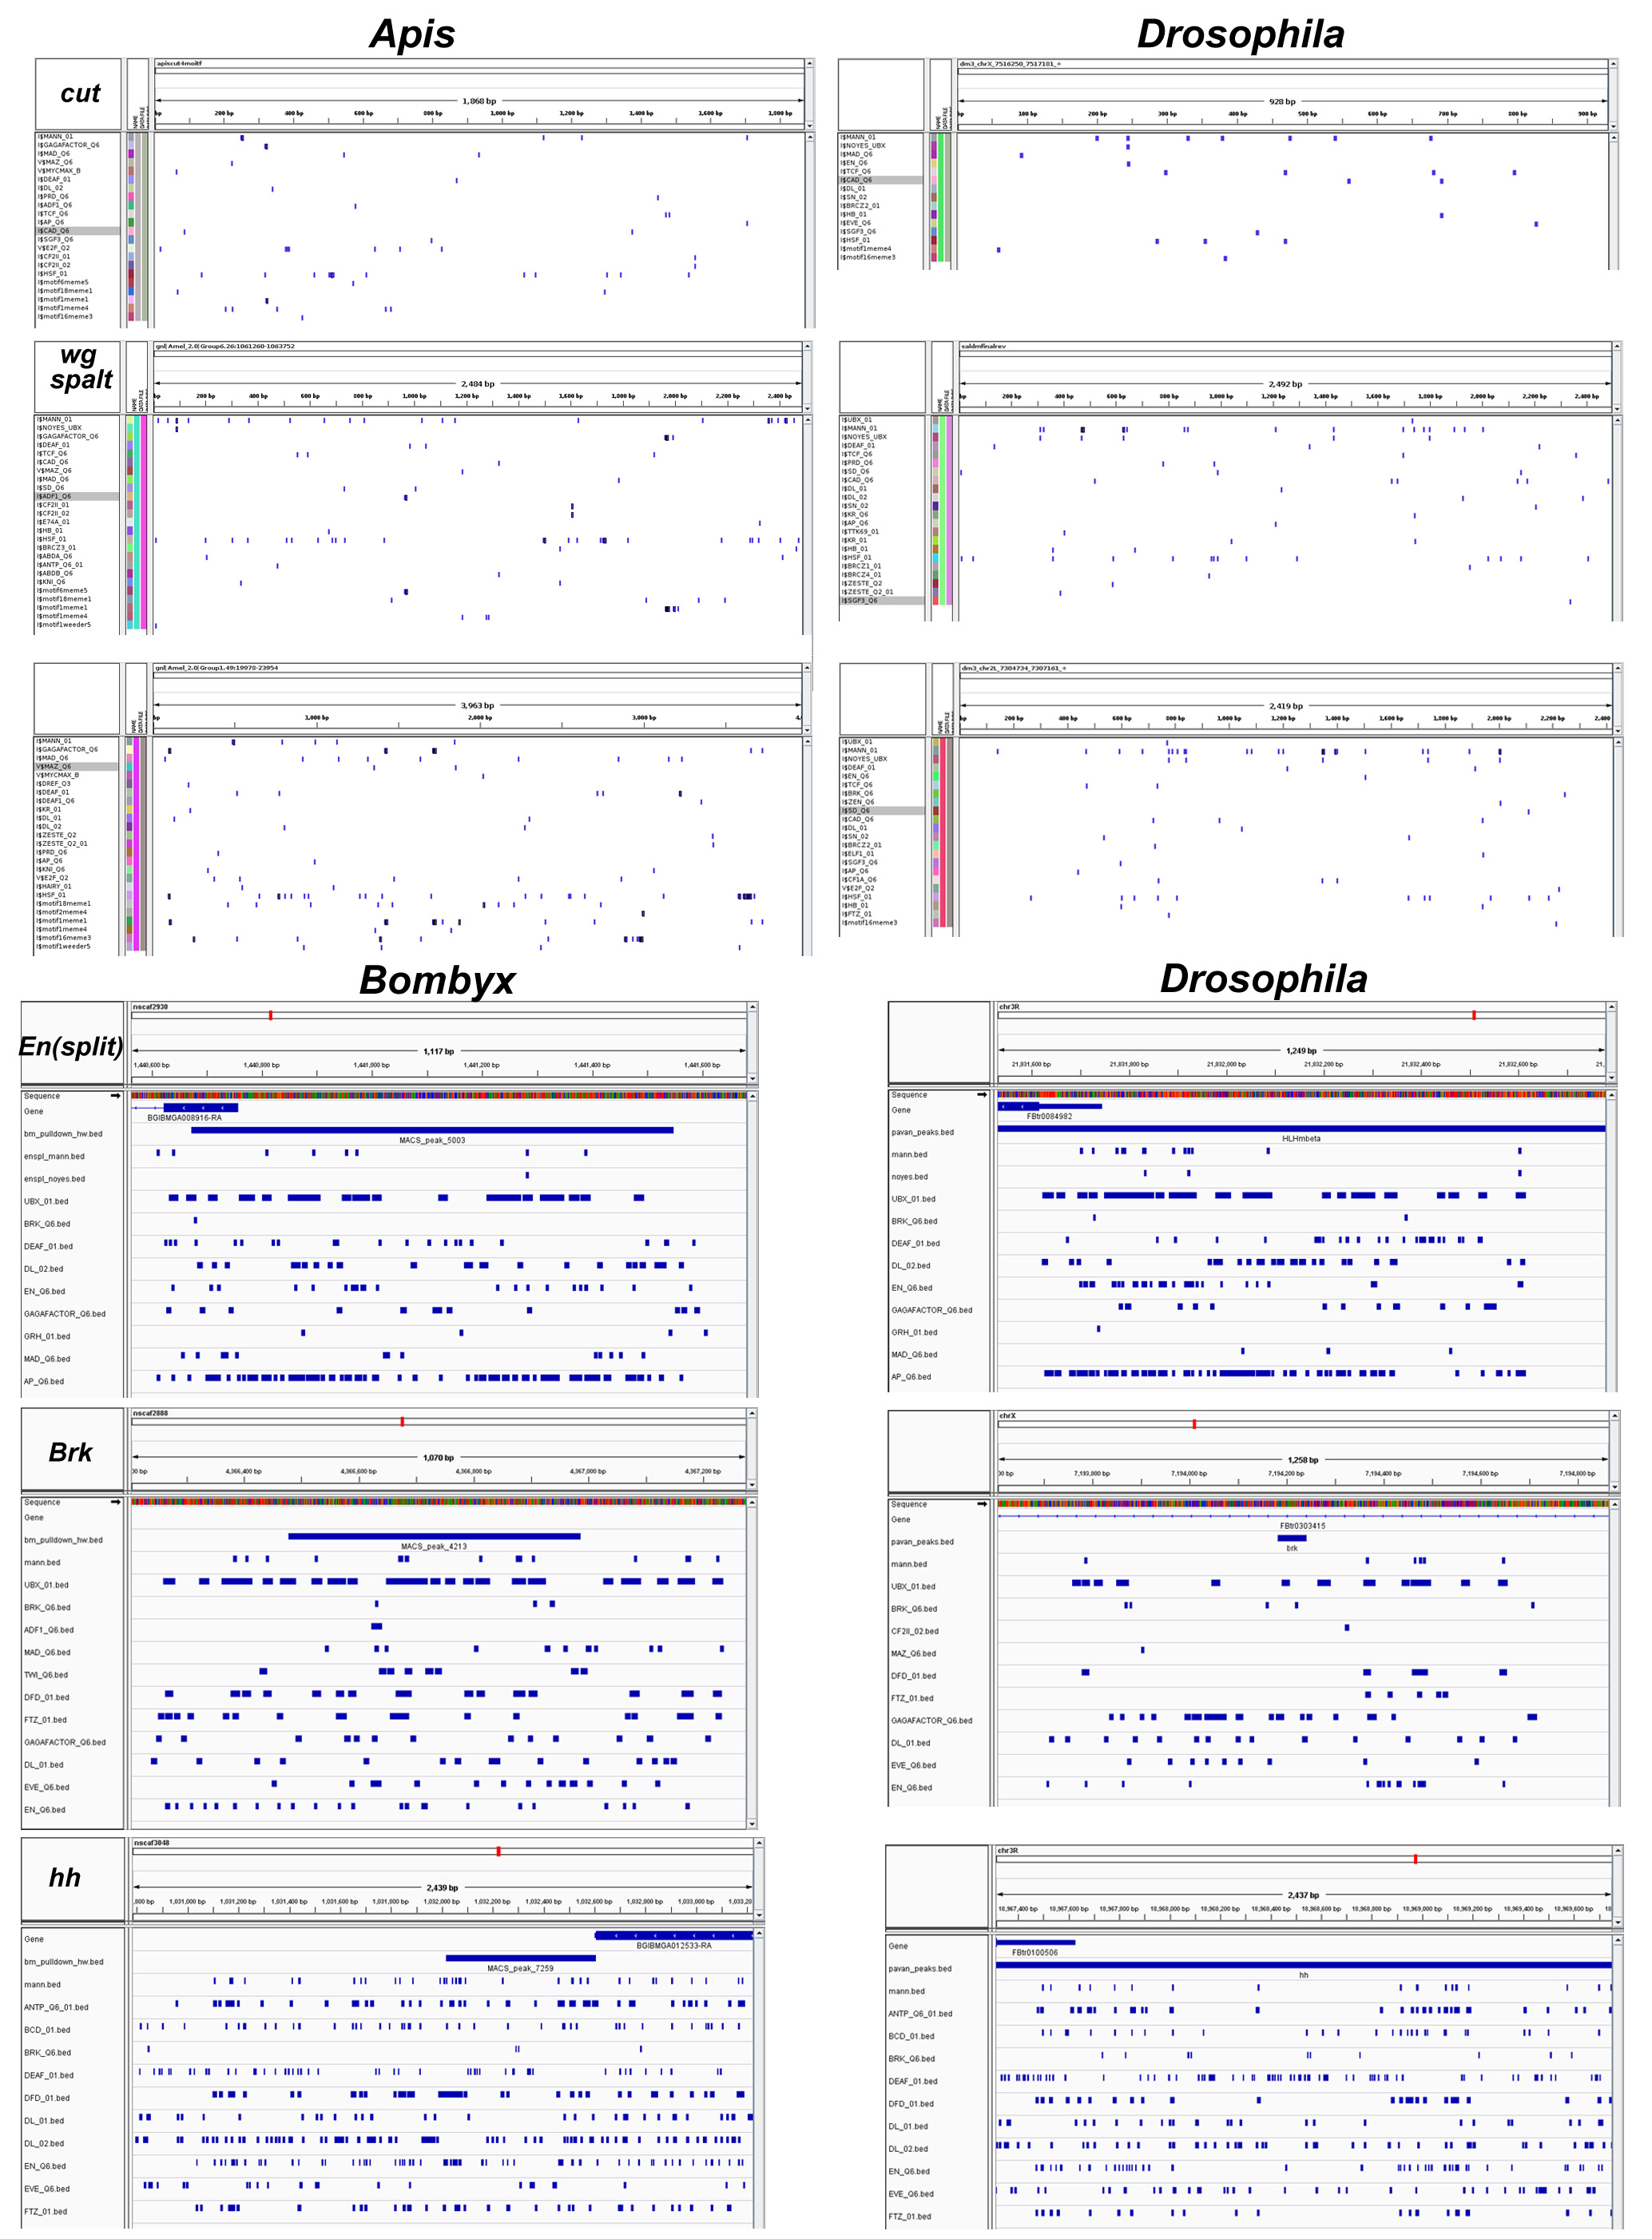
**

**Suppl. Figure 11:** TRANSFAC analyses of regulatory sequences of various targets of Ubx and the comparison of the same between *Drosophila* and *Apis* or *Drosophila* and *Bombyx*. Note a similar array of TFs bind around Ubx binding sites all the species. Few differences observed could be the reason for their differential regulation in *Drosophila* and not in other two species.

How the deposited data were processed for this re-analysis (not part of the article)

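Ubx-bound chromatin of *Apis* was measured by ChIP-seq in fore- and hindwing buds of early 5th instar larvae, with anti-Ubx antibodies and with pre-immune IgG, in 2 replicates each. The condition and the replicate number of each of the 8 libraries were taken from the sample labels, and the numbers of wing buds and the amount of antibody from the paper's Suppl. Text. The labels of 1 hindwing input sample give different replicate numbers in different places, so its replicate number was left open. That sample was used only through the peak lists that the authors made with it. The *Bombyx* samples, the RNA and the qPCR experiments were not analysed here.

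The authors checked the reads with FastQC and called peaks on the aligned reads with MACS, version 1.4 in the paper and 1.4.0rc2 in the file headers, separately in each library and without pooling of replicates. The paper's text does not name the aligner. The headers give a tag size of 36 bp, an effective genome size of 2.29e+08 bp, a band width of 300 bp, a model fold of 10 to 30 and a p-value threshold of 1e-05. The deposited tag count of a peak is the whole number of tags that MACS counted in it after duplicate filtering, without normalization. The deposited fold enrichment is the ratio that MACS computed of the tags at the summit to the number expected from the input, after the authors' run had scaled the larger library towards the smaller one. The deposited score is the p-value of the peak that MACS gave, on a log scale. The FDR is the percent that the authors obtained from MACS by exchanging immunoprecipitated and input tags. The same input was used for the anti-Ubx and the pre-immune library of a wing bud and replicate. The headers also show that no sequencing run was shared by libraries of different replicate numbers, so that replicate and sequencing batch cannot be told apart in these data. The anti-Ubx libraries of both wing buds came from the same run in replicate 1 and from different runs in replicate 2, where wing bud and run cannot be told apart either. A block on the replicate number does not remove that difference.

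Positions were used as deposited, counted from 1 on Amel_2.0 scaffolds. A peak can begin before the first base of its scaffold because MACS extends the tags. Overlap was 1 bp or more. All pre-immune peaks of the same wing bud were subtracted from the anti-Ubx peaks by dropping every anti-Ubx peak that overlapped one. An FDR of at most 1% and a fold enrichment greater than 10 were then asked for in each replicate, as in the paper's Suppl. Text, and the peaks left in both replicates were counted as replicate 1 peaks. The same counts of common peaks came from bedtools 2.31.1. Overlaps were tested against random placements of 1 of the peak lists on its own scaffolds, with a one-sided permutation test. The length of a scaffold was taken from the outermost peaks of all 8 lists, which leaves out ends without a peak. The placement takes no account of how well reads can be aligned at each position. Numbers of peaks were compared on the log2 scale with exact two-sided permutation tests over the 6 assignments of 4 libraries. Such a test cannot give a p-value under 0.333.

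Fold enrichment in the wing buds was compared with limma 3.58.1 in R 4.3.3 on log2 values, without a pseudocount, over regions with a peak in all 4 anti-Ubx libraries. A region was a hindwing replicate 1 peak that overlapped a peak of each other library, and where several overlapped the highest fold enrichment was taken. Adjusted p-values are from the Benjamini-Hochberg method. Because fold enrichment is not a count, no count model was used. The limma step was tested on simulated values for 4520 regions with the spread of the real ones, where it made 5 calls among the unchanged regions and 0 calls when nothing was changed. The overlap step was tested on simulated peaks and found 200 of 200 shared peaks. Of 100 further random placements, 7 had a placement p-value under 0.05. They were drawn in the same way as the placements they were compared with. They therefore do not show how often real unrelated lists would pass. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

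The depth of a library limits the weakest enrichment that can be called in it. The median tag count per peak was 25 and 67 in forewing replicates 1 and 2 and 32 and 50 in hindwing replicates 1 and 2. Peaks held 22.9% and 31.2% of the filtered forewing tags and 31.9% and 37.7% of the filtered hindwing tags. The deposited lists hold called peaks only, so the tags at a place without a peak are not known. The tags carry no molecular identifiers, so tags at the same position are not independent molecules.

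The pairing of replicates comes from the replicate numbers in the labels. A result with the number as a block is given beside the result without it. The choices tried otherwise were the subtraction of the pre-immune peaks, the thresholds, the overlap that counts as shared, the way of counting common peaks, the scaling between libraries and leaving out each replicate. The regions named in the text were chosen by a rule set before the data were examined. They are every *Apis* region that the paper gives by its coordinates or shows with coordinates in a figure, and the 3 hindwing and the 3 forewing common peaks with the highest fold enrichment, ranked by the lower of the replicates. The numbers of putative target genes and the density of Ubx motifs in peaks were planned but not computed, since they need a genome and an annotation of Amel_2.0 and these were not used here.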

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

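Of the tests in this part, only the test of sequencing depth was chosen after the result was seen.

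In forewing buds, fewer peaks had a fold enrichment over 20 with anti-Ubx than with pre-immune IgG. The anti-Ubx libraries had 408 and 607 such peaks and the pre-immune libraries 1518 and 839. Hindwing buds went the other way, with 1232 and 983 peaks for anti-Ubx and 958 and 487 for pre-immune IgG. This drew attention because both forewing anti-Ubx libraries lay below both pre-immune libraries, and both hindwing anti-Ubx libraries lay above theirs. The mean log2 difference of anti-Ubx and pre-immune was -1.18 in forewing and 0.69 in hindwing (exact two-sided permutation test, p = 0.333 in each, the smallest that 2 libraries against 2 can give). The log2 differences of the wing buds were 1.87 apart, and this distance was not tested. Stacks of duplicate tags were examined first, since a few positions with many copies could give a high fold enrichment in a shallow library. Leaving out all peaks whose tag count was a multiple of the duplicate limit left the forewing log2 difference at -1.14. Peaks at exact multiples alone thus did not make up the difference. The filter also drops peaks without stacks and can keep stacks with other tag counts. Whether stacks of duplicate tags gave the difference therefore cannot be decided from it. The number of tags after duplicate filtering was higher with anti-Ubx than with pre-immune IgG in both wing buds, by a log2 ratio of 0.83 in forewing and 1.43 in hindwing. A depth effect acting alone and in a single direction would have moved the peaks of both wing buds the same way, and they moved in opposite ways. The enrichment scale of the libraries and the sequencing runs were not tested for this pattern, so wing bud was not shown to be its source.

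A peak was called in all 4 anti-Ubx libraries and in none of the 4 pre-immune libraries at 1467 regions that are outside the common peaks of both wing buds. The paper restricts its analysis to peaks past the 10-fold threshold and does not report on these regions. They were counted as hindwing replicate 1 peaks, of which 10974 had no pre-immune peak and were outside the common sets. In the controls, 33 hindwing replicate 1 pre-immune peaks were found in all 4 pre-immune libraries and in no anti-Ubx library. Of the 1467 regions, 472 (32.2%) were at or below 10-fold in every anti-Ubx library. The median of the lowest fold enrichment was 5.99 and the median of the highest was 11.5. Chance overlap was tested by placing the peaks of the other 3 anti-Ubx libraries at random on their scaffolds. This gave 25.4 regions on average and 45 at most (one-sided permutation test, p = 0.0001, the smallest possible). Unplaced scaffolds, where repeats may gather reads, held 20.1% of the regions, and 22.8% of all hindwing replicate 1 peaks. Random placement thus did not reach the observed count, and the regions did not gather on unplaced scaffolds. The placement takes no account of how well reads can be aligned at each position. The pre-immune replicates also overlapped each other more than placed peaks did. Repeats on the placed scaffolds were not tested. Chromatin that is recovered by any antibody was tested only through the pre-immune lists, each from a library with fewer filtered tags than the anti-Ubx library of the same wing bud and replicate. No difference between the wing buds enters this count, so no biological explanation was tested.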

How the results depend on the processing

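Except where stated, the alternatives were set before the data were examined. Hindwing buds had more common peaks than forewing buds under all of them, with 1.65 to 2.80 hindwing common peaks for each forewing common peak, against 2.56 as reported. This does not hold for a comparison chosen after seeing the data, in which the thresholds were replaced by equal numbers of peaks with the highest fold enrichment. With 500 or 1000 peaks from each library, hindwing buds had fewer common peaks than forewing buds.

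The counts of common peaks were 2310 in hindwing, 901 in forewing and 511 shared. They moved most with the fold enrichment threshold. With a fold enrichment greater than 20 they were 230, 113 and 30, and with no such threshold they were 8548, 4168 and 2822. With the FDR and fold enrichment thresholds applied to replicate 1 only, the hindwing count was 3732 and the shared count 860. With the thresholds applied to replicate 2 only, the counts were 3863, 1856 and 1057. Without pre-immune subtraction the forewing count was 1431 and the shared count 976. Across the counts that each left out one replicate, they ranged from 4352 to 4947 in hindwing, from 1678 to 2991 in forewing and from 924 to 1610 shared, since peaks then did not have to be in both replicates. The cause of the other changes was not tested. All remaining alternatives kept each count within 1.5 times the reported one, for 11 alternatives in each of the 3 counts. One of these 11, counting the stretches covered by both replicates, was chosen after seeing the data and gave 2326, 918 and 512. The block on replicate number, with only the same-numbered pre-immune library subtracted, is also among them.

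The log2 difference in peaks per library between hindwing and forewing was positive under all 5 alternatives, from 0.15 to 0.55 in the fits that each left out one replicate, and reached 1.14 for peaks over 20-fold. Anti-Ubx libraries had more peaks than pre-immune libraries in hindwing under all 5 alternatives (log2 difference 1.45 as reported, and 0.69 to 1.64 otherwise). In forewing the log2 difference was 0.45 as reported (exact permutation test, p = 0.667) and with the replicate block, and it reversed to -0.35 for peaks past the FDR and 10-fold thresholds and to -1.18 for peaks over 20-fold. It ranged from -0.36 to 1.26 across the fits that each left out one replicate, so the direction of this comparison rests on which forewing replicate is used. No p-value under 0.333 was possible in any of these comparisons, and their directions are descriptions of these libraries.

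Of the 4520 regions with a peak in all 4 anti-Ubx libraries, 2 passed the adjusted threshold in limma as reported. None, 0 regions, passed with the replicate block, where 386 had an unadjusted p-value under 0.05. Again 0 passed with each library centred on its median (243 unadjusted), with log2 tags in place of fold enrichment (5 unadjusted), and among the 1002 regions over 10-fold in all 4 libraries (63 unadjusted). With an overlap of 50% of both peaks, 1 region passed out of 3240. Leaving out the regions that overlap a pre-immune peak gave 2 regions out of 2983. No adjusted p-value is given with a replicate left out, since 1 library per wing bud is then left. The median log2 difference was 0.22 as reported, and -0.0413 with each library centred on its median, a scaling that brings it near 0 by design. It ranged from 0.0904 to 0.40 across the fits that each left out one replicate. The other alternatives kept it between 0.11 and 0.23, but its sign was not the same in both replicates under all of them. With log2 tags it was 0.64 in replicate 1 and -0.385 in replicate 2. Among the regions over 10-fold in all 4 libraries it was 0.44 and -0.0206. It was positive in both replicates with the replicate block, with the 50% overlap, and without the regions overlapping a pre-immune peak.

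Other ways of counting the numbers of putative target genes in each wing bud and of measuring the density of Ubx motifs were set out beforehand but not run. Among the anti-Ubx libraries, forewing replicate 1 had the fewest tags after duplicate filtering, but the limit set by the depth was not measured. The lowest fold enrichment of a called peak was 3.13 in forewing replicate 1 and 3.21 in hindwing replicate 1. It was 2.81 in forewing replicate 2 and 2.89 in hindwing replicate 2. The absence of a peak in forewing replicate 1 limits every count of common forewing peaks and of shared peaks.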

Differences from the paper's values

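The paper states that part of the hindwing peaks common to both replicates was lost at the FDR threshold. In the deposited lists every hindwing anti-Ubx peak had an FDR of at most 0.66%, and the number of common hindwing peaks was 8548 both before and after the FDR threshold.

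The legend of Fig. 7 names GCTGCCCGCCGC as the MAD1-binding site of the *Drosophila* genome and GCCGTCGC as that of the *Apis* genome, the reverse of the paper's main text. In the enhancer sequences of the Suppl. Text, GCTGCCCGCCGC had 1 match in *Apis* and 0 in *Drosophila*, and GCCGTCGC had 1 match in *Drosophila* and 0 in *Apis*.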

Other observations

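Of the tests in this part, 3 were written down before their results were seen, which are the test of duplicate stacks within the hindwing common peaks, the test with equal numbers of peaks of the best score, and the test of the 10-fold threshold. All others were chosen, or the reading of their outcome was set, after the result was seen.

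The larger number of common peaks in hindwing buds was set against technical explanations. The hindwing to forewing ratio of tags after duplicate filtering was 1.32 in replicate 1 and 0.661 in replicate 2, while the ratio of peaks past the thresholds was 2.59 in replicate 1 and 1.65 in replicate 2. A depth effect acting alone and in a single direction would not raise the hindwing number in both replicates. Whether the low depth of forewing replicate 1 adds to the size of the difference was not tested. Without any pre-immune subtraction there were 2.26 hindwing common peaks for each forewing common peak, so an unequal subtraction did not account for it either. The libraries also differ in the scale of their fold enrichment, so that the 10-fold threshold keeps more peaks of 1 library than of another. Without a fold enrichment threshold the ratio of common peaks was still 2.05, so this threshold did not account for the direction. When the same number of peaks with the highest fold enrichment was taken from every library, the hindwing to forewing ratio of common peaks was 0.785 with 500 peaks, 0.897 with 1000, 1.10 with 2000 and 1.29 with 5000. Equal numbers also remove a true difference in the number of bound sites. The enrichment scale may also enter through the number of peaks that are called in each library, and in this respect the larger hindwing number cannot be told apart from it. The number of buds also differed, with 120 hindwing against 100 forewing buds for each replicate. It goes with the wing bud in both replicates, and its effect on the number of peaks was not tested. A difference in the level of Ubx, as the paper proposes, was not tested by these data.

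Most hindwing common peaks that lacked a forewing common peak had an anti-Ubx peak in at least 1 forewing replicate. A forewing anti-Ubx peak of either replicate overlapped 91.6% of them, 1646 in number, against 416 on average and 476 at most when the forewing peaks were placed at random (one-sided permutation test, p = 0.0001, the smallest possible). The median of the highest forewing fold enrichment at these places was 10.6. In forewing replicate 1 a peak overlapped 51.9% of them and in replicate 2, the deeper library, 88.7%. In the other direction, a hindwing peak overlapped 98.7% of the forewing common peaks without a hindwing common peak, and the median of the highest hindwing fold enrichment there was 15.7. The 10-fold threshold alone accounted at most for the smaller part of the hindwing peaks. A forewing peak in both replicates that was not over 10-fold in both was found for 42.8% of them, no peak in 1 or both replicates for 51.0%, and peaks over 10-fold in both for 6.24%. For the forewing peaks these shares were 70.5%, 13.8% and 15.6%. Where both replicates of the other wing bud had a peak, the mean log2 fold enrichment was lower in the other wing bud for 92.8% of the hindwing and 76.5% of the forewing peaks. The peaks were chosen for a high fold enrichment in their own wing bud, which favours this direction by itself, so it shows no difference between the wing buds. The missing forewing calls were thus mostly those of replicate 1. A lack of binding in the forewing, acting alone, would leave both replicates without a peak. Only 150 of the 1796 places had a peak in neither, which argues against such a lack for most of them. Whether binding was weaker in the forewing, so that the deeper library detected it more often, was not tested.

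The numbers of tags in peaks piled up at multiples of the duplicate limit. In forewing pre-immune replicate 1, peaks with a multiple of 3 tags were 2.71 times as frequent as peaks with the neighbouring tag counts, and 50.2% of its peaks had exactly 9 or 12 tags. The same ratio was 2.02 in hindwing pre-immune replicate 2, 1.42 in forewing anti-Ubx replicate 1, 1.41 in hindwing pre-immune replicate 1 and 1.28 in hindwing anti-Ubx replicate 1. It was 1.15 in forewing pre-immune replicate 2, 1.06 in hindwing anti-Ubx replicate 2 and 0.998 in forewing anti-Ubx replicate 2. The ratio was taken at multiples of each library's own duplicate limit. That limit was 2 in hindwing pre-immune replicate 1 and 3 in every other library. The 1.41 therefore compares even with odd tag counts and is not strictly comparable with the other ratios. This measure replaced a plain share of multiples after the data had been seen. Over the 8 libraries, including the one with the limit of 2, it rose with the share of duplicate tags (Spearman's rho 0.905, exact permutation p = 0.00456, Benjamini-Hochberg adjusted 0.00913 for 2 relations). Pearson's r was 0.570 (exact permutation p = 0.146, adjusted 0.146). Without the 2 libraries farthest from the median duplicate share, rho was 0.829 (exact permutation p = 0.0583, n = 6) and r was 0.696 (exact permutation p = 0.122, n = 6). The relation no longer passed 0.05 without these libraries, and each replicate number, which stands for separate sequencing runs, has 4 libraries, too few to test it within. A candidate explanation is that positions filled to the duplicate limit make up many weak peaks in libraries with few distinct fragments. Among the hindwing common peaks the replicate 1 tag count was a multiple of 3 in 34.5% of cases. This was lower than the 38.2% among all peaks of hindwing anti-Ubx replicate 1 and close to the 33.3% of even spread. The common peaks also held more tags, with a median of 63 against 32 in the whole library. Stacks mixed with other tags need not give a multiple of 3. Whether the common peaks hold fewer stacks therefore cannot be decided from this share. No biological explanation was tested.

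Forewing replicate 1 had more pre-immune than anti-Ubx peaks, by a ratio of 1.28, and all of these pre-immune peaks were listed with an FDR of 0%. Exchanged labels were tested by overlap with the anti-Ubx peaks of the other 3 libraries. That overlap held 27.6% of the pre-immune and 60.5% of the anti-Ubx peaks, a ratio of 0.457, which goes against an exchange. Without peaks whose tag count was a multiple of 3, 5679 pre-immune and 6919 anti-Ubx peaks were left, a ratio of 0.821. This follows from the pile-up at multiples of 3 given above and tests nothing further, so stacks of duplicate tags were neither shown to be the source of the excess nor left out. Of the pre-immune peaks, 71.3% had fewer tags than any peak of the anti-Ubx library, whose lowest count was 15. Forewing pre-immune replicate 1 also had a low number of tags after duplicate filtering. No biological explanation was tested.

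Forewing anti-Ubx replicate 2 overlapped the hindwing libraries more than it overlapped forewing replicate 1. Of its peaks, 35.3% overlapped a peak of forewing replicate 1, against 57.5% for hindwing replicate 1 and 65.4% for hindwing replicate 2. Forewing replicate 1 and hindwing replicate 1 come from the same sequencing run, and the libraries of replicate 2 from others. Among the 5000 peaks of the best score in each library, the overlap of hindwing replicate 1 with forewing replicate 1, less that with forewing replicate 2, was -8.98 percentage points. Forewing replicate 1 overlapped hindwing replicate 1 slightly more (49.3%) than forewing replicate 2 (47.6%). A shared run would not draw forewing replicate 2 to hindwing replicate 1 and away from forewing replicate 1, so it did not account for the pattern. Few or weak calls in forewing replicate 1 were tested with the same 5000 peaks. The overlap of forewing replicate 2 with forewing replicate 1, less that with the closer hindwing library, was then -11.8 percentage points, so equal numbers did not remove the pattern. Among these peaks, the overlap of the hindwing replicates was 59.8% as a share of replicate 1. Fragment recovery and the duplicate share of forewing replicate 1 were not tested, so its distance from the other libraries cannot be put down to the wing bud or to the library.

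In Suppl. Fig. 4C the read tracks name the libraries of hindwing replicate 1, but the bars of the peak track stand at the positions of the forewing replicate 1 list, from 568918 to 569427 and from 573112 to 573780. The hindwing replicate 1 list has peaks from 567001 to 567413, from 573359 to 573832 and from 574418 to 574804 in that window, and none at the first bar. Columns of identical reads are visible in the anti-Ubx and IgG tracks of that figure and not in the input track.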
